# S-SCAM is essential for synapse formation

**DOI:** 10.3389/fncel.2023.1182493

**Published:** 2023-11-16

**Authors:** Nina Wittenmayer, Andonia Petkova-Tuffy, Maximilian Borgmeyer, Chungku Lee, Jürgen Becker, Andreas Böning, Sebastian Kügler, JeongSeop Rhee, Julio S. Viotti, Thomas Dresbach

**Keywords:** synapse formation, scaffolding protein, neuronal morphology, synaptic transmission, spine

## Abstract

Synapse formation is critical for the wiring of neural circuits in the developing brain. The synaptic scaffolding protein S-SCAM/MAGI-2 has important roles in the assembly of signaling complexes at post-synaptic densities. However, the role of S-SCAM in establishing the entire synapse is not known. Here, we report significant effects of RNAi-induced S-SCAM knockdown on the number of synapses in early stages of network development *in vitro*. *In vivo* knockdown during the first three postnatal weeks reduced the number of dendritic spines in the rat brain neocortex. Knockdown of S-SCAM in cultured hippocampal neurons severely reduced the clustering of both pre- and post-synaptic components. This included synaptic vesicle proteins, pre- and post-synaptic scaffolding proteins, and cell adhesion molecules, suggesting that entire synapses fail to form. Correspondingly, functional and morphological characteristics of developing neurons were affected by reducing S-SCAM protein levels; neurons displayed severely impaired synaptic transmission and reduced dendritic arborization. A next-generation sequencing approach showed normal expression of housekeeping genes but changes in expression levels in 39 synaptic signaling molecules in cultured neurons. These results indicate that S-SCAM mediates the recruitment of all key classes of synaptic molecules during synapse assembly and is critical for the development of neural circuits in the developing brain.

## Introduction

Synapses are asymmetric intercellular junctions. They are specialized for synaptic transmission, thus mediating information processing by neural circuits. Synapse formation is a highly orchestrated process involving the initial axo-dendritic contact and the induction of pre- and post-synaptic differentiation, which involves the accumulation of pre- and post-synaptic synaptic proteins and synaptic vesicles at the nascent synaptic contact. The synapse differentiation process is followed by a prolonged step of structural and functional maturation (Garner et al., 2006). During all steps of synaptogenesis, signaling by trans-synaptic cell adhesion molecules in cooperation with pre- and post-synaptic scaffolding proteins mediates the bidirectional organization of synaptic components and determines the final properties of the developing synapse (Sudhof, 2017, 2018).

Scaffolding proteins are multi-domain molecules equipped to bind, recruit, and anchor a large number of binding partners to a certain site of action (Kim and Sheng, 2004). One of the scaffolding proteins acting at post-synaptic sites is called the synaptic scaffolding molecule (S-SCAM). S-SCAM was originally identified and named based on its interactions with three other post-synaptic proteins, i.e., post-synaptic cell adhesion molecules of the neuroligin family, N-methyl-d-aspartate type glutamate receptors (NMDAR), and the protein SAPAP/GKAP (Hirao et al., 1998). S-SCAM is also called MAGI-2 for membrane-associated guanylate kinase inverted-2 (Wu et al., 2000), AIP-1 for atropine-interacting protein 1 (Wood et al., 1998), and ARIP-1 for activin receptor-interacting protein 1 (Shoji et al., 2000). S-SCAM is equipped with multiple domains for protein-protein interactions, including one guanylate kinase (GK) domain, two WW domains, and six PDZ domains (Hirao et al., 1998; Nagashima et al., 2015). S-SCAM interacts with numerous interaction partners at both excitatory and inhibitory synapses (reviewed in Nagashima et al., 2015). Knockdown (KD) and overexpression experiments in mature hippocampal cultures implicate S-SCAM in maintaining synaptic strength by stabilizing the GluA2-containing pool of AMPA receptors at excitatory synapses (Danielson et al., 2012) and in the maintenance of inhibitory synapses (Shin et al., 2020). Thus, S-SCAM is important for the structural and functional maintenance of synapses.

There are three alternative splicing variants, S-SCAMα, -β, and -γ, which start with different initiation methionines. Mice lacking the longest variant, S-SCAMα, died within 24 h after birth. In cultured neurons obtained from these mice, the number of synapses was normal, but dendritic spines were abnormally elongated (Iida et al., 2007). Two distinct mouse lines lacking all three S-SCAM isoforms live for up to 3 weeks or 3 months, depending on the line, after which the mice die of renal failure, highlighting the crucial role of S-SCAM in the kidney (Balbas et al., 2014; Ihara et al., 2014). Thus, the importance of S-SCAM for synapse formation in the brain is still unknown. Interestingly, mutations in the human S-SCAM gene have been associated with neurological diseases such as infantile spasm (Marshall et al., 2008), schizophrenia (Walsh et al., 2008), and epilepsy (DiFrancesco et al., 2019). Transgenic mice overexpressing S-SCAM in excitatory forebrain neurons, thus mimicking part of the schizophrenia-associated S-SCAM gene duplication (Walsh et al., 2008), show schizophrenia-related behavioral phenotypes, hyperglutamatergic function, and a reduction in the number of dendritic spines (Zhang et al., 2015).

These data highlight the importance of S-SCAM for maintaining the integrity of cell–cell junctions and proper brain function. However, its role in synapse assembly has remained elusive. Here, we use a triple isoform knockdown approach to reduce the levels of all three S-SCAM isoforms in immature hippocampal cultures, i.e., during the onset of synapse formation, and in the neonatal rat brain, in order to study the importance of S-SCAM for synaptogenesis.

## Materials and methods

### DNA constructs

For performing RNA interference-mediated knockdown of S-SCAM/MAGI-2, the hairpin sequences used were cloned into pFUGW, which coexpresses EGFP (for detailed cloning information, see Stan et al., 2010). Two different shRNA sequences (Oligo#1 and Oligo#2) were used in the article. Their specificity and efficiency were previously demonstrated (Oligo#1: Danielson et al., 2012; Oligo#2: Stan et al., 2010). Oligo#2 was used in all experiments; in addition, Oligo#1 was used in Figure 2. S-SCAM/MAGI2 rescue constructs were generated by introducing silent mutations in the S-SCAM/MAGI2 RNAi targeting sequence and subcloning of the mutated S-SCAM/MAGI2 cDNA in pcDNA3_mOrange2 (Prof. Thomas Kuner, Heidelberg). The coding region for the rescue constructs was followed by an IRES and mOrange2. Detailed information about the sequences of the shRNAs, the mutations introduced into the rescue constructs, and the complete conservation of the shRNA targeted sequences between rat and mouse S-SCAM is summarized in Supplementary Data S3.

### Primary neuronal cell culture, transfection, and infection with recombinant lentiviruses

Conventional dissociated hippocampal neurons, as opposed to micro-island cultures (see below), were prepared from embryonic day 19 rats as previously described (Wittenmayer et al., 2009). Briefly, hippocampi were dissected in HBSS and digested with trypsin for 20 min at 37°C. Hippocampi were triturated, and dissociated cells were counted and plated in DMEM medium with the addition of B-27 supplement, glutamine, and penicillin/streptomycin. After 4 h, the medium was changed to a neurobasal medium with the addition of B-27 supplement, glutamine, and penicillin/streptomycin (Invitrogen). High-density cultures (40,000 neurons/well) were plated on poly-l-lysine-coated 13-mm glass coverslips in 24-well plates. At day *in vitro* (DIV) 2, neuronal cultures were transfected with calcium phosphate (Dresbach et al., 2003) or infected with lentiviruses. Neurons were processed for immunocytochemistry at DIV9/10 or DIV17.

Micro-island cultures of autaptic hippocampal neurons were prepared and cultured as described previously (Burgalossi et al., 2012). In brief, astrocytes were obtained from mouse cortices from P0 WT animals using digestion with 0.25% trypsin (Gibco) for 20 min at 37°C. The cells were plated in T75 culture flasks in DMEM medium (Gibco) containing 10% FBS (PAA) and penicillin/streptomycin (Gibco). The medium was exchanged the day after plating, and cells were allowed to grow for 7–10 days. Following this, cells were collected from the flask using trypsin digestion and plated at a density of 12,000 cells/well on 32-mm coverslips. The coverslips used for micro-island cultures were first coated with agarose (Sigma-Aldrich) and then with a coating solution containing poly-d-lysine (Sigma-Aldrich), acetic acid, and collagen (BD), using a custom-made stamp to generate 200 μm × 200 μm substrate islands. Hippocampi from postnatal day 1 (P1) mice were dissected free of meninges and separately collected in ice-cold Hanks' balanced salt solution (HBSS; Gibco). They were incubated in papain solution containing 2 mg cysteine, 10 ml DMEM (Gibco), 1 mM CaCl_2_, and 0.5 mM EDTA, along with 20–25 units of papain (Worthington Biomedical Corporation); 45 min for hippocampi and 60 min for striatum at 37°C). After washing, cells were triturated and counted in a Fuchs-Rosenthal or Naubauer chamber. The cells were plated in pre-warmed neurobasal medium (Gibco) supplemented with B-27 (Gibco), glutamax (Gibco), and penicillin/streptomycin (Gibco) at a density of 25,000 cells/well on 18 mm coverslips for high-density cultures or 4,000 cells/well on a 32 mm coverslip for micro-island cultures.

Recombinant lentiviruses for delivery of expression plasmids were generated as described (Rubinson et al., 2003). Neurons were transduced using lentivirus particles delivering either control shRNAs or knockdown shRNAs directed against S-SCAM/MAGI2α, -β, and -γ. The time windows for transduction and analysis are indicated for each experiment. To confirm that the constructs reduced the protein expression of S-SCAM/MAGI2, total cell lysates from cultures transduced at DIV2 were collected at DIV9. To confirm the functionality of rescue constructs, HEK293 cells were cotransfected with either control or the S-SCAM/MAGI2 knockdown FUGW plasmids and rescue constructs for either S-SCAM/MAGI2α, -β, or -γ. Antibodies used for Western blotting were rabbit polyclonal MAGI2 (1:1000, M2441, Sigma-Aldrich, RRID:AB_477175), GFP (1:2000, Abcam, RRID:AB_305564), and mouse monoclonal tubulin (1:2000, Sigma-Aldrich, RRID:AB_477593).

### Immunocytochemistry

Depending on the antibodies, cells were fixed in either 4% paraformaldehyde in PBS, pH 7.4, for 10 or 20 min at RT or in ice-cold methanol for 20 min at −20°C. Cells were washed in PBS and first permeabilized for 30 min in PBS containing 2% normal goat serum and 0.2% Triton X-100 (Sigma-Aldrich). Incubation with primary antibodies was performed overnight at 4°C and with secondary antibodies for 1 h at RT. Polyclonal antibodies used were VGAT (1:1000, Synaptic Systems, RRID:AB_887869), MAGI2 (1:1000, M2441, Sigma-Aldrich, RRID:AB_477175), PSD95 (1:600, Invitrogen, 15386994), Bassoon (1:500, Synaptic Systems, RRID:AB_2661779), GFP (1:2000, Abcam, RRID:AB_305564), GFP (1:500, Synaptic Systems; RRID:AB_2713983), and VAMP2 (1:1000, Synaptic Systems, 104202). Monoclonal antibodies used were pan-Shank (1:800, NeuroMab, RRID:AB_10672418), Bassoon (1:800, Stressgene, RRID:AB_2038857), VGlut1 (1:1000, Synaptic Systems, RRID:AB_887879), Synaptophysin (1:800, Synaptic Systems, RRID:AB_887824), Neuroligin (1:600, Synaptic Systems, RRID:AB_1210390), Gephyrin (1:1000, Synaptic Systems, mAB7A, RRID:AB_2810214), and PSD95 (1:500, Abcam, RRID:AB_300453).

### Lentivirus delivery *in vivo*

Lentiviral vectors were applied to the rat neonatal cortex by means of a fine-bore glass capillary (μTip, WPI, # TIP30TW1LS01) attached to a 5 μl Hamilton syringe. The shape of the μ-tip auto-limits the penetration depth, thereby avoiding tissue damage. In total 2 μl of viral suspension were injected into the cortex of neonates at P3. All animal experiments were conducted according to approved experimental animal licenses issued by the responsible animal welfare authority (Niedersächsisches Landesamt für Verbraucherschutz und Lebensmittelsicherheit, LAVES) and controlled by the local animal welfare committee and veterinarians of the University Medical Center Göttingen.

### Immunohistochemistry

P19 rats were transcardially perfused with 15 ml of PBS, followed by 20 ml of 4% paraformaldehyde (PFA) dissolved in PBS. The brains were removed and stored in 4% PFA at 4°C for 2–3 h for post-fixation. PFA was removed by three washes in PBS before the cortex was cut into 50-μm-thick sections using a vibratome (Mikrom International GmbH). Immunostaining was performed using primary antibodies against GFP (1:750; Medical & Biological Laboratories Co., RRID:AB_591817) and Cy2-coupled secondary antibodies (1:500; Jackson ImmunoResearch, RRID:AB_2340673). All incubation steps were performed on a horizontal shaker. Brain sections were permeabilized and blocked for 2 h at room temperature in PBS containing 5% normal goat serum and 1% Triton X-100. Primary antibodies were applied overnight at 4°C in PBS containing 1% normal goat serum and 0.2% Triton X-100, followed by three 15-min washes using PBS supplemented with 2% normal goat serum. All subsequent steps were performed at room temperature. Secondary antibodies were applied in PBS containing 1% normal goat serum and 0.2% Triton X-100. After three 15-min incubations with washing solution (1% normal goat serum in PBS) and three 10-min rinsing steps using PBS, the brain sections were mounted on glass slides (H868; Roth) and embedded in Slow Fade Gold (S36936; Invitrogen), using 100-μm spacers to prevent the tissue from being squeezed by the coverslip (1871; Roth). Specimens were sealed with commercially available nail polish and stored protected from light at 4°C.

### Electrophysiology

For whole-cell voltage-clamp recordings of autaptic cultures, cells were held at −70 mV, and holding voltage was increased to 0 mV (2 ms) to depolarize cells (MultiClamp 700B amplifier, Axon Instruments, Molecular Devices) under the control of the Clampex program 10.1 (Molecular Devices). Recordings were done at room temperature. The flow of extracellular solution was maintained during recordings, and pharmacological solutions were applied if required. Hypertonic sucrose solution (0.5 M in external solution) was used to trigger the fusion of the readily releasable pool of vesicles (RRP). NBQX (HelloBio) and bicuculline (Tocris) were used to inhibit AMPA and GABA receptors, respectively. Miniature excitatory post-synaptic currents (mEPSCs) were recorded in the presence of 300 nM tetrodotoxin (TTX; Tocris). The extracellular solution contained 140 mM NaCl, 2.4 mM KCl, 10 mM Hepes, 10 mM Glucose, 4 mM CaCl_2_, 4 mM MgCl_2_ (320 mOsmol/liter), and the patch-pipette solution for recording contained 136 mM KCl, 17.8 mM Hepes, 1 mM EGTA, 4.6 mM MgCl_2_, 4 mM NaATP, 0.3 mM Na_2_GTP, 15 mM creatine phosphate, and 5 U/ml phosphocreatine kinase (315–320 mOsmol/liter), pH 7.4. Cells were visualized through an inverted microscope (Olympus or Zeiss). Custom-made manipulators controlled the movement of the microelectrode. All reagents, including 0.5 M hypertonic sucrose solution, were applied with a custom-built fast flow system consisting of an array of flow pipes controlled by a stepper motor that allows complete and rapid solution exchange with time constants of ~30 ms. Pressure was on for 20 ms. Measurements were performed and registered using an Axon 700B amplifier (Axon Instruments), and signals were converted with an Axon Instrument digitizer. The recording rate was 10 kHz. Microelectrodes were made by using a Sutter 2,000 filament-based horizontal puller and were used only if they had pipette resistances of 2.5–4.5 MΩ. Serial resistance was compensated by 35–60%, and cells with serial resistances below 12 MΩ were analyzed. All chemicals were purchased from Sigma-Aldrich unless mentioned otherwise. All autaptic electrophysiology data were analyzed using Axograph (Ver. 1.5.4) software (Axograph Scientific). Recordings of S-SCAM KD and control autaptic neurons were performed from DIV11 to DIV14.

Whole-cell patch clamp recordings of conventional dissociated cultured hippocampal neurons were made at 37°C ± 0.5°C using a HEKA EPC-10 USB amplifier and the software Patchmaster (HEKA Electronics). During recordings, cultures were continuously perfused with an extracellular solution consisting of (in mM): NaCl 125.0, KCl 2.5, NaHCO_3_ 25.0, NaH_2_PO_4_ 1.25, CaCl_2_ 2.0, MgCl_2_ 1.0, glucose 20.0 (pH 7.4), with the addition of 1 μM TTX. The intracellular solution consisted of (in mM): 150 K^+^-D-Gluconate, 10 NaCl, 3 Mg-ATP, 0.3 Na-GTP, 10 Hepes, and 0.05 EGTA (pH 7.3). Cells were voltage-clamped at −70 mV, and a liquid junction potential of 13 mV was corrected online. Recordings were discarded if the series resistance was >10 MΩ. Recordings were digitized at 20 kHz and filtered at 2.9 kHz. mEPSCs in conventional cultures were detected by the software MiniAnalysis (Synaptosoft). Recordings of S-SCAM KD and control neurons in conventional cultures were performed at DIV9–10.

### Cell lysis and western blotting analyses

Transfected HEK293 cells were harvested and resuspended in ice-cold RIPA buffer (10 mM Tris-HCl, pH 8.0, 1 mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.1% sodium deoxylcholate, 0.1% SDS, 140 mM NaCl, complete protease inhibitor [Roche]). After 15 min incubation on ice, cell fragments were homogenized by passing the suspension through a syringe. After centrifugation at 13,000 rpm for 5 min, the protein concentration of the supernatant was determined by a Bradford assay using BSA as a standard. Equal amounts of proteins were separated by SDS-PAGE and transferred onto the PVDF membrane. Membranes were blocked with 10% fetal calf serum in PBS. The following antibodies were used: rabbit anti-MAGI-2 (1:1000, M2441, Sigma-Aldrich, RRID:AB_477175), mouse anti-tubulin (1:5000, T9026, Sigma-Aldrich, RRID:AB_477593), and guinea pig anti-GFP (1:600, 132004, SynapticSystems, RRID:AB_11041999). Western blotting samples were obtained from DIV14 mouse primary hippocampal mass cultures (800,000 cells per well) after transducing with virus particles at DIV2 as described (Ripamonti et al., 2017). Samples were separated on 8% SDS-PAGE gels and then transferred to nitrocellulose membranes (Millipore). The membranes were blocked for 1 h at room temperature with 5% non-fat dry milk in TBST (Tris-buffered saline containing 20 mM Tris-HCl, pH 7.4, 137 mM NaCl, and 0.1% Tween-20). The membranes were probed with antibodies to MAGI-2 (rabbit anti-MAGI-2, Sigma-Aldrich, M2441, 1:250, RRID:AB_477175) or β-actin (rabbit anti-β-actin, Synaptic Systems, 251 003, 1:1000, RRID:AB_11042458) and corresponding horseradish peroxidase (HRP) conjugated goat anti-rabbit IgG (H+L) (Jackson ImmunoResearch Laboratories, 111-035-144, 1:10000, RRID:AB_2307391). The blots were developed using enhanced chemiluminescence (ECL) substrates (Amersham Pharmacia Biotech, RPN2106) and ChemoCam Imager 3.2 (Intas Science Imaging).

### Deep sequencing

At DIV2, hippocampal neurons were infected with lentiviruses delivering knockdown shRNAs (Oligo#2) directed against S-SCAM/MAGI2. As a control, an empty shRNA vector was used. At DIV9, RNA was isolated using the TRIzol^®^ Reagent (Life Technologies) according to manufacturer instructions. RNA quality was assessed by measuring the RIN (RNA Integrity Number) using an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). Library preparation for RNA-Seq was performed using the TruSeq™ RNA Sample Prep Kit v2 (Illumina, Cat. No. RS-122-2002), starting from 3,000 ng of total RNA. Accurate quantitation of cDNA libraries was performed using the QuantiFluor™ dsDNA System (Promega). The size range of final cDNA libraries was determined by applying the DNA 1,000 chip to the Bioanalyzer 2,100 from Agilent (average 350 bp). cDNA libraries were amplified and sequenced by using the cBot and HiSeq2000 from Illumina (SR; 1 × 50 bp; ~30–40 million reads per sample). Sequence images were transformed with Illumina software BaseCaller to bcl files, which were demultiplexed to fastq files with CASAVA v1.8.2. Quality check was done via FastQC (v. 0.10.0, Babraham Bioinformatics). Read alignment was performed using STAR v2.3.0 to the Rattus norvegicus v5 reference genome. Data were converted and sorted by Samtools 1.2, and reads per gene were counted via htseq version 0.6. Data analysis was performed using R (3.2.1), and differential gene expression was performed using DESeq2 (v1.8.1). Candidate genes were filtered to a minimum FDR-corrected *p*-value < 0.05. Sequence data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE228093. For functional analysis, Gene Ontology (GO; Ashburner et al., 2000) enrichment was tested using g:Profiler (Reimand et al., 2007) against a statistical domain scope of all annotated genes. Significance was assessed using the g:SCS threshold. To decrease redundancy in GO terms, an upper limit of term size was set to 1,000. To investigate the interaction between differentially expressed gene products, we used STRING (Szklarczyk et al., 2015). The displayed genes were limited to those in the same functional network as S-SCAM (Magi2) and only those with a high confidence interaction score (minimum of 0.77).

### qPCR

Methods for qPCR were basically the same as described (Becker et al., 2012). In brief, total RNA was extracted using Nucleozol (Macherey-Nagel, Cat. No. 740404.200) directly from the culture plates, and 1 μg RNA was transcribed using the Omniscript RT kit (Qiagen, Cat. No. 205113). qPCR was performed on a MIC qPCR cycler (Bio Molecular Systems) using Fast SYBR Green Master Mix (Thermo Fisher Scientific, Cat. No. 4385616). All kits were used as suggested by the manufacturers. All samples were tested in triplicates, and relative expression was determined using the mean Ct of the triplicates and normalization to β-actin or α-tubulin according to the 2^−ΔΔCT^ method (Livak and Schmittgen, 2001). The resulting values were log transformed to calculate the log_2_ fold change. Primers are listed in Supplementary Data S2.

### Microscopy

Images were acquired using a SPOT-cooled CCD camera (Visitron Systems) attached to a Zeiss Axiovert 200M. Images were collected using 40 × and 63 × Plan-Neofluar oil objectives, and digital images were analyzed with Metamorph software. Image acquisition and analysis were done in a blind manner. For measuring puncta number and intensity per given neuron, four to five dendritic segments were used, using the proximal 25 μm of dendrites starting from the soma and their average values.

### Quantification of synaptic puncta

Dissociated neurons were plated on poly-l-lysine-coated 13-mm glass coverslips in 24-well plates. Cells were fixed and stained with neuronal markers Bassoon or Synaptophysin as presynaptic markers and PSD95 as a post-synaptic marker. Image analyses were conducted in Opera Phenix at 60 × magnification using Harmony software. Proximity localization of post and presynapse was quantified using OpenView software (Tsuriel et al., 2006). Postsynapses were automatically detected using the BoxpunctaEx function. An 8 × 8 pixel box was placed around the maximum of each postsynapse. Proximity-localized presynapses were detected using the MatchSet function. The number of synapses was counted along the selected dendritic segment.

### Spine analysis

Confocal images were acquired using a laser-scanning confocal microscope (Leica TCS SP5, Leica Microsystems CMS, Germany) equipped with 488 nm (Ar) and 561/633 nm (He–Ne) lasers for excitation of the respective Alexa fluorophores and a 63 × /1.4 NA oil-immersion objective. The spine analysis was conducted using the Dendritic Spine Counter 1.4.7 plugin in Fiji/ImageJ software. The average spine size was calibrated manually, allowing for automatic detection of spines along the dendrite. The automatically generated results were adjusted manually if necessary. The dendrite was traced using the Polyline tool, and the number and classes of spines were quantified along the tranced stretch.

### Statistical analyses

All experimental data were collected at least from triplicate experiments using independent batches of neuron cultures. All data values represent means ± SEM. For multiple group comparisons, one- or two-way ANOVA with Tukey's multiple comparison *post-hoc* test was used using GraphPad Prism software.

## Results

### Loss of function of S-SCAM causes a severe reduction of synapse formation in hippocampal cultures

To study the role of S-SCAM during synapse formation, we performed a shRNAi-mediated knockdown of all three S-SCAM isoforms in cultured rat hippocampal neurons. We expressed shRNAs globally in these cultures using lentiviral transduction and quantified endogenous S-SCAM protein levels by Western blotting and immunofluorescence intensity (Figure 1). When shRNA targeting S-SCAM mRNA called Oligo#2 (Stan et al., 2010; for further description, see section Materials and methods) was expressed from DIV2 to DIV9, it specifically reduced S-SCAM protein levels to about 35% (Figures 1C, D) compared to a mismatched control shRNA (control RNAi). By determining immunofluorescence intensity, S-SCAM RNAi effectively reduced S-SCAM levels to about 40% in dendrites (Figures 1E, F).

**Figure 1:**
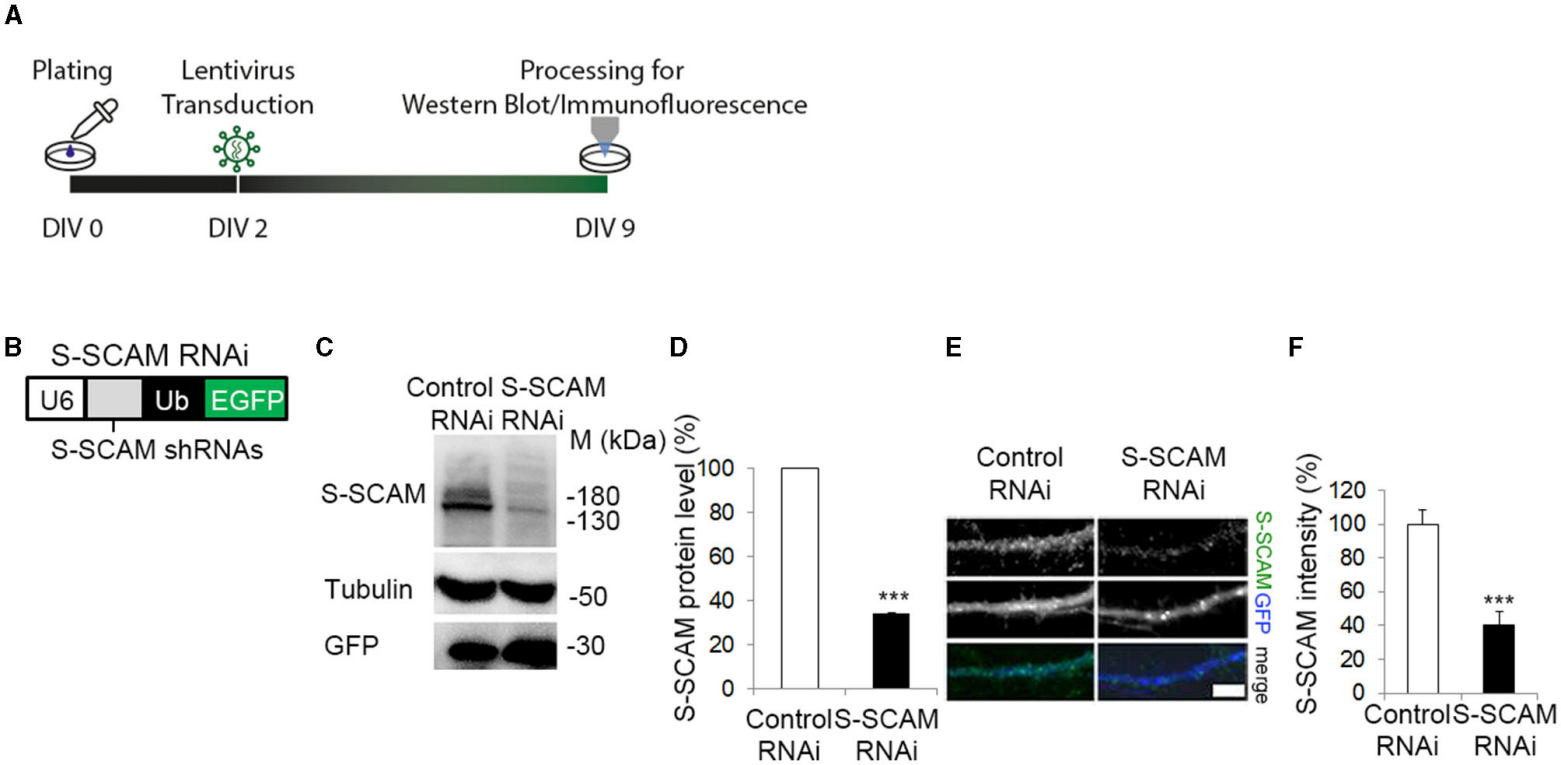
ShRNA mediated knockdown of S-SCAM in cultured hippocampal neurons. **(A)** Schematic diagram of the experimental timeline. **(B)** Design of lentiviral shRNA vectors for knockdown of all three S-SCAM isoforms. U6, U6 RNA polymerase III promotor; Ub, ubiquitin promotor. **(C–F)** Specificity and efficacy of S-SCAM-RNAi. **(C)** Western blot confirming knockdown of endogenous S-SCAM at protein level in low-density cultures of hippocampal neurons. **(D)** Semi-quantitative analysis of band intensities. **(E)** Representative images of S-SCAM knockdown neurons immunostained for S-SCAM and GFP. Bar, 4 μm. Quantification of the data is provided in **(F)**. ^***^p ≤ 0.001, unpaired *t*-test.

To test whether knockdown of S-SCAM alters synapse formation in neurons, we sparsely transfected cultured hippocampal neurons with shRNA-expressing vectors at DIV2. In this approach, we used two different shRNA sequences previously used to knock down S-SCAM, termed Oligo#1 (Danielson et al., 2012) and Oligo#2 (Stan et al., 2010; for further description, see Section Materials and Methods). We immunostained transfected neurons at DIV9 for the presynaptic marker proteins Bassoon, VAMP2, Synaptophysin, VGlut1, or VGAT and quantified the density of immunofluorescence puncta on dendrites of the transfected neurons (Figure 2). We observed a significant reduction in the dendritic puncta density of all tested presynaptic proteins between 71 and 83% when compared to controls (Oligo#1: Bassoon 71 ± 3.3%; Oligo#2: Bassoon 79.8 ± 2.6%, VAMP2 80 ± 3.5%, Synaptophysin 78 ± 2%, VGlut1 83 ± 1.1%, VGAT 71 ± 3.2%). Similar results were obtained when we transduced hippocampal neurons with lentiviruses expressing shRNAs targeting S-SCAM mRNA at DIV2 and analyzed the Bassoon puncta density at DIV9 (Supplementary Figures S1A–C). Consistent with the reduction in the puncta density of presynaptic proteins, S-SCAM RNAi transfection greatly reduced the number of puncta for post-synaptic markers PSD95, Neuroligin, Shank, and Gephyrin (Figure 2; Oligo#1: PSD95 65 ± 3.7%; Oligo#2: PSD95#2 70 ± 1.7%, Neuroligin 71 ± 0.5%, Shank: 83 ± 6%, Gephyrin: 86 ± 5%) in dendrites. In addition, the number of sites double-positive for Bassoon and PSD95 was significantly reduced upon knockdown (Supplementary Figures S1D–F). Furthermore, the percentage of VAMP2 puncta positive for PSD95 was significantly reduced (Supplementary Figures S1G, H). Note that the number of VAMP2 puncta is strongly reduced upon knockdown (Figures 2B, L). Of the remaining VAMP2 puncta, only a fraction is aligned with the post-synaptic marker PSD95, a marker for excitatory post-synaptic sites. This indicates that the few VAMP2 puncta remaining upon S-SCAM knockdown are either located at inhibitory synapses or at orphan presynaptic sites. Together, these data suggest that S-SCAM plays an essential role during the *de novo* formation of excitatory and inhibitory synapses in developing neurons.

**Figure 2:**
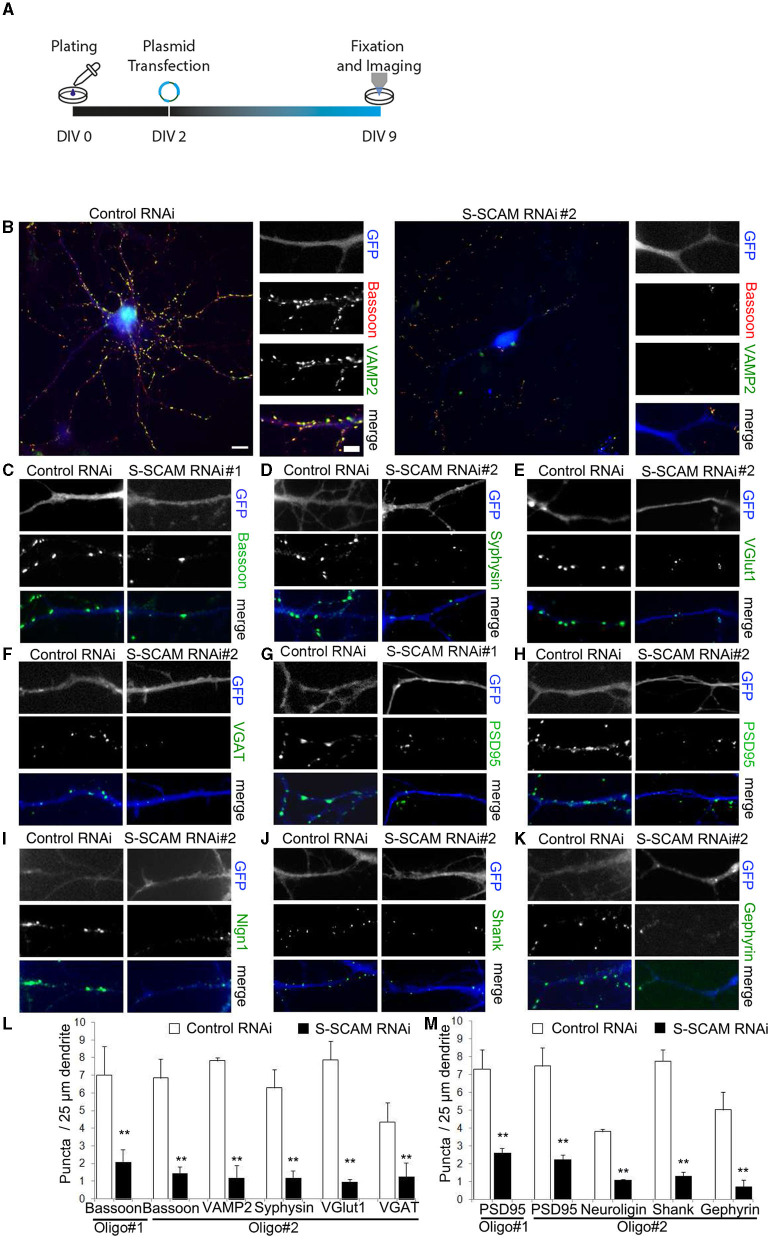
Loss of function of S-SCAM causes a severe reduction of synapse formation. **(A)** Schematic diagram of the experimental timeline. **(B–K)** Representative images of hippocampal neurons that were transfected with S-SCAM knockdown or control vectors and analyzed by immunofluorescence with antibodies to the presynaptic proteins Bassoon, VAMP2, Synaptophysin, VGlut1, VGAT, and the post-synaptic proteins PSD95, Neuroligin-1/2/3/4, pan-Shank, and Gephyrin. Bar, 10 μm, bar in zoom, 3 μm. **(L, M)** Summary graphs of the effect of S-SCAM knockdown on the density of presynaptic **(L)** and post-synaptic **(M)** markers. A 100–155 puncta (10–15 cells) were quantified. *N* = 3 independent culture experiments. **p < 0.01, two-tailed unpaired *t*-test.

### Each S-SCAM isoform rescues the reduction in synapse density independently

After confirming that the two shRNAs have similar effects on Bassoon and PSD95, we used Oligo#2 for all subsequent experiments. We next confirmed the specificity of the S-SCAM RNAi effect. We performed “rescue” experiments with S-SCAM RNAi-resistant S-SCAMα, -β, or -γ isoforms (designated S-SCAMαr, -βr, or -γr). For this purpose, we generated expression vectors that contain the S-SCAM RNAi-resistant isoforms followed by an internal ribosomal entry site (IRES) and mOrange2 for visualization of transfected neurons (Figure 3A). S-SCAM knockdown resistance was confirmed in HEK293 cells by Western blotting (Figure 3B). We then coexpressed the S-SCAM RNAi plasmid with S-SCAMαr, -βr, or -γr constructs in immature hippocampal cultures by transfecting on DIV2, and immunostained for the presynaptic protein Bassoon or for the post-synaptic marker PSD95 at DIV9 (Figure 3C). Restoring S-SCAM protein levels with either S-SCAMα, -β, or the shortest isoform, S-SCAMγ, during early synaptogenesis rescued the reduction in the dendritic puncta density of Bassoon and PSD95 to normal levels (Figures 3D–G). Thus, first, the effect of S-SCAM RNAi on synapse formation was specifically related to the loss of S-SCAM proteins and not due to the off-target effects of the shRNAs. Second, both shorter S-SCAM isoforms, missing the PDZ0 and parts of the GK domain, are able to compensate for the defect in synapse formation. This indicates that an incomplete GK domain, the WW domain, and PDZ1-5 of S-SCAM are sufficient for their function in synaptogenesis.

**Figure 3:**
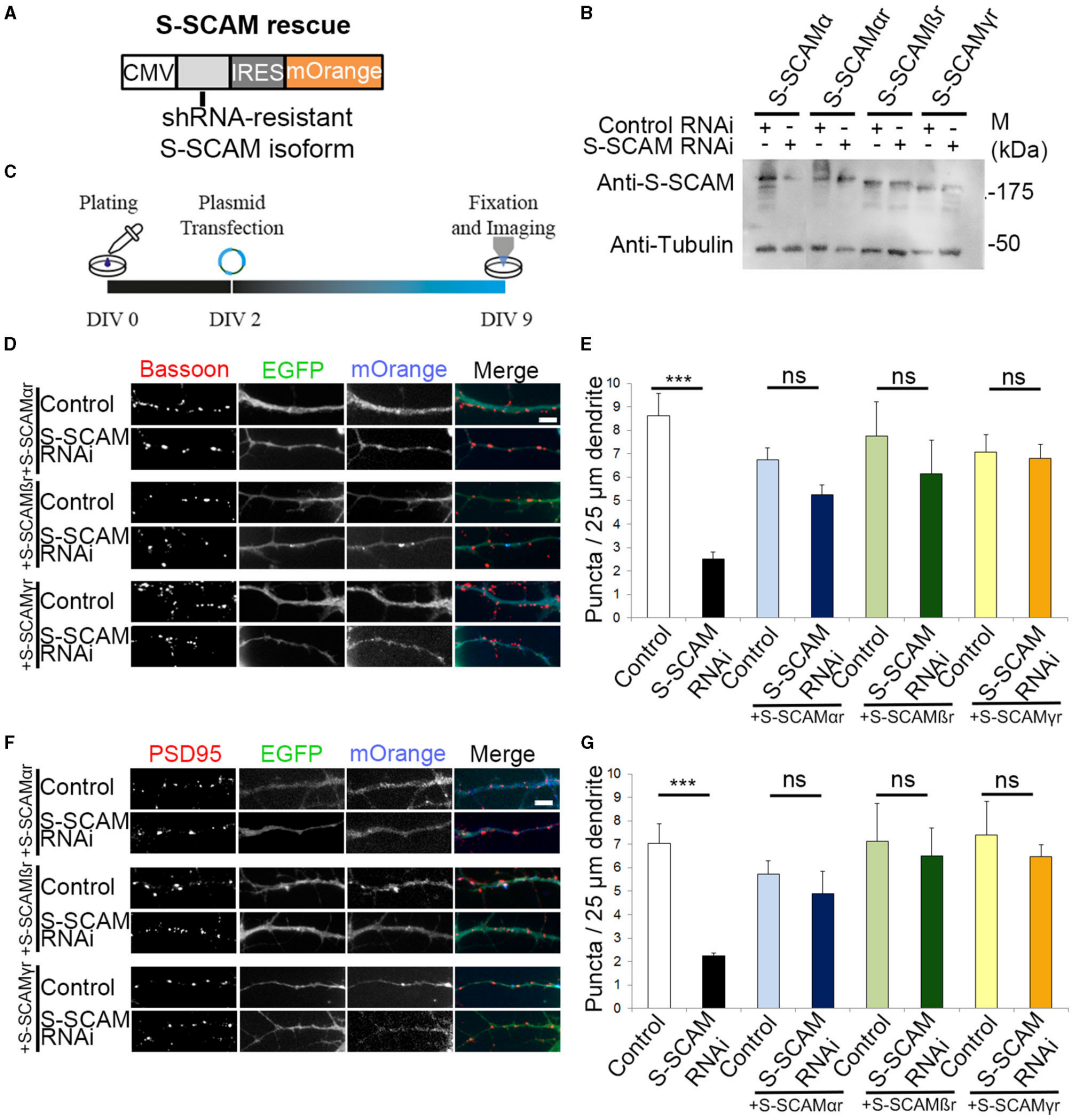
Reversal of synapse loss by overexpression of S-SCAMα, -β, or -γ in S-SCAM knockdown neurons. **(A)** Design of expression vectors for overexpression of S-SCAMα, -β, or -γ in S-SCAM knockdown neurons. CMV, cytomegalovirus promotor; IRES, internal ribosome entry sequence. **(B)** Verification of S-SCAM rescue vectors. HEK293 cells were transfected with S-SCAM RNAi or control plasmids and cotransfected with either S-SCAMα or S-SCAMα, -β, or -γ rescue vectors (S-SCAMαr, S-SCAMβr, and S-SCAMγr) containing silent mutations. Anti-tubulin blot is shown as a loading control. **(C)** Schematic diagram of the experimental timeline. **(D–G)** Rescue experiments with S-SCAMαr, -βr, and -γr. Representative images of S-SCAM RNAi or control neurons cotransfected with S-SCAMαr, S-SCAMβr, or S-SCAMγr stained for Bassoon **(D)** or PSD95 **(F)**. Bar, 4 μm. Quantification of the rescue experiments for Bassoon **(E)** and PSD95 **(G)** dendritic puncta density. A 85–125 puncta (10–12 cells) were quantified. *N* = 3 independent culture experiments. ***p < 0.001, ANOVA Tukey's test.

### S-SCAM is necessary for proper dendritic arborization and a normal number of synapses in advanced cultures

Given the dramatic reduction in synaptic markers upon S-SCAM knockdown, we assessed the corresponding morphological changes in more detail, namely the effect of S-SCAM downregulation on dendritic complexity and synapse number in advanced cultures. Transfection of neurons with shRNA plasmids was carried out at DIV2, and the signal of eGFP expression in transfected neurons allowed imaging of neuronal morphology at DIV9/10 (Figures 4A–C). Morphometric analysis revealed that the reduction of S-SCAM protein levels caused a reduced dendritic arborization complexity. The complexity of the dendritic tree was assessed using Sholl analysis, and it revealed that neurons transfected with S-SCAM RNAi vectors showed a significantly reduced number of crossings over the entire measured distance (Figure 4C).

**Figure 4:**
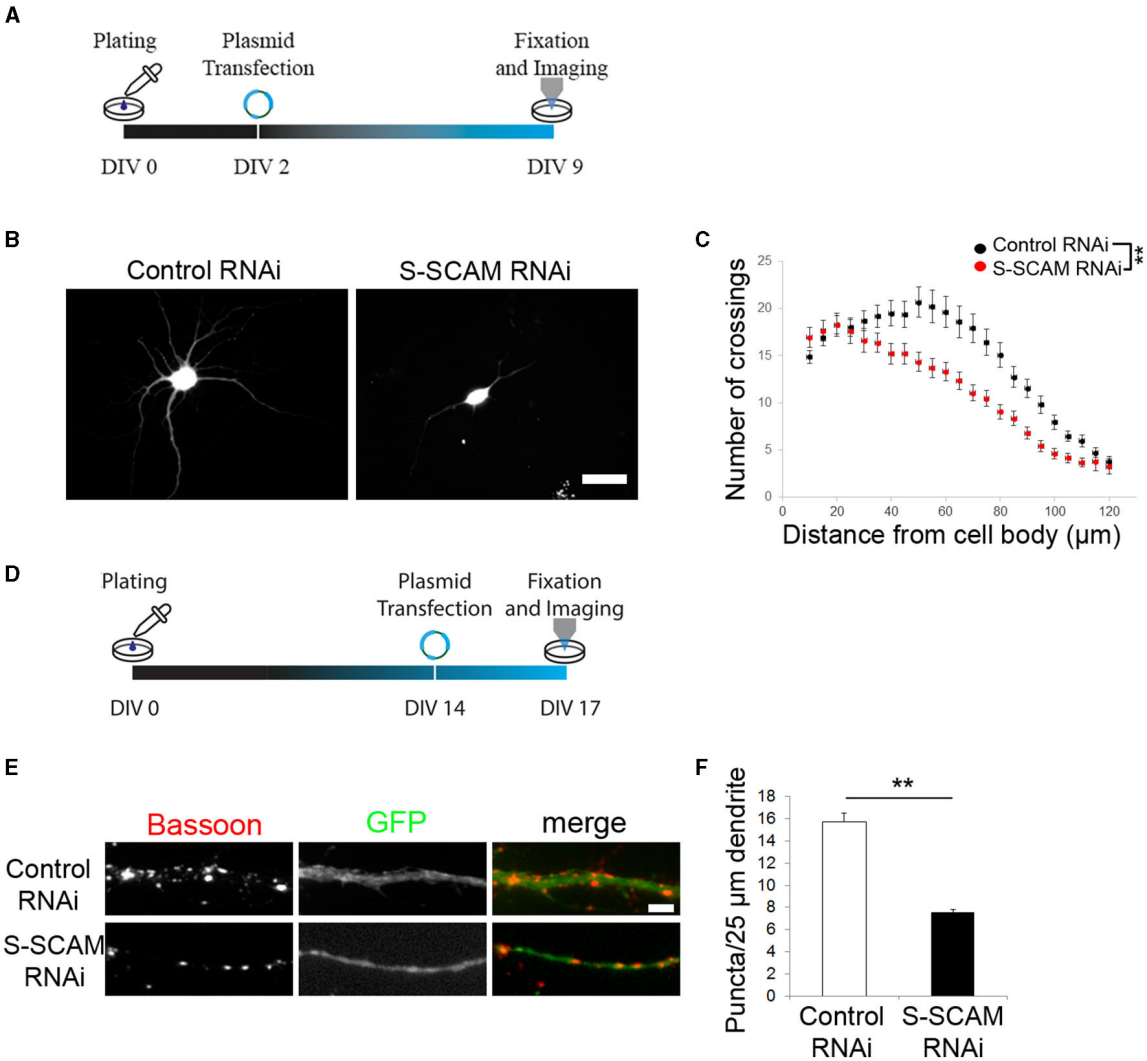
Loss of function of S-SCAM affects neuronal morphology and synaptic maintenance. **(A, D)** Schematic diagram of the experimental timeline. **(B, C)** Sholl analysis revealed a loss of neuronal processes upon S-SCAM knockdown. One-way ANOVA, **P < 0.01. **(E, F)** Neurons in older cultures (DIV14) were transfected with S-SCAM knockdown or control constructs and immunostained for Bassoon. Quantification shows a reduction in Bassoon puncta density, control RNAi, *n* = 96; S-SCAM RNAi, *n* = 112. *N* = 3 independent culture experiments; **p < 0.01, two-tailed unpaired *t*-test.

To rule out that the striking changes in neuronal morphology were the consequence of KD-induced cell death, we tested neurons transfected on DIV2 for apoptosis at DIV10 (8 days after transfection) and quantified the percentage of viable neurons. The percentage of dying neurons did not significantly differ between S-SCAM RNAi and control neurons (control 5%, S-SCAM RNAi 6.3%; Supplementary Figure S2). In addition, we tested neurons transduced by lentiviral vectors on DIV2 for apoptotic cells on DIV10. Despite screening entire coverslips, we did not observe any apoptotic cells in control neurons transduced with GFP-expressing lentivirus or neurons transduced with S-SCAM shRNA lentivirus (Supplementary Figure S2). These results substantiate that the observed phenotype after knocking down S-SCAM is indeed due to the absence of the protein and not caused by cell death.

In addition, we asked whether S-SCAM knockdown also affects synapses in mature cultures. We transfected cultured hippocampal neurons with shRNA vectors at DIV14 and immunostained for Bassoon at DIV17 (Figures 4D–F). The dendritic Bassoon puncta density was reduced by 50% 3 days after S-SCAM RNAi vector transfection (Figures 4E, F), demonstrating that S-SCAM protein is necessary for maintaining a normal number of synapses in mature cultures. In summary, these results show the importance of S-SCAM protein for distinct developmental characteristics of hippocampal neurons, such as neuronal and synapse morphology, as well as the stability of synapses.

### Loss of function of S-SCAM impairs excitatory synaptic transmission

To determine whether the changes in morphological synapse numbers reflect changes in the number of functional synapses per neuron, we examined synaptic transmission in cultured hippocampal neurons that were sparsely transfected with S-SCAM RNAi or control vectors on DIV2. Since it is known that S-SCAM can also localize to presynaptic compartments (Mok et al., 2002), this approach had the advantage of excluding any potential presynaptic effect of S-SCAM knockdown. Low transfection efficiency ensured that the majority of analyzed synaptic inputs originated presynaptically from untransfected S-SCAM RNAi neurons, and thus since the neurons patched were positive for transfection, only post-synaptic effects were detectable. At DIV9, the mEPSC frequency was clearly reduced following the knockdown of S-SCAM when compared with control neurons (Figures 5A–C). In contrast, the mEPSC amplitude following S-SCAM RNAi was unchanged (Figures 5B, C). This indicates that most synapses are lost, but the few remaining synapses are functional.

**Figure 5:**
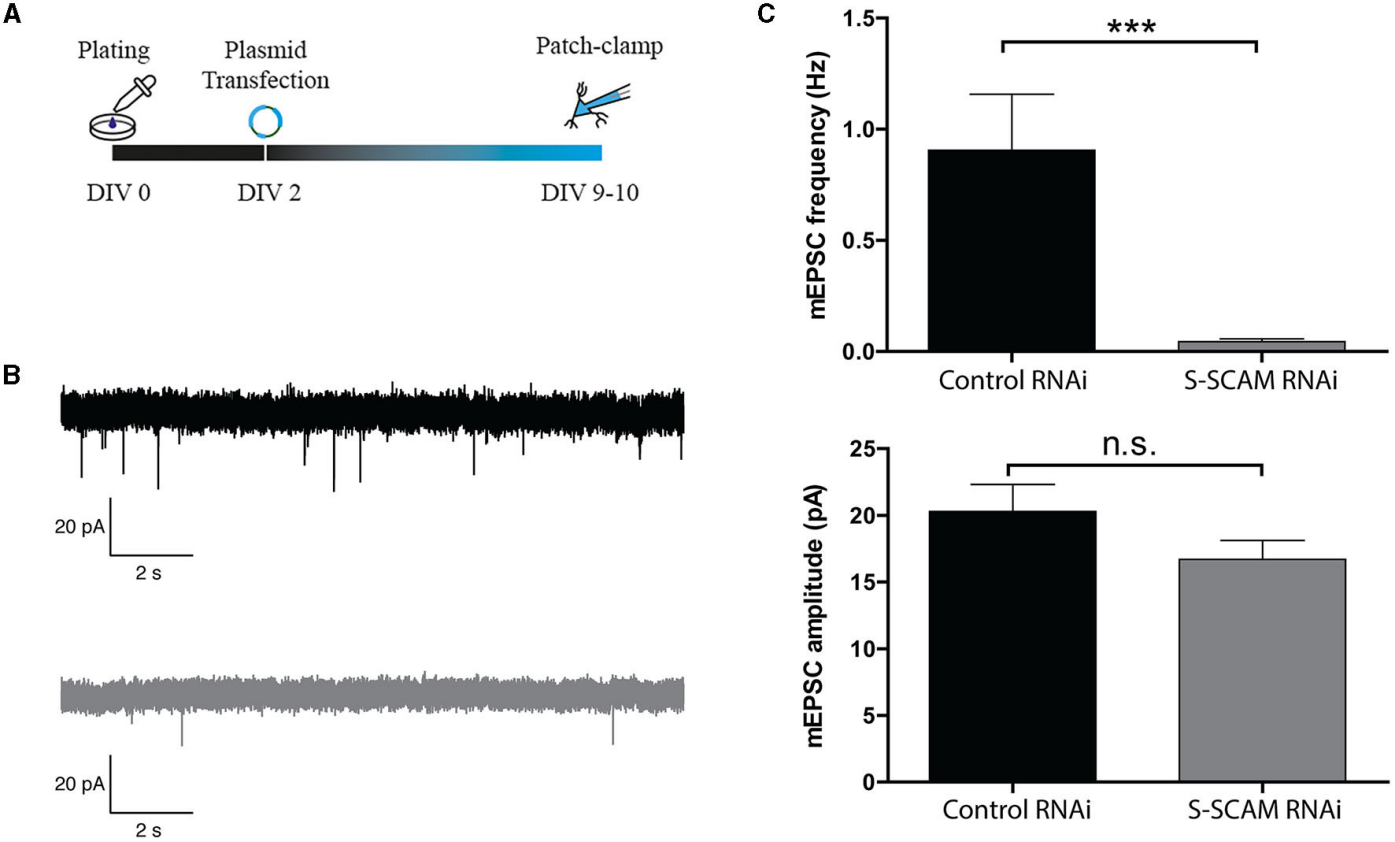
S-SCAM knockdown reduces spontaneous synaptic activity in conventional hippocampal cultures via a post-synaptic effect. **(A)** Schematic diagram of the experimental timeline. **(B)** Example traces of mEPSC events in DIV9–10 neurons infected with control RNAi (black) or S-SCAM RNAi (gray). **(C)** S-SCAM RNAi reduces mEPSC frequency, whereas the amplitude of mEPSC events between S-SCAM knockdown and control neurons is unchanged. *n* = 13 for S-SCAM RNAi and control neurons. *N* = 4 independent culture experiments. ***p < 0.001, Mann–Whitney *U* test.

We also evaluated the effect of the reduction of S-SCAM in evoked synaptic transmission by using mouse autaptic hippocampal cultures that were transduced with S-SCAM RNAi or control lentiviruses on DIV2 and analyzed between DIV11 and DIV14 (Figure 6A). Western blotting of mouse cultured neurons confirmed the knockdown of S-SCAM protein (Supplementary Figure S3). As expected, the evoked EPSC amplitude and mEPSC frequency recorded from glutamatergic autaptic neurons were markedly reduced upon knockdown of S-SCAM when compared with control neurons (Figures 6B, C, H). In contrast, the mEPSC amplitude following S-SCAM RNAi was unchanged (Figure 6I). Furthermore, the readily releasable pool in the S-SCAM RNAi neurons, measured by 0.5 M hypertonic sucrose solution, dramatically decreased, corresponding to the reduction in EPSC amplitudes (Figures 6D–F). Based on the unchanged vesicular release probability and mEPSC amplitude, it can be predicted that the reduction in synaptic strength reflects a decrease in the number of functional excitatory synapses. In particular, the decrease in current induced by exogenous application of glutamate, but not GABA, onto the S-SCAM RNAi neuron supports this assumption (Figures 6J–M). Note that the recorded glutamatergic autaptic neurons do not have GABAergic synapses. The response to exogenous GABA reveals that they have extra-synaptic GABA receptors in their membranes and are vital. Furthermore, since mEPSC amplitudes and relative amplitudes of evoked responses to 10-Hz trains are also unchanged (Figures 6G, I), the active synapses in autaptic cultured neurons remaining upon S-SCAM knockdown seem functionally normal. Together, these results show that S-SCAM knockdown leads to a massive reduction in the number of synapses per neuron, while the remaining synapses on these neurons display normal synaptic strength.

**Figure 6:**
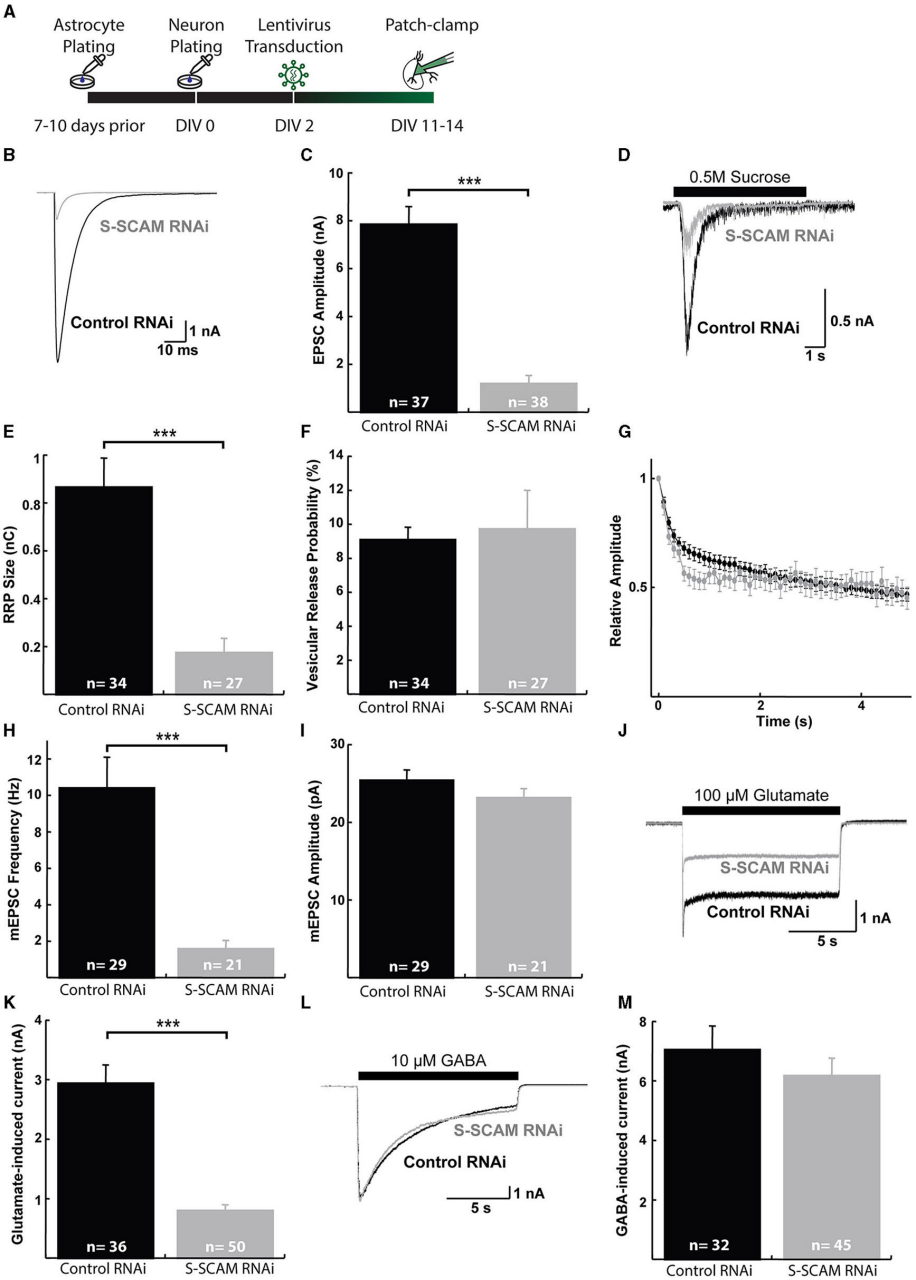
S-SCAM knockdown reduces spontaneous and evoked excitatory synaptic activity in autaptic hippocampal micro-island cultures. **(A)** Schematic diagram of the experimental timeline. **(B)** Example traces of evoked EPSC responses. **(C)** Mean EPSC amplitude measured in neurons after lentivirus expression of the control RNAi and SSCAM knockdown constructs. **(D)** Example traces of current responses induced by the application of 0.5 M sucrose solution. **(E)** Mean RRP sizes as estimated by the charge integral measured inward currents during the application of 0.5 M sucrose solution. **(F)** Calculated mean vesicular release probabilities calculated by dividing the charge transfer during a single EPSC by the charge transfer measured during RRP release. **(G)** Evoked EPSC depression during 10 Hz stimulation train. Data were normalized to the first response in the train. **(H)** Mean mEPSC frequencies. **(I)** Mean mEPSC amplitudes. **(J)** Example traces of current responses induced by the application of 100 μM glutamate solution. **(K)** Mean peak amplitudes of responses to exogenous 100 μM glutamate. **(L)** Example traces of current responses induced by the application of 10 μM GABA solution. **(M)** Mean peak amplitudes of responses to exogenous 10 μM GABA. ***p < 0.001, two-tailed unpaired *t*-test; n, neurons recorded.

### Profiling gene expression in primary cultured hippocampal neurons upon S-SCAM downregulation

Given the dramatic effects of S-SCAM triple isoform knockdown on synapse formation and neuronal morphology, we examined gene expression in cultures transduced with control or knockdown shRNA. 

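RNA from 6 cultures of rat hippocampal neurons was sequenced, 3 transduced with the S-SCAM knockdown virus and 3 with the control virus. Transduction was at DIV2 and RNA was isolated at DIV9, and the legend of Figure 7 gives 3 independent experiments. The methods and the sample labels describe the control as an empty shRNA vector, whereas that legend names a control shRNA for the sequencing. The values used are the authors' unnormalized counts of reads per Ensembl gene on the rat genome rn5. The libraries came from a kit that does not keep the strand of the RNA, so reads from overlapping genes on opposite strands cannot be told apart. Total counts on genes were 23357757, 13061705 and 24874466 in control replicates 1 to 3 and 18350062, 29654651 and 21949362 in knockdown replicates 1 to 3. Of 26405 genes in the table, 13917 had enough counts to be tested. Levels are given as CPM (counts scaled to library size) with the SD over 3 cultures, scaled by TMM factors between 0.934 and 1.04. Groups were compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. DESeq2's Wald test, the tool of the study in a later version, was run as a second test, and both tests and all gene lists were fixed before the counts were examined. Another tool, limma-voom, was added after the data had been seen and called 0 genes (1592 at an unadjusted p under 0.05), hence 0 in every gene list.

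Replicates varied widely, with a biological coefficient of variation of 0.317. On the first principal component, which held 41.6% of the variance, knockdown replicate 2 stood apart at 73.7. Knockdown replicate 1 lay at 24.2, knockdown replicate 3 at -17.0 and the controls between -30.4 and -22.1. In simulated data with 3 libraries per group and these counts, edgeR recovered 13% of genes planted at a log2 fold change of 1 and 68% of those planted at 2. DESeq2 recovered 31% and 82% of the same genes, with 38 false calls against 8 from edgeR. The simulated genes varied independently, without the structure among cultures seen here, so these shares need not hold for the real libraries.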

We isolated RNA from DIV9 primary cultured hippocampal neurons transduced with S-SCAM RNAi or control viruses at DIV2. More than 30 million high-quality reads were obtained in each sample. Read alignment was performed using STAR v2.3.0 to the Rattus norvegicus v5 reference genome. Deep sequencing revealed that S-SCAM was reduced to 38% of control (−1.39 log_2_ fold change), which corresponds well with the ca. 60% reduction in S-SCAM protein estimated by Western blotting and immunofluorescence (see Figure 1). 

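Magi2, the gene of S-SCAM (ENSRNOG00000013962, chromosome 4 of rn5 from 10987824 to 11595537), was lower in every knockdown culture than in every control culture. Its level was 82.8, 74.7 and 95.8 CPM in control replicates 1 to 3 and 30.4, 21.1 and 40.4 CPM in knockdown replicates 1 to 3. The means were 84.4 ± 10.6 CPM and 30.6 ± 9.64 CPM (SD, n = 3 cultures each). The knockdown cultures thus held 36.3% of the control mean, with 36.0%, 25.0% and 47.9% in the single cultures. The log2 fold change was -1.46 (standard error 0.27, adjusted p = 0.228 from edgeR, unadjusted p = 0.000452). DESeq2 gave -1.44 with an adjusted p of 0.00121, which rose to 0.0751 without control replicate 3. A two-sided exact permutation test on the 6 CPM values gave p = 0.1, the smallest value that 3 against 3 cultures allow.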

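Of 15 housekeeping and structural genes shown in Figure 7B, 0 passed the threshold of edgeR between knockdown and control cultures, and 1 (Nefh) had an unadjusted p under 0.05. DESeq2 called 0 of the 15, and the edgeR count adjusted over the list alone was also 0. Gapdh, a glycolytic enzyme, was at 28.5 ± 4.26 CPM in control and 33.4 ± 0.643 CPM in knockdown cultures (log2 fold change 0.23, standard error 0.21). Actb, the cytoplasmic actin, had a log2 fold change of 0.24 (standard error 0.23, adjusted p = 0.733 from edgeR). Ldha, a subunit of lactate dehydrogenase, had 104 ± 12.0 CPM in control and 119.9 ± 38.1 CPM in knockdown cultures. Its log2 fold change of 0.20 turned to -0.041 without knockdown replicate 2. The neurofilament light chain Nefl was at 96.6 ± 30.2 CPM in control and 137 ± 91.1 CPM in knockdown cultures. Its log2 fold change of 0.50 (standard error 0.44) turned to -0.16 without knockdown replicate 2.

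The neurofilament heavy chain Nefh had the largest difference of the 15, from 6.32 ± 1.72 to 13.9 ± 7.68 CPM (log2 fold change 1.14, standard error 0.42, adjusted p = 0.417 from edgeR). DESeq2 called Nefh only when knockdown replicate 3 was left out (adjusted p = 0.0255), and its count for the list was then 1. The median log2 fold change of the 15 genes was 0.10, with 11 higher and 4 lower (camera, adjusted p = 0.144). The Gapdh gene has many near-identical copies in the rat genome, so its count is uncertain.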

RNA levels of housekeeping genes including lactate dehydrogenase, GAPDH, actin, and neurofilament light and heavy chains were not changed (Figure 7; Supplementary Data S1).

**Figure 7:**
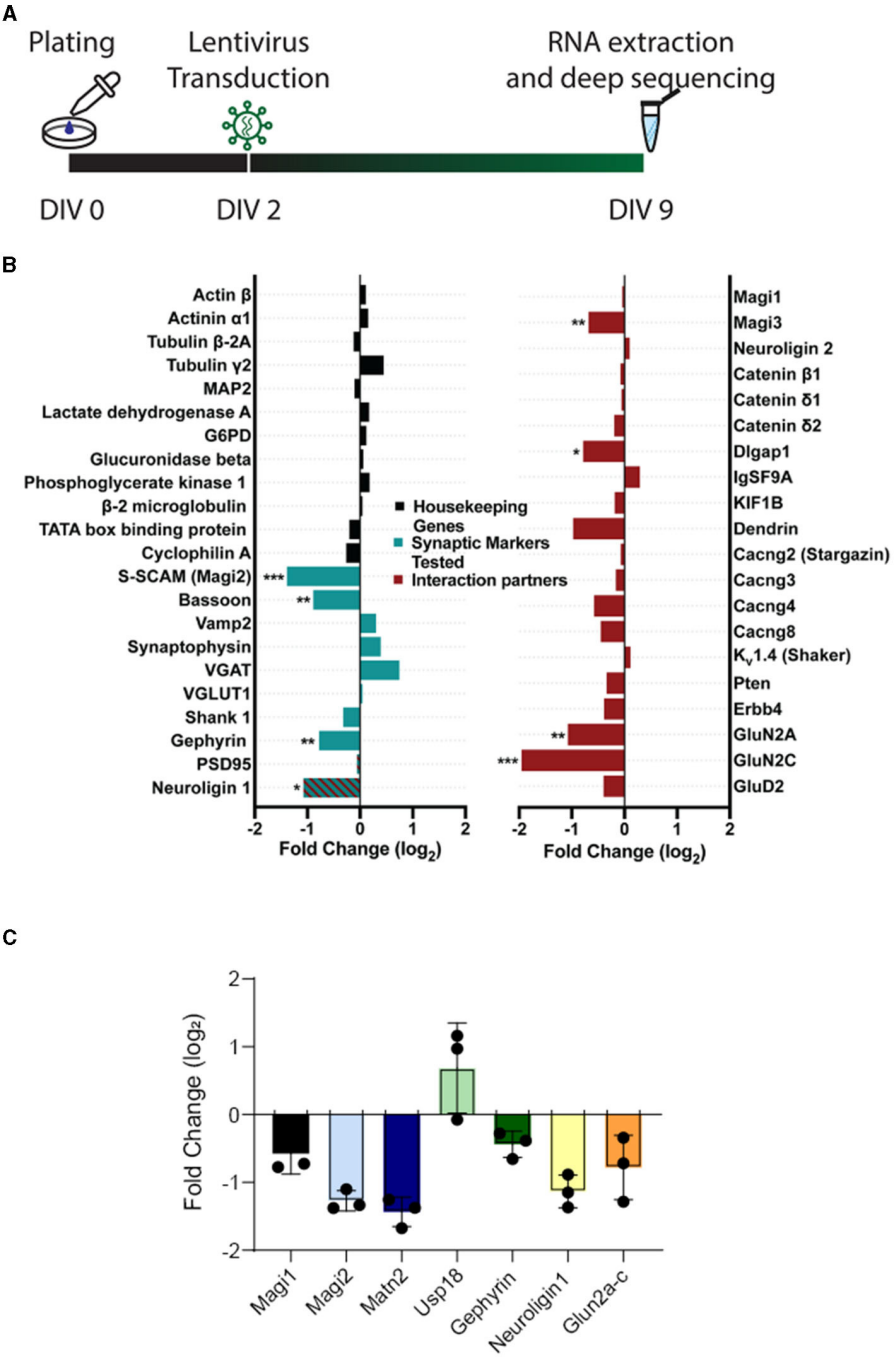
Expression of housekeeping genes is unchanged, whereas expression of signaling proteins is altered upon S-SCAM knockdown. **(A)** Schematic diagram of the experimental timeline. **(B)** Selected results of the deep sequencing analysis of neuronal cultures treated with S-SCAM shRNA or control shRNA. The graph shows the log_2_-fold change in the shRNA-treated cultures compared to control cultures of housekeeping genes (black), synaptic marker proteins tested by immunofluorescence in our study (green), and known S-SCAM interaction partners (red). *p < 0.05; **p < 0.01; ***p < 0.001, false discovery rate. *N* = 3 independent experiments. **(C)** RT-PCR of selected RNAs from Figure 7B. RNA was isolated from *n* = 3 cultures transduced with SCAM-RNAi or EGFP. Ct values were normalized to α-tubulin (δct). RNAi values were normalized to EGFP (δδct), and the fold change (FC) was calculated. Values are plotted as log_2_FC.

Deep sequencing also revealed changes in the expression of synaptic markers previously tested in this article (Figure 2), namely a decrease in Bassoon, Gephyrin, and neuroligin-1 (Figure 7B). Furthermore, some of the known interaction partners of S-SCAM showed reduced expression, including neuroligin-1, Magi3, Dlgap1, GluN2A, and GluN2C. 

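Among the 9 synaptic markers, the active zone protein Bassoon (Bsn), the postsynaptic adhesion molecule neuroligin-1 (Nlgn1) and the inhibitory scaffold gephyrin (Gphn) had lower means in the knockdown cultures. Bsn (ENSRNOG00000030714, chromosome 8 from 116227802 to 116319071 of rn5) was at 302 ± 42.0 CPM in control and 155 ± 28.0 CPM in knockdown cultures (log2 fold change -0.96, standard error 0.22, edgeR adjusted p = 0.291). Nlgn1 (ENSRNOG00000032576, chromosome 2 from 130772394 to 131486085) was at 26.9 ± 5.06 and 11.3 ± 4.35 CPM (-1.25, standard error 0.33, edgeR adjusted p = 0.342). Gphn (ENSRNOG00000028366, chromosome 6 from 110978550 to 111237656) was at 108 ± 15.3 and 61.1 ± 17.3 CPM (-0.82, standard error 0.26, edgeR adjusted p = 0.376). The vesicular GABA transporter Slc32a1 had the opposite direction, with 91.8 ± 8.35 CPM in control and 169 ± 64.2 CPM in knockdown cultures (log2 fold change 0.88, edgeR adjusted p = 0.397). The vesicle proteins Syp and Vamp2 had log2 fold changes of 0.47 and 0.30, and the postsynaptic scaffold Shank1 of -0.39. Those of PSD95 (Dlg4) and of the vesicular glutamate transporter Slc17a7 were -0.077 and 0.022. Dlg4 turned to 0.001 without control replicate 2 and to 0.053 without knockdown replicate 3, and Slc17a7 turned to -0.16 without control replicate 1, -0.0088 without knockdown replicate 2 and -0.0082 under upper-quartile normalization.

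The edgeR test called 0 of the 9 markers, with 1 higher and 3 lower at an unadjusted p under 0.05 and the same number when adjusted over the list alone (1 higher, 3 lower). DESeq2 called 2 lower, Bsn (adjusted p = 0.0296) and Nlgn1 (0.0392), and the DESeq2 count was 0 without control replicate 2, control replicate 3, knockdown replicate 1 or knockdown replicate 2, and 1 without control replicate 1. DESeq2 no longer called Bsn without control replicate 2 (adjusted p = 0.0561), control replicate 3 (0.378), knockdown replicate 1 (0.105) or knockdown replicate 2 (0.145), or Nlgn1 without control replicate 1 (0.0723), control replicate 2 (0.129), control replicate 3 (0.348), knockdown replicate 1 (0.234) or knockdown replicate 2 (0.198). Of the related family members Shank2, Shank3, Nlgn2 and Nlgn3, with log2 fold changes of -0.43, -0.17, 0.081 (-0.027 without control replicate 1) and -0.19, edgeR and DESeq2 called 0, and 0 had an unadjusted edgeR p under 0.05.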

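Of 22 interaction partners in Figure 7B, 21 were tested, and 18 of them had lower and 3 higher means in the knockdown cultures, with a median log2 fold change of -0.45. Magi3, a scaffold protein of the same family, was at 70.5 ± 3.74 CPM in control and 42.5 ± 4.19 CPM in knockdown cultures (log2 fold change -0.73, standard error 0.19). Dlgap1, a scaffold of the postsynaptic density, was at 120.5 ± 15.8 and 67.1 ± 17.4 CPM (-0.85, standard error 0.24). The NMDA receptor subunit GluN2A (Grin2a, ENSRNOG00000033942, chromosome 10 from 4527220 to 4936773 of rn5) was at 10.3 ± 1.23 and 4.51 ± 1.47 CPM (-1.19, standard error 0.33). GluN2C (Grin2c, ENSRNOG00000003280, chromosome 10 from 104480212 to 104497817) was at 11.2 ± 4.26 and 2.56 ± 1.63 CPM (-2.14, standard error 0.58). For each of these 4 genes, every knockdown culture lay below every control culture.

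No partner passed the threshold of edgeR (8 at an unadjusted p under 0.05, 6 lower when adjusted over the list alone). The edgeR adjusted p was 0.331 for Magi3, 0.355 for Dlgap1, 0.347 for Grin2a and 0.346 for Grin2c. DESeq2 called 2 partners lower, Nlgn1 and Grin2c (adjusted p = 0.0146), and gave 0.0943 for Magi3, 0.152 for Dlgap1 and 0.0602 for Grin2a. DESeq2 no longer called Grin2c without control replicate 1 (adjusted p = 0.153), control replicate 3 (0.338) or knockdown replicate 1 (0.0719), and its count of partners was 0 without control replicate 3 or knockdown replicate 1, 1 without control replicate 1, control replicate 2 or knockdown replicate 2, and 6 without knockdown replicate 3. As a group the partners were lower than other genes (camera, adjusted p = 0.000109; adjusted p = 0.208 with an estimated correlation). Figure 7B shows selected results from these samples, so the direction of the partners is not independent evidence.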

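Among the genes with higher levels in the knockdown cultures, 9 of the 10 largest changes were in genes induced by interferon or of antiviral defense. They include the deubiquitinase Usp18, at 1.34 ± 0.794 CPM in control and 30.7 ± 23.8 CPM in knockdown cultures (log2 fold change 4.54), and Ifi27, at 30.2 ± 11.6 and 414 ± 267 CPM (3.78). The others were Ifit1 (4.57), Oas1a (4.43), Bst2 (4.32), Oas1b (4.15), Oasl (4.06), Apol9a (4.03) and Lgals9 (3.76), and the last of the 10 was Aldh1a1 (2.77), an enzyme of retinoic acid synthesis. Among the lower genes, the neuropeptide precursor Cartpt had the largest change (-4.53), which rests on 1 control culture at 17.0 CPM. Tyrobp (-3.67), Laptm5 (-3.55), Ctss (-3.31) and Emr1 (-3.20), which are expressed by microglia and macrophages, followed with Stab1 (-3.44), Colec12 (-3.59), Otof (-3.21), Igf2 (-3.05) and C1qtnf3 (-2.72). These 20 genes are the largest changes among DESeq2 calls with separated groups and a mean of at least 1 CPM, a choice made after edgeR had called 0 genes. Leaving out 1 library ended the DESeq2 call of some of them. DESeq2 lost Tyrobp (adjusted p = 0.690), Laptm5 (0.790), Stab1 (0.782), Ctss (0.760) and Emr1 (0.266) without control replicate 1. DESeq2 lost Cartpt (adjusted p = 0.103), Tyrobp (0.0527), C1qtnf3 (0.0809) and Apol9a (0.154) without control replicate 2. DESeq2 lost Colec12 (adjusted p = 0.517), Stab1 (0.0751), Otof (0.638), Igf2 (0.561), C1qtnf3 (0.626) and Ifit1 (0.0610) without control replicate 3. DESeq2 lost Colec12 (adjusted p = 0.0580), Igf2 (0.0989), C1qtnf3 (0.204), Apol9a (0.0744) and Ifit1 (0.164) without knockdown replicate 1. DESeq2 lost Cartpt (adjusted p = 0.284), Tyrobp (0.159), Colec12 (0.0563), Laptm5 (0.206), Stab1 (0.247), Ctss (0.205), Otof (0.158), Igf2 (0.114) and C1qtnf3 (0.244) without knockdown replicate 2. DESeq2 lost Laptm5 (adjusted p = 0.0626), Stab1 (0.0693) and Apol9a (0.0984) without knockdown replicate 3.

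The edgeR test called 0 of 13917 genes, with 1506 at an unadjusted p under 0.05 and a smallest adjusted p of 0.228. DESeq2 called 196 genes, 37 higher and 159 lower. Its count was 104 without knockdown replicate 1, 123 without knockdown replicate 2 and 43 without control replicate 3, and 296 without control replicate 2 and 742 without knockdown replicate 3. The edgeR likelihood ratio test, added after the data had been seen, called 144. With no filter on low counts edgeR called 8 genes, of which Usp18, Oas1a, Oas1b, Ifi27, Bst2, Zc3hav1 and Lgals9 were higher and the vesicle protein Synpr was lower, and without knockdown replicate 2 it called Ifi27 alone (adjusted p = 0.0462). Every knockdown culture lay on 1 side of every control culture for 2456 genes, or 17.6% of those tested. The mean share over all splits of the cultures into 3 and 3 is about 10%, but genes are not independent, so a single split can lie above it. Control replicates 1 and 3 with knockdown replicate 1 against the rest, a split tried after the data had been seen, gave 1387 genes at an unadjusted edgeR p under 0.05. The excess over 10% alone therefore does not show an effect of the knockdown.

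Of 40 interferon-stimulated genes tested, a list made after Figure 8B had been seen, 39 had a higher mean in the knockdown cultures, with a median log2 fold change of 1.65, and 12 were separated between the groups. The edgeR test called 0 of them over all genes (25 at an unadjusted p under 0.05, 17 higher when adjusted over the list alone) and DESeq2 called 16 higher, with 8 without control replicate 3 or knockdown replicate 1, and 26 without knockdown replicate 2. As a group they were higher than other genes (camera, adjusted p = 4.70e-18; adjusted p = 0.285 with an estimated correlation). Their mean log2 level relative to the control mean was 0.50, 0.15 and -0.64 in control replicates 1 to 3 and 2.36, 0.50 and 2.23 in knockdown replicates 1 to 3. All 11 microglia markers tested had a lower mean in the knockdown cultures, with a median log2 fold change of -3.31, and 5 of them were separated between the groups. Control replicate 1 stood high, with a mean log2 level of 1.71 against -0.44 and -1.27 in control replicates 2 and 3 and -1.35, -3.64 and -2.41 in knockdown replicates 1 to 3. DESeq2 called 4 of the 11 markers and edgeR 0 (11 at an unadjusted p under 0.05, 11 lower when adjusted over the list alone), and the DESeq2 count was 0 without control replicate 1 or knockdown replicate 2. It was 2 with the fold change prior, 5 without control replicate 3, 6 with a local dispersion fit and 7 with a replicate block. A filter of at least 10 counts in every sample left 0, but it removes genes near 0 in the knockdown cultures. Tyrobp, Laptm5 and Ctss, at means of 0.182, 0.302 and 0.264 CPM there, were thus not tested, so this 0 is not a lost call. The microglia group was lower than other genes by camera (adjusted p = 5.75e-07; adjusted p = 0.288 with an estimated correlation).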

Overall, 544 genes were differentially expressed by the reduction in S-SCAM levels (Figure 7B; Supplementary Data S1). A quantitative real-time PCR (qPCR) analysis of selected mRNAs isolated from DIV9 neurons transduced with S-SCAM RNAi or control viruses at DIV2 confirmed the trends revealed by deep sequencing (Figure 7C). Moreover, similar results were obtained when cultures treated over distinct time windows (i.e., transduction at DIV2 followed by analysis at DIV16 and transduction at DIV14 followed by analysis at DIV17) were analyzed by qPCR (Supplementary Figure S4).

A gene enrichment analysis using g:Profiler (Reimand et al., 2007) yielded several significant biological process terms in Gene Ontology (Ashburner et al., 2000) related to synaptic transmission and neuronal functioning (Figure 8A), namely, anterograde trans-synaptic signaling, chemical synaptic signaling, synaptic signaling, and trans-synaptic signaling figured in the most significantly changed terms. These terms had adjusted *p*-values between –log_10_ 5.2 and –log_10_ 5.3 and included 38–39 genes. 

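Of 39 genes of the presynaptic release machinery, 27 had a lower mean in the knockdown cultures, with a median log2 fold change of -0.34. Markers of hippocampal principal neurons had a median of -0.36, with 11 of 14 lower, while general neuron markers had 8 higher and 8 lower and interneuron markers 8 higher and 9 lower. Synpr, a protein of synaptic vesicles, was at 45.9 ± 13.0 CPM in control and 12.9 ± 0.802 CPM in knockdown cultures (log2 fold change -1.83, standard error 0.27, DESeq2 adjusted p = 1.87e-06). Syn2, a synapsin that tethers vesicles, was at 107 ± 17.6 and 44.5 ± 10.5 CPM (-1.27, standard error 0.24, DESeq2 adjusted p = 0.00283). Of 30 genes of the postsynaptic density, 27 had a lower mean, among them the kinase subunit Camk2d and the spine protein Sipa1l1 (-1.07, DESeq2 adjusted p = 0.0345). Of 41 synaptic adhesion molecules, 28 had a lower mean, and the neural cell adhesion molecule Ncam1 was at 951 ± 103 CPM in control and 433 ± 117 CPM in knockdown cultures (DESeq2 adjusted p = 0.0150).

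DESeq2 called 5 presynaptic genes, all lower (Synpr, Syn2, Nsf, Rims1 and Bsn), 2 genes of the postsynaptic density and 2 adhesion molecules, Ncam1 and Nlgn1. With edgeR 0 were called in each group, while 12 presynaptic genes, 5 postsynaptic genes and 7 adhesion molecules were lower at an unadjusted p under 0.05 and 1 presynaptic gene was higher. Adjusted over the list alone, edgeR called 6 presynaptic genes, 2 postsynaptic genes and 0 adhesion molecules. By camera each group was lower than other genes, with adjusted p = 0.000228 for the presynaptic, 1.07e-05 for the postsynaptic and 0.00365 for the adhesion group (adjusted p = 0.314, 0.252 and 0.285 with an estimated correlation). The adhesion call of camera was lost without control replicate 3 (adjusted p = 0.0788), without knockdown replicate 3 (0.105) and after correction for gene length (0.125).

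Without single libraries the DESeq2 count of presynaptic genes was 1 without control replicate 3, 2 without knockdown replicate 1, 3 without control replicate 2 or knockdown replicate 2, and 9 without knockdown replicate 3. For postsynaptic genes it was 0 without control replicate 3 or knockdown replicate 1, 1 without control replicate 2 or knockdown replicate 2, and 4 without knockdown replicate 3, and for adhesion molecules 0 without control replicate 1, control replicate 3 or knockdown replicate 1, and 1 without knockdown replicate 2. Calls of DESeq2 were lost for Syn2 without control replicate 3 (adjusted p = 0.0895), Ncam1 without control replicate 1 (0.0527), control replicate 3 (0.285) or knockdown replicate 1 (0.0588), or Sipa1l1 without control replicate 1 (0.150), control replicate 2 (0.0577), control replicate 3 (0.379), knockdown replicate 1 (0.199) or knockdown replicate 2 (0.117). Across all genes tested, log2 fold change and gene length had a Spearman correlation of -0.229, and genes are not independent replicates. Terms of Gene Ontology were not tested here, and the lists are not those terms.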

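Of 165 genes of cation channels, collected by gene symbol, 124 had a lower mean in the knockdown cultures, and their median log2 fold change was -0.41. DESeq2 called 11 of them, all lower. Trpc5, a receptor-operated calcium-permeable channel, had a log2 fold change of -1.32 (standard error 0.28, DESeq2 adjusted p = 0.00490). The T-type calcium channel Cacna1i had -1.26. Among the other channels called were the sodium channel Scn3a, the potassium channels Kcnc4, Kcnq5, Kcng2, Kcna3 and Kcnh1, and the NMDA receptor subunits Grin3a and Grin2c.

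The edgeR test called 0 channels (1 higher and 43 lower at an unadjusted p under 0.05, 6 lower when adjusted over the list alone). With no gene called, the Fisher exact test of enrichment among edgeR calls is void (p = 1). Among the DESeq2 calls, the 11 of 171 channels tested were an enrichment with an odds ratio of 5.24 (two-sided Fisher exact test, p = 2.15e-05). This enrichment was lost without control replicate 3, when 1 of 43 DESeq2 calls was a channel (Fisher exact test, p = 0.399). The odds ratio was 2.39 without control replicate 2 (Fisher exact test, p = 0.0247) and 2.47 without knockdown replicate 3 (p = 0.000637). DESeq2 no longer called Trpc5 without control replicate 3 (adjusted p = 0.0857), and its count of channels was 1 without control replicate 3, 6 without knockdown replicate 2, 7 without knockdown replicate 1, and 20 without knockdown replicate 3. By camera the channels were lower than other genes (adjusted p = 1.16e-08; adjusted p = 0.208 with an estimated correlation).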

The most significant term in our analysis was cation transmembrane transport, including 46 genes whose expression was modified by the knockdown of S-SCAM. Of those 46, 13 included genes also involved in synaptic transmission (e.g., GluN2A, GluN2C, and GluN3A). Other enriched terms involved with neuronal function included terms related to the regulation of membrane potential and neuron projection morphogenesis. 

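Of 72 potassium channels, which set the membrane potential, 55 had a lower mean in the knockdown cultures, with a median log2 fold change of -0.36. Kcnc4, a voltage-gated potassium channel, was at 21.7 ± 2.91 CPM in control and 8.09 ± 1.92 CPM in knockdown cultures (log2 fold change -1.42, standard error 0.27, DESeq2 adjusted p = 0.00140). Kcnq5, a subunit of the M-current, was at 37.5 ± 3.06 and 18.3 ± 1.97 CPM (-1.04, standard error 0.21, DESeq2 adjusted p = 0.00667). Of 33 genes of neurite outgrowth and axon guidance, 23 had a lower mean. Among them the neurotrophin receptor Ntrk3 had a log2 fold change of -0.91, the netrin receptor Dcc -0.90 and the kinase Dclk1 -0.55, and edgeR gave adjusted p = 0.346, 0.404 and 0.406.

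With edgeR 0 genes were called in either group, with 19 potassium channels and 6 neurite genes lower at an unadjusted p under 0.05. Adjusted over the list alone, it called 2 potassium channels and 0 neurite genes. DESeq2 called 5 potassium channels and 0 neurite genes (3 with the replicate block and 2 with a local dispersion fit). Without single libraries, its count of potassium channels was 0 without control replicate 3, 2 without control replicate 2 or knockdown replicate 2, and 3 without control replicate 1, and it called 4 neurite genes without knockdown replicate 3. Calls of DESeq2 were lost for Kcnc4 without control replicate 3 (adjusted p = 0.0817) or Kcnq5 without control replicate 1 (0.0552) or control replicate 3 (0.181). By camera the adjusted p was 2.82e-06 for potassium channels and 0.0149 for neurite genes (adjusted p = 0.208 and 0.285 with an estimated correlation). The neurite call of camera was lost without control replicate 3 (adjusted p = 0.148), without knockdown replicate 3 (0.105) and after correction for gene length (0.853).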

Similar results were observed when analyzing molecular function Gene Ontology terms using the GOrilla web application (Supplementary Figure S5; Eden et al., 2009).

**Figure 8:**
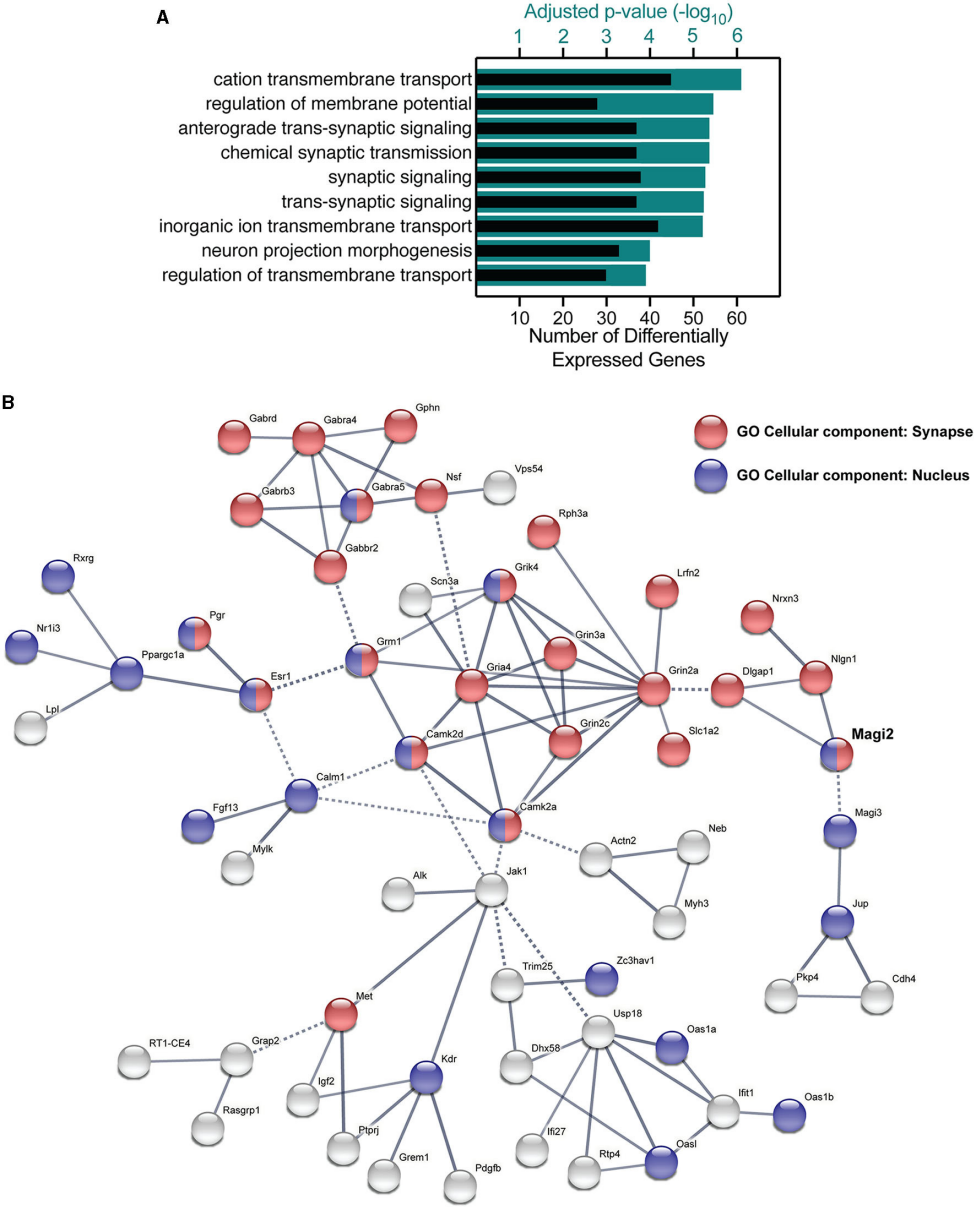
Gene ontology and functional clustering of differentially expressed genes by the knockdown of S-SCAM. **(A)** The GO terms for biological processes with the lowest adjusted *p*-value (teal bars) by using the g:Profiler tool, and the number of differentially expressed genes in each category (black bars). **(B)** STRING network analysis of differentially expressed genes functionally connected to S-SCAM (MAGI-2, in bold). Blue nodes represent protein products present in the nucleus, red nodes indicate synaptic proteins, and green nodes indicate proteins present in cell junctions but not proven to be synaptic. Nodes that have more than one color are proteins that localize to both subcellular compartments, whereas gray nodes indicate proteins that localize to none of these three compartments. Edges represented by full lines are functional associations within a cluster, whereas edges represented by dotted lines are connections between clusters.

We investigated the interaction between differentially expressed gene products using STRING (Szklarczyk et al., 2015). Most of the nodes observed in the functional network of S-SCAM were gene products present in the nucleus and/or synapse (Figure 8B). 

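Of 12 genes of a glutamate receptor cluster of the study's network, 11 were tested, and Camk2a could not be matched to the count table. The mean log2 fold change over the 11 genes was -1.23 and the median -1.08. The NMDA receptor subunit GluN3A (Grin3a, ENSRNOG00000005723, chromosome 5 from 69420058 to 69564696 of rn5) was at 48.0 ± 4.14 CPM in control and 15.3 ± 7.04 CPM in knockdown cultures (log2 fold change -1.65, standard error 0.35, DESeq2 adjusted p = 0.00289). The sodium channel Scn3a was at 73.4 ± 1.47 and 33.7 ± 1.73 CPM (-1.12, standard error 0.18, DESeq2 adjusted p = 0.000292). The kinase subunit Camk2d was at 115 ± 3.87 and 56.2 ± 6.38 CPM (-1.04, standard error 0.18, DESeq2 adjusted p = 0.00205). Other members were the AMPA receptor subunit Gria4 (-0.74), the kainate receptor subunit Grik4 (-0.84), Lrfn2 (-0.89), Rph3a (-1.02), the transporter Slc1a2 (-1.08), Grin2a and Grin2c. For each gene named with a value here, every knockdown culture lay below every control culture. Slc1a2 is also an astrocyte marker, and the astrocyte markers were low in knockdown replicate 2, with a mean log2 level of -1.82 relative to the control mean.

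DESeq2 called 5 of the 11 genes lower, among them Grin3a, Scn3a, Camk2d and Grin2c, and its count was 2 without control replicate 3, 3 without knockdown replicate 1, and 8 without knockdown replicate 3. DESeq2 no longer called Camk2d without control replicate 3 (adjusted p = 0.0610) or knockdown replicate 1 (0.0540) or Grin3a without control replicate 3 (0.0751). Over all genes edgeR called 0 (11 lower at an unadjusted p under 0.05, 11 lower when adjusted over the list alone). By camera the cluster was lower than other genes (adjusted p = 9.41e-13; adjusted p = 0.208 with an estimated correlation). The study selected these genes on the same 6 samples, so their common direction is not independent evidence.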

Notably, one cluster in the network was formed by glutamate receptor subunits (Grik4, Grin3a, Grin2a, Grin2c, Gria4, and Grm1), calmodulin kinase subunits (Camk2a and Camk2d), a glutamate transporter (Slc1a2), a synaptic adhesion-like molecule (Lrfn2), a regulator of exocytosis (Rph3a), and a sodium channel subunit (Scn3a). One other cluster included GABA receptor subunits (Gabra4, Gabra5, Gabrb3, Gabbr2, and Gabrd), Gephyrin (Gphn), a vesicle-fusing ATPase (Nsf), as well as a Golgi-associated protein (Vps54). These clusters give us a hint of how S-SCAM is affecting excitatory and inhibitory synapses, respectively. 

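The 8 genes of this cluster had a median log2 fold change of -1.10. Gabra5, a subunit of extrasynaptic GABA-A receptors (ENSRNOG00000010803, chromosome 1 from 113844283 to 113955085 of rn5), was at 176 ± 50.9 CPM in control and 49.8 ± 18.0 CPM in knockdown cultures (log2 fold change -1.83, standard error 0.33, DESeq2 adjusted p = 0.000292). The GABA-B receptor subunit Gabbr2 was at 235 ± 36.8 and 101 ± 25.3 CPM (-1.21, standard error 0.24, DESeq2 adjusted p = 0.00675). The vesicle-fusing ATPase Nsf was at 388 ± 34.1 and 173 ± 48.3 CPM (-1.17, standard error 0.25, DESeq2 adjusted p = 0.0114). Gabra4 was at 21.5 ± 1.40 and 10.4 ± 1.70 CPM (-1.04, standard error 0.23, DESeq2 adjusted p = 0.0169). Vps54 and Gabrd had log2 fold changes of -0.91 and -1.20. These 6 genes were lower in every knockdown culture than in every control culture. Of the 15 GABA receptor subunits tested, listed by receptor family, 12 had a lower mean and 9 were lower in edgeR when adjusted over the list alone. Over all genes edgeR called 0 of these 15, against 9 lower at an unadjusted p under 0.05 and 3 by DESeq2 (1 without control replicate 3 or knockdown replicate 1, and 6 without knockdown replicate 3).

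DESeq2 called 4 of the 8 cluster genes lower (Gabra5, Gabbr2, Nsf and Gabra4), and its count was 1 without control replicate 3 or knockdown replicate 1, and 7 without knockdown replicate 3. Calls of DESeq2 were lost for Gabbr2 without control replicate 3 (adjusted p = 0.198) or knockdown replicate 1 (0.0719), Nsf without control replicate 3 (0.204) or knockdown replicate 1 (0.0588) or Gabra4 without control replicate 1 (0.128), control replicate 3 (0.289), knockdown replicate 1 (0.130) or knockdown replicate 2 (0.0976). Over all genes edgeR called 0 (8 lower at an unadjusted p under 0.05, 8 lower when adjusted over the list alone). Camera placed the cluster below other genes (adjusted p = 1.01e-09; adjusted p = 0.208 with an estimated correlation), and all 15 subunits likewise (adjusted p = 8.11e-06; adjusted p = 0.208 with an estimated correlation). The cluster was selected by the study on these samples, so its direction is not independent evidence. The paper proposes that the glutamate and GABA receptor clusters give a hint of how S-SCAM affects excitatory and inhibitory synapses, respectively.

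**Figure D1:**
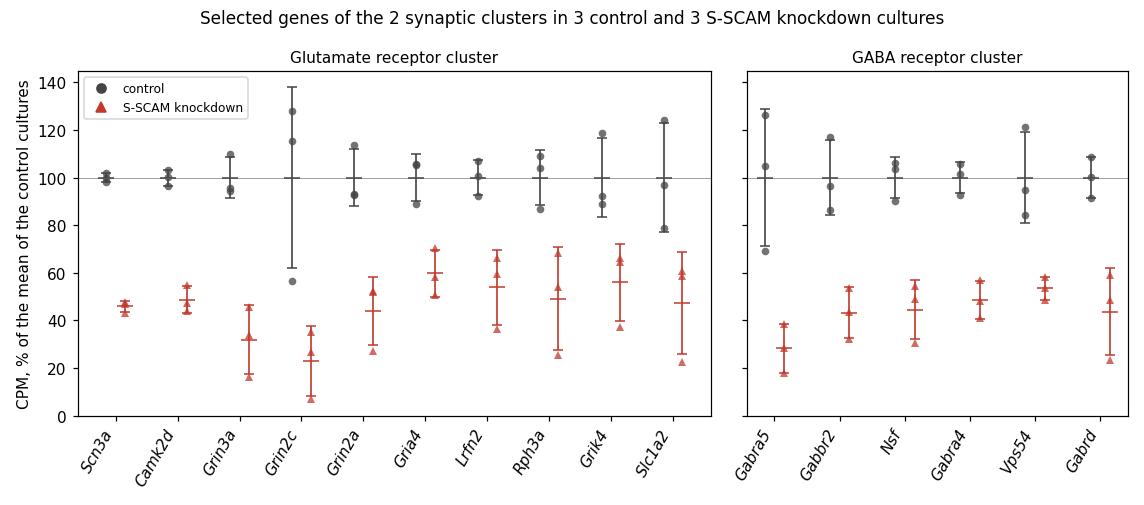
CPM of selected genes of the glutamate and GABA receptor clusters, as a percentage of the mean of the control cultures (linear axis from 0) in 3 control cultures (circles) and 3 knockdown cultures (triangles). Horizontal dashes are means and error bars the SD (n = 3), and for each gene shown all knockdown cultures lie below all control cultures.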

What is still untested is whether the knockdown of S-SCAM affects synapse formation *in vivo*, which we decided to verify by analyzing spine density.

### S-SCAM is necessary for spinogenesis *in vitro* and *in vivo*

To address whether the observed effect in synaptogenesis is accompanied by reduced spine formation, we transfected hippocampal neurons with shRNA plasmids at DIV2 and labeled neurons with an antibody against GFP and Bassoon at DIV9. Confocal microscopy revealed that the number of dendritic spines was significantly reduced after knocking down S-SCAM (Figures 9A–C). Additionally, the number of spines positive for presynaptic terminals (Bassoon signal) was reduced (Figure 9D), demonstrating the importance of S-SCAM protein for spinogenesis and synaptogenesis *in vitro*. To validate the results obtained in cultured neuronal cells and to examine if the knockdown of S-SCAM also interferes with the formation of spines within a normal functional network, we aimed to test the effects of the knockdown shRNAs *in vivo*. To this end, we verified by Western blotting and qPCR that the shRNA knocks down S-SCAM in rat cultured cortical neurons (Supplementary Figure S6). We then injected lentiviral particles expressing a mismatch or the respective shRNA targeting S-SCAM into the cerebral cortex of 3-day-old rats. The brains were collected and analyzed by immunohistochemistry at P19. Viral particles were spread out after injection into the cortex and sparsely labeled neurons in all cortical layers. To substantiate the finding of decreased spinogenesis *in vitro*, we counted spines in this more native environment. In accordance with our culture experiments, we detected a significant decrease in spine number after the knockdown of S-SCAM (Figure 9). These results demonstrate that decreasing the levels of S-SCAM in the first 3 weeks after birth results in a dramatic alteration of neuronal spine formation despite their contact with a normal microenvironment.

**Figure 9:**
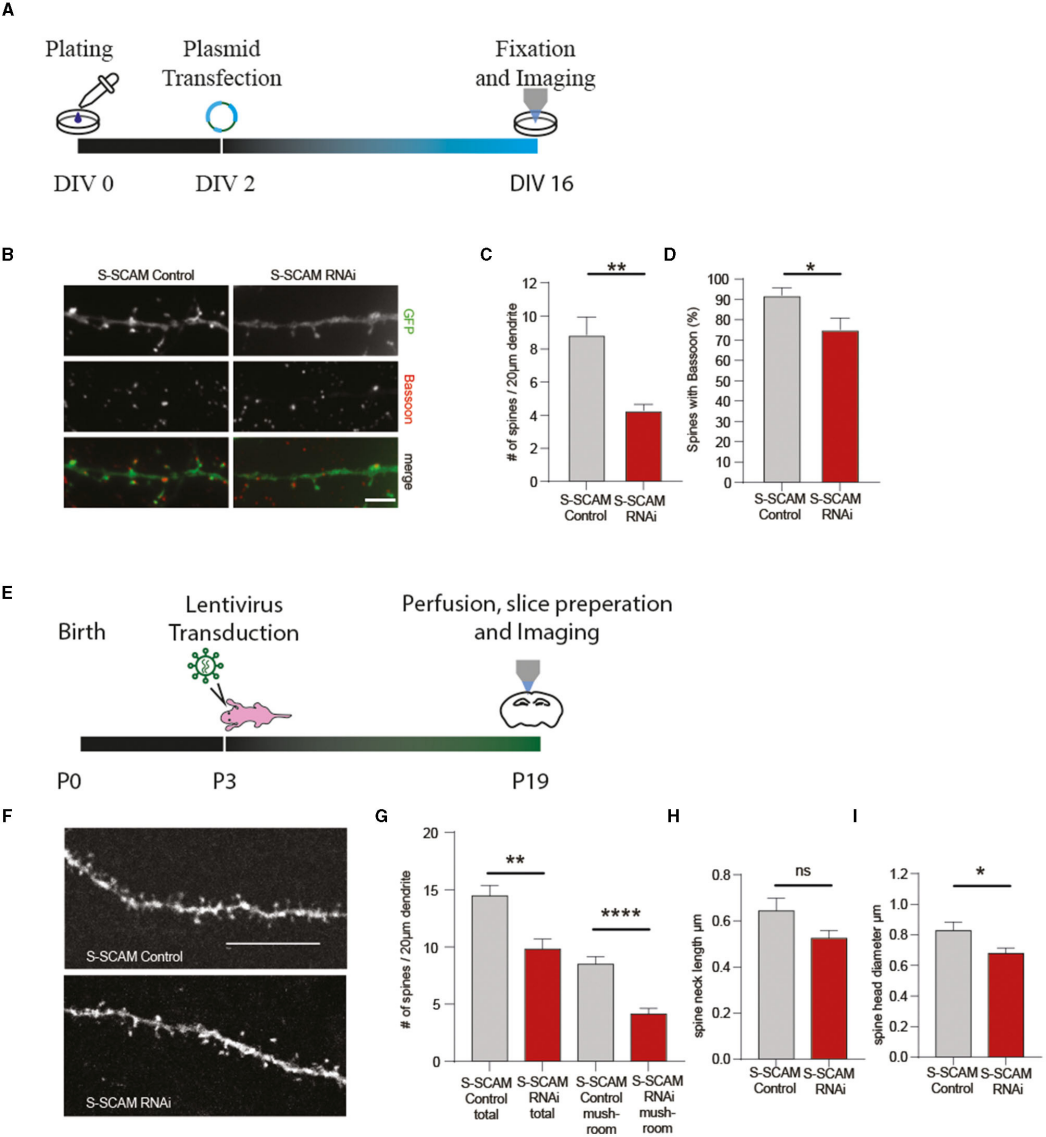
S-SCAM is involved in spine formation *in vitro* and *in vivo*. **(A, E)** Schematic diagram of the experimental timeline. **(B)** Images of dendrites of hippocampal neurons transfected with S-SCAM knockdown or control constructs and immunostained for Bassoon. Bar, 5 μm. **(C)** Quantification of the effect of S-SCAM knockdown on dendritic spine density, control RNAi, *n* = 124; S-SCAM RNAi, *n* = 134. *N* = 3 independent culture experiments; **p < 0.01, unpaired *t*-test. **(D)** Quantification of the effect of S-SCAM knockdown on the percentage of spines with Bassoon staining; control RNAi, *n* = 155; S-SCAM RNAi, *n* = 136. *N* = 3 independent culture experiments. *p < 0.05, unpaired *t*-test. **(F–I)** Lentiviral particles expressing shRNAs against S-SCAM or control shRNAs were injected into the cortex of P3 rat brains **(E)**. Brains were analyzed at P19 by immunohistochemistry with an antibody against GFP, and confocal images of dendrites of cortical neurons were analyzed **(F)**. Bar, 10 μm. Quantification of the effect of S-SCAM knockdown on dendritic spine density, number of mature mushroom spines **(G)**, average spine neck length **(H)**, and spine head diameter **(I)**; control RNAi, *n* = 13 neurites S-SCAM RNAi, *n* = 16 neurites Mean ± SEM (*N* = 2 control RNAi-injected animals; *N* = 4 S-SCAM RNAi-injected animals); **p < 0.01, ^****^p ≤ 0.001, unpaired *t*-test.

## Discussion

In this study, we demonstrate that reducing S-SCAM levels leads to drastic effects on three different levels: (1) expression of neuronal proteins is strongly changed, (2) neuronal dendrites become underdeveloped, and (3) synapses are lost both in neuronal cultures and *in vivo*. We also show that, despite these drastic changes, neuronal integrity and survival are unaffected.

### Role of S-SCAM in developing cultured neurons

S-SCAM is thought to regulate synapse composition. This was initially predicted based on the large number of binding partners for this post-synaptic scaffolding protein (reviewed in Nagashima et al., 2015). Later, it turned out that triple isoform knockdown of all three S-SCAM isoforms in developing cultures reduced the capacity of post-synaptic neuroligin-1 to recruit the synaptic vesicle marker VAMP-2 in the axons of young neurons (Stan et al., 2010), but whether or not active zones formed under these conditions remained untested. A different knockdown study, performed in mature culture stages, found that the number of clusters of certain synaptic proteins was reduced in cultured neurons after reducing S-SCAM levels (Danielson et al., 2012). Based on this study, S-SCAM was proposed to be critically involved in recruiting AMPA-type glutamate receptors. The same knockdown approach revealed a reduction in the clusters of several proteins of inhibitory synapses in advanced cultures (Shin et al., 2020). This suggested that S-SCAM is required for the maintenance of a normal protein composition at excitatory and inhibitory synapses. In this study, we corroborate these studies and show, in addition, that all pre- and post-synaptic protein classes tested here failed to cluster upon S-SCAM triple isoform knockdown in young neuronal cultures (DIV9), suggesting that S-SCAM is required for synapse assembly.

Upon knockdown after DIV14, Danielson et al. (2012) found reduced clustering of Bassoon and PSD95; Shin et al. (2020) found reduced clustering of VGAT, NL2, and Gephyrin. At this developmental stage (DIV14–DIV17), the primary effect of the knockdown is likely on synapse maintenance, although one cannot exclude in these studies or in our study that the reduction in the number of synapses at this developmental stage is, in addition, caused by inhibiting ongoing synapse formation. Our data support and extend these studies by revealing that pre- and post-synaptic proteins, including SV proteins and scaffolding proteins, fail to accumulate at synapses when S-SCAM is knocked down in developing cultures. In these cultures, functional synapses become detectable by electrophysiology after DIV5 (Mozhayeva et al., 2002; Wittenmayer et al., 2009). Early knockdown of S-SCAM (to ca. 40%) led to a dramatic reduction in the clustering of pre- and post-synaptic proteins by DIV9, i.e., during the onset of synaptogenesis. This suggests that synapses do not assemble, although we cannot exclude a scenario in which synapses form and disassemble rapidly before DIV9. In any case, the fact that Bassoon, Synaptophysin, VAMP2, VGlut1, Shanks, PSD95, and Neuroligins, as well as VGAT and Gephyrin, all fail to cluster before DIV9 strongly suggests that S-SCAM is required for synaptogenesis in this time window.

This is supported by our electrophysiological analysis, which reveals strong effects of the knockdown on synaptic transmission, as evidenced by at least 80% reductions in mini frequency observed in both conventional cultures and autaptic micro-island cultures. Reduced mini-frequency *per se* can be caused by a reduction in the number of synapses or the release probability observed at each synapse. In autaptic cultures, the readily releasable pool of vesicles was reduced equally strongly as the mini frequency, while the release probability was unchanged. This indicates that the knockdown of S-SCAM dramatically reduced the number of functional synapses.

Our study also shows that the few synapses that form despite the knockdown of S-SCAM are functionally normal, as observed by normal EPSC amplitude, plasticity, and vesicular release probability. These synapses may represent a pool of synapses that is independent of S-SCAM or at least require smaller concentrations of S-SCAM than others. The unchanged EPSC amplitude indicates that the quantal size of these synapses is unaffected, i.e., there is no change in the presence and density of post-synaptic receptors as well as the neurotransmitter content of the synaptic vesicles. The absence of change in plasticity and vesicular release probability indicates that there is no obvious change in the vesicular release machinery of these synapses. This contrasts with a previous report (Danielson et al., 2012), which shows a slight reduction in the amplitude of electrophysiological responses. Another difference between this report and ours is that we observe a 95% reduction in mEPSC frequency in comparison to 56% of Danielson et al. (2012). These differences may reflect the different culture stages tested and suggest that at later culture stages, S-SCAM may have a primary role in receptor recruitment while its role in synapse formation or maintenance can be compensated for by other proteins. Alternatively, different knockdown efficacies of the shRNAs or different specificities for S-SCAM isoforms may contribute to these differences.

In addition to the reduction of mEPSC frequency, the reduction in evoked EPSC amplitude, RRP size, and glutamate-induced currents corroborate the reduction in synapse numbers observed by immunofluorescence. Furthermore, since our cultures were sparsely transfected, we ensured that most synaptic contacts came from untransfected neurons. Even in these conditions, we observed a reduction of transmission, supporting the idea that S-SCAM is necessary post-synaptically to ensure synapse formation and/or maintenance in developing neuronal cultures. The validity of our approach was tested in three ways: first, DeepSeq analysis revealed that the expression of housekeeping genes was unaffected by the KD; second, the number of apoptotic cells was unchanged, indicating that the overall viability of the neurons was unaffected; and third, rescue experiments indicated that the KD-induced loss of synapses was indeed caused by the lack of S-SCAM since RNAi-resistant versions of S-SCAMα, -β, or -γ restored normal synapse numbers.

### Short S-SCAM isoforms

Whether or not S-SCAM-β or S-SCAM-γ can rescue synapse formation had not been known before. Iida et al. (2007) expressed all three isoforms in cultured neurons from S-SCAMα knockout mice. However, cultured neurons from these mice have a normal number of synapses. In addition, these neurons have abnormally long spines. This spine morphology phenotype could be rescued by S-SCAMα, but not by S-SCAM-β or S-SCAM-γ (Iida et al., 2007), indicating that only the longest isoform, S-SCAMα, regulates spine morphology in this context. Our data add to this picture the insight that all S-SCAM isoforms can rescue synapse formation or stability. Thus, the N-terminal PDZ domain and most of the guanylate kinase domain (which are missing in the shorter isoforms) are required for regulating spine length (Iida et al., 2007), but are not required for the synapse-forming or stabilizing action of S-SCAM. The expression of these isoforms could account for the observation that cultures from S-SCAMα knockout mice have a normal number of synapses and that morphologically normal synapses, as revealed by electron microscopy, do exist in the neocortex of S-SCAMα knockout mice (Iida et al., 2007).

### Role of S-SCAM in the brain

The role of S-SCAM in the brain has remained elusive. Knockout of the largest S-SCAM isoform did not reveal synapse assembly deficits *in vivo*, although animals died neonatally (Iida et al., 2007). Curiously, S-SCAM triple knockout mice survive for up to 3 weeks or 3 months, depending on the line, and die of renal failure (Balbas et al., 2014; Ihara et al., 2014). Thus, the role of S-SCAM for synapses in the brain has remained unclear. Increased levels of S-SCAM in excitatory neurons of transgenic mice cause a reduction in the number of spines *in vivo* (Zhang et al., 2015). Interestingly, these transgenic mice show, in addition to a reduced number of dendritic spines, enhanced basal glutamatergic synaptic transmission and schizophrenia-like endophenotypes (Zhang et al., 2015), which is consistent with the duplication of the S-SCAM gene in schizophrenia (Walsh et al., 2008). These observations make S-SCAM an important protein to study. However, whether S-SCAM is essential for synapse formation in the brain has remained elusive. In particular, a correlation between reduced S-SCAM levels and reduced synapse numbers was observed in cultures (Danielson et al., 2012; Shin et al., 2020), and this study had not been demonstrated *in vivo*. In this study, we show that S-SCAM shRNA expression in cortical neurons leads to reduced synapse numbers *in vivo*. In this experiment, shRNA-expressing neurons were surrounded by unaffected neurons and thereby exposed to the native environment of signaling molecules and factors. This experiment, therefore, establishes that the effect on synaptogenesis is cell-autonomous and not restricted to the neuronal cell culture system and reveals the importance of S-SCAM for synapse formation in the brain. Remarkably, since increased expression of S-SCAM in a mouse model of schizophrenia also decreases the number of spines (Zhang et al., 2015), our data indicate that manipulating the expression levels of S-SCAM in either direction causes a reduction in the number of spines *in vivo*.

### Mechanisms

Overall, three interconnected mechanisms could underlie the loss of synapses observed upon knockdown of S-SCAM. These include (i) failure to recruit direct and indirect binding partners of S-SCAM to synapses; (ii) failure to recruit these proteins also entails the failure to recruit the synapse-forming and synapse-stabilizing functions provided by these proteins; and (iii) aberrant gene expression and impaired synapse-to-nucleus signaling.

First, the loss of direct and indirect physical interactions of S-SCAM alone should already have significant effects on synaptic composition. For example, S-SCAM binds directly to Neuroligins and SAPAP/GKAP (Kim et al., 1997; Hirao et al., 1998; Iida et al., 2007). Both Neuroligins and SAPAP/GKAP also bind to the scaffolding proteins PSD95 and Prosaps/Shanks (Grabrucker et al., 2014; Nagashima et al., 2015; Monteiro and Feng, 2017; Bai et al., 2022), all of which fail to accumulate at synapses in the S-SCAM knockdown.

Second, failure to recruit these direct and indirect binding partners is expected to have further, secondary consequences for synapse composition and integrity because of the key functions that these molecules provide. For example, TARPS, another family of direct S-SCAM-binding partners, recruits AMPA receptors (Danielson et al., 2012), while neuroligin-1 recruits the GlunN1 NMDA receptor subunit (Chih et al., 2005; Budreck et al., 2013). Lack of recruitment of these S-SCAM-binding partners can account for the failure to recruit both families of glutamate receptors. This situation may be further exacerbated by the reduction in the expression levels of GluN2 NMDA receptor subunits observed in our DeepSeq analysis. 

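All 4 GluN2 subunits of NMDA receptors had a lower mean in the knockdown cultures, and DESeq2 called Grin2c alone. GluN2B (Grin2b), the main subunit of young neurons, was at 73.6 ± 20.4 CPM in control and 52.5 ± 7.24 CPM in knockdown cultures (log2 fold change -0.49, standard error 0.24, edgeR adjusted p = 0.500). GluN2D (Grin2d) was at 13.8 ± 4.24 and 10.2 ± 4.71 CPM (-0.44, standard error 0.38, edgeR adjusted p = 0.698). The obligatory subunit GluN1 (Grin1) had a log2 fold change of 0.16. Of 18 ionotropic glutamate receptor subunits tested, 15 had a lower mean, among them the AMPA receptor subunits Gria1 (-0.66) and Gria2 (-0.59) and the kainate receptor subunit Grik2 (-1.02).

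DESeq2 called 2 of the 18 (Grin3a and Grin2c), and the count was 0 without control replicate 3, 1 without control replicate 1 or knockdown replicate 1, and 6 without knockdown replicate 3. Of the 18, edgeR called 0 (8 lower at an unadjusted p under 0.05, 5 when adjusted over the list alone). By camera the 18 subunits were lower than other genes (adjusted p = 2.56e-05; adjusted p = 0.208 with an estimated correlation). Of 8 metabotropic glutamate receptors, 7 had a lower mean, and DESeq2 called 1 and edgeR 0 (3 lower at an unadjusted p under 0.05, 3 when adjusted over the list alone). Camera gave this group an adjusted p of 0.00659, which was 0.152 without knockdown replicate 3 (adjusted p = 0.288 with an estimated correlation).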

GluN2 subunits determine biophysical NMDA receptor properties, and the GluN2A subunit is known to be incorporated into synapses at advanced maturational stages (see, e.g., McKay et al., 2018). Thus, reduced expression of GluN2 subunits may itself impair the maturation of initially formed synapses or may reflect impaired maturation. In addition to preventing GluN1 recruitment, reduced accumulation of Neuroligins is also expected to impair the recruitment of synaptic vesicles, as initially shown by the knockdown of Neuroligins by Chih et al. (2005). This is further supported by our previous observation that S-SCAM activates the synaptic vesicle recruiting potential of neuroligin-1 (Stan et al., 2010). In this scenario, loss of β-catenin, another direct interaction partner of S-SCAM, may further impair vesicle accumulation by reducing the recruitment of N-cadherin, which co-operates with S-SCAM and neuroligin-1 in inducing the accumulation of synaptic vesicles in young networks (Stan et al., 2010). Knockdown of S-SCAM also caused a reduction in the expression levels and synaptic accumulation of the presynaptic scaffold protein Bassoon. Bassoon stabilizes presynaptic terminals by reducing proteasomal degradation and autophagy (Waites et al., 2013; Okerlund et al., 2017; Gundelfinger et al., 2022). Thus, reduced expression of Bassoon and failure to recruit and anchor Bassoon at synapses may weaken synapses and significantly decrease their lifetime by causing over-activity of degradative pathways.

Overall, the failure of pre- and post-synaptic assembly can be explained by (i) reduced recruitment of the multiple interaction partners of S-SCAM and (ii) loss of the important functions of these proteins for synapse assembly. This highlights the importance of S-SCAM for synapse assembly as a key scaffolding protein. The aberrant gene expression we detected is likely to contribute to a third factor. While the expression of housekeeping genes was unchanged and a large number of synaptic proteins and S-SCAM interaction partners showed unchanged expression too, 544 genes did show up- or downregulated expression. Some of the downregulated genes, including neuroligin-1, Dlgap1 (SAPAP/GKAP), Magi3, GluN2A, and GluN2C, encode S-SCAM interaction partners. On the other hand, the expression of the majority of S-SCAM interaction partners was unaffected (e.g., axins, erbB4, β-catenin, γ-catenin, IgSF9b, PSD95, Tamalin, Stargazin, SynArfGEF, and others; see Supplementary Data S1). 

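Of the 10 partners listed, 9 were called by neither edgeR nor DESeq2. The log2 fold changes were 0.31 for Axin1 and 0.17 for Axin2, scaffolds of Wnt signaling. Axin2 turned to -0.011 without control replicate 2 and -0.035 without knockdown replicate 3. The values were -0.46 for the neuregulin receptor Erbb4. β-catenin (Ctnnb1) had -0.13, which turned to 0.097 without control replicate 1. The other values were -0.30 for the adhesion protein Igsf9b, -0.56 for Tamalin (Grasp) and 0.29 for SynArfGEF (Iqsec3). Stargazin (Cacng2) had -0.12, which turned to 0.024 without control replicate 3, 0.087 without knockdown replicate 3 and 0.095 after correction for gene length. γ-catenin (Jup, ENSRNOG00000015380, chromosome 10 from 88073766 to 88100379 of rn5), a junction protein, was at 102 ± 20.6 CPM in control and 45.6 ± 2.94 CPM in knockdown cultures, with every knockdown culture below every control culture (log2 fold change -1.16, standard error 0.21).

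The edgeR test called 0 of the 10 (adjusted p = 0.228 for Jup), with 1 lower at an unadjusted p under 0.05 and 1 lower, Jup, when adjusted over the list alone. DESeq2 called 1, Jup (adjusted p = 0.00249), and not without control replicate 3 (adjusted p = 0.0751) or knockdown replicate 1 (0.0523). The median log2 fold change of the 10 genes was -0.13, with 7 lower and 3 higher (camera, adjusted p = 0.311). With 3 cultures per group, values that miss the threshold do not show that the levels were equal.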

The downregulation of the cell adhesion molecules neuroligin-1, neurexin-3, and cadherin-4 may contribute to the failure to assemble synapses.

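Neurexin-3 (Nrxn3, ENSRNOG00000047574, chromosome 6 from 123170183 to 123337131 of rn5), a presynaptic binding partner of neuroligins, was at 37.3 ± 9.40 CPM in control and 19.2 ± 5.85 CPM in knockdown cultures (log2 fold change -0.96, standard error 0.30, edgeR adjusted p = 0.376). Cadherin-4 (Cdh4, ENSRNOG00000008976, chromosome 3 from 181834313 to 181967627), a cell adhesion molecule of axons, was at 65.1 ± 13.3 and 28.2 ± 15.0 CPM (-1.21, standard error 0.42, edgeR adjusted p = 0.408). For both, and for Nlgn1, every knockdown culture lay below every control culture. Over all genes edgeR called 0 of the 3 (3 lower at an unadjusted p under 0.05, 3 lower when adjusted over the list alone). DESeq2 called 1, Nlgn1, and gave an adjusted p of 0.160 for Nrxn3 and 0.174 for Cdh4. The DESeq2 count was 0 without control replicate 1, control replicate 3, knockdown replicate 1 or knockdown replicate 2. It was 2 with a local dispersion fit and 3 with the replicate block, settings added after the data had been seen. The study picked these 3 genes from the same samples, so their direction is not independent evidence.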

It is unclear whether the gene expression changes that were observed occurred as a general response to the severely reduced synaptic activity—for example, by reduced NMDA receptor-dependent fast signal-to-nucleus calcium signaling (Panayotis et al., 2015)—or perhaps were a more specific response to impaired signal-to-nucleus protein trafficking caused by the absence of certain S-SCAM-binding proteins. Prosap/Shank family proteins, which bind to S-SCAM directly and failed to cluster in the knockdown, include the isoform Prosap2/SHANK3. Prosap2/Shank3 translocates to the nucleus in an activity-dependent manner and binds to Lapser 1 and Abi-1, i.e., proteins that also undergo synapse-to-nucleus translocation (Grabrucker et al., 2014; Panayotis et al., 2015). Lapser 1, in turn, binds to the direct S-SCAM binding partner β-catenin, which may itself translocate to the nucleus to regulate gene expression (Thyssen et al., 2006; Schmeisser et al., 2009; Wisniewska, 2013). Impairment of synapse-to-nucleus signaling could also occur in the presynaptic inputs of cells with reduced S-SCAM levels. On the presynaptic side, the transcriptional co-repressor and Bassoon binding partner CtBP1 undergo activity-dependent shuttling from the active zones to the nucleus: in active neurons, CtBP1 is retained in the presynaptic compartment via an interaction with the scaffolding protein Bassoon, while reduced activity leads to the release of CtBP1 from Bassoon, followed by its nuclear translocation and action as a transcriptional repressor (Ivanova et al., 2015). Upon S-SCAM knockdown, the observed reduction in expression levels and synaptic accumulation of Bassoon in presynaptic inputs could release CtBP1 from the presynaptic compartment, allowing it to repress its target genes in afferent cells. This is consistent with our finding that GluN2A, one of the target genes of CtBP1 (Ivanova et al., 2015), was downregulated in cultures where S-SCAM was globally knocked down by viral shRNA delivery.

Thus, S-SCAM is directly associated with multiple binding partners predicted to promote synapse-to-nucleus signaling. Overall, our data indicate that S-SCAM is required for synapse assembly *in vitro* and *in vivo*. The presence of S-SCAM may promote the formation or stability of synapses in developing networks, both through the action of S-SCAM as a major scaffolding protein and by maintaining a suitable gene expression profile.

## Data availability statement

Sequence data presented in the study are deposited in the GEO repository and can be accessed via the following link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE228093.

## Ethics statement

The animal study was approved by Niedersächsisches Landesamt für Verbraucherschutz und Lebensmittelsicherheit, LAVES. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

Conceptualization, methodology, data curation, writing—original draft preparation, and project administration: NW, JB, JV, and TD. Validation: NW, JV, and TD. Formal analysis and writing—review and editing: NW, AP, MB, JB, SK, JR, JV, and TD. Investigation: NW, AP, MB, CL, AB, SK, JR, and JV. Resources, supervision, and funding acquisition: TD. Visualization: NW, AP, MB, CL, and JV. All authors have read and agreed to the published version of the manuscript.

# Supplementary material for: S-SCAM is essential for synapse formation
**Source:** Front Cell Neurosci. 2023 Nov 16;17:1182493. doi: 10.3389/fncel.2023.1182493
**Supplement:** Supplementary file 1

S2_Data: List of Primers used.

**Primer**	**Forward Sequence (5'-3')**	**Reverse Sequence (5'-3')**
Matn2 version1	GAGGGCTTTGTCCTCGCTGA	GGGAAACTGCCAAGGAATCT
Matn2 version2	GTGCAACGAAGGATTTGCTC	CATCCATGATCCGAGGAGGC
Usp18	TGTTTGTTGGGTGACCTGGAAGGAT	TGCAGCAGATGTGGGTACAGGAGAG
Magi1	CTGACGCACAATCAAGTCGTGG	CTCTTCTTGGGAACTGGTAGCC
Magi2 version1	CGAGAGCCATTTATGAAAGTAGGC	AGACTCCATCCTCCGAAGGTGA
Magi2 version2	CACCGAAAGGAAAACGAAGGC	TCCGATTTTATGGGGCACGG
Gephyrin	AAACCACGACCATCAAATCCG	GGTGCAAACCCTGTTCCGC
Neuroligin1 version1	CACTCGAACTTTGGCTCACC	GGAAAGGCTGATGTGACTGG
Neuroligin1 version1	CGTGGACGTGCTTCCCTG	CAG CAA TGT GGT GAG AGT GG
NR2a-c	GGGGTTCTGCATCGACATCC	GACAGCAAAGAAGGCCACAC
β -Actin	CCGCGAGTACAACCTTCTTG	ATCGTCATCCATGGCGAACTG

# Supplementary material for: S-SCAM is essential for synapse formation
**Source:** Front Cell Neurosci. 2023 Nov 16;17:1182493. doi: 10.3389/fncel.2023.1182493
**Supplement:** Supplementary file 1

**S6\_Fig: Knockdown of S-SCAM in cortical neurons.**

(A) Schematic diagram of the experimental timeline. (B) Gene expression data (qPCR) for S-SCAM/MAGI-2 in cortical cultures after lentivirus expression of GFP (Control) or S-SCAM shRNA (S-SCAM RNAi), each with three replicates. Values were calculated using the  $2^{-\Delta\Delta CT}$ -method, normalized to beta-actin expression, and log2 transformed to show the log2 fold change. N = 3 independent culture experiments; mean  $\pm$  SEM. (C) Western blot confirming knockdown of endogenous S-SCAM at the protein level in cultures of cortical neurons (viral transduction DIV2, analysis DIV9). S-SCAM protein levels of neurons after lentivirus expression of mismatch shRNA (Control RNAi) or S-SCAM shRNA (S-SCAM RNAi).

# Supplementary material for: S-SCAM is essential for synapse formation
**Source:** Front Cell Neurosci. 2023 Nov 16;17:1182493. doi: 10.3389/fncel.2023.1182493
**Supplement:** Supplementary file 1

S3_Fig: Western blot analysis of S-SCAM expression in conventional cultured hippocampal mouse neurons. The expression of S-SCAM was effectively suppressed in neurons transduced with lentivirus expressing Oligo#1 or Oligo#2. N = 2 culture experiments.

# Supplementary material for: S-SCAM is essential for synapse formation
**Source:** Front Cell Neurosci. 2023 Nov 16;17:1182493. doi: 10.3389/fncel.2023.1182493
**Supplement:** Supplementary file 1

S4_Fig: Gene-expression data of hippocampal cultures transduced with S-SCAM shRNA or GFP for various time windows.

(A) Schematic diagram of the experimental timeline for the results shown in panel B. (B) qPCR analysis of Magi2 (S-SCAM), Magi1, Matn2, Usp18, Gephyrin, Neuroligin1, and GluN2a-c in DIV16 samples infected on DIV2 with control EGFP or S-SCAM RNAi vectors. Values were calculated using the $2^{-\Delta\Delta CT}$ -method, normalized to beta-actin expression, and log2 transformed to show the log2 fold change. N = 3 independent culture experiments; mean $\pm$ SEM. (C) Schematic diagram of the experimental timeline for the results shown in panel D. (D) qPCR analysis of Magi2 (S-SCAM), Magi1, Matn2, Usp18, Gephyrin, Neuroligin1, and GluN2a-c in DIV17 samples infected on DIV14 with control EGFP or S-SCAM RNAi vectors. Values were calculated using the $2^{-\Delta\Delta CT}$ -method, normalized to beta-actin expression, and log2 transformed to show the log2 fold change. N = 3 independent culture experiments; mean $\pm$ SEM. (E) Schematic diagram of the experimental timeline for the results shown in panel F. (F) qPCR analysis of Magi2 (S-SCAM) in DIV9 samples infected on DIV2 with control EGFP or S-SCAM RNAi vectors. The level of knockdown for S-SCAM/Magi-2 was -2.01844 ± 0.060743 (SEM) for DIV2-DIV16, -1.16993 ± 0.243452 (SEM) for DIV14-DIV17, and -1.66153 ± 0.221041 (SEM) for DIV2-DIV9. Values were calculated using the $2^{-\Delta\Delta CT}$ -method, normalized to beta-actin expression, and log2 transformed to show the log2 fold change. N = 3 independent culture experiments; mean $\pm$ SEM.

# Supplementary material for: S-SCAM is essential for synapse formation
**Source:** Front Cell Neurosci. 2023 Nov 16;17:1182493. doi: 10.3389/fncel.2023.1182493
**Supplement:** Supplementary file 1

shRNA name	Full sequence	Sense strand	Loop	Location mouse	Location rat	Identity mouse genome	Identity rat genome
Oligo #1	GTACAGAACCTGAGCCATAT<br>TCAAGAGATATGGCTCAGGT<br>TCTGTAC	GTACAGAACCTGAGCCATA	TTCAAGAGA	Exon 10	Exon 8	100%	100%
Oligo #2	GCCAGTCTATCATCAACATG<br>CGTGAAGCCACAGATGGCAT<br>GTTGATGATAGACTGGC	GCCAGTCTATCATCAACATGC	GTGAAGCCACAGATG	Exon 17	Exon 15	100%	100%
Rescue /<br>Control<br>shRNA	GTCAATCGATAATAAATATG<br>CGTGAAGCCACAGATGGCAT<br>ATTTATTATCGATTGAC	GTCAATCGATAATAAATATGC	GTGAAGCCACAGATG	Exon 17	Exon 15	71.40%	71.40%

# Supplementary material for: S-SCAM is essential for synapse formation
**Source:** Front Cell Neurosci. 2023 Nov 16;17:1182493. doi: 10.3389/fncel.2023.1182493
**Supplement:** Supplementary file 1

S1_Fig: Effect of S-SCAM knockdown on synapse density and misalignment of pre- and postsynaptic terminals.

(A, D) Schematic diagram of the experimental timeline. (B) Hippocampal cultured neurons were infected with S-SCAM RNAi or control RNAi viruses (green) and immunostained for the presynaptic protein Bassoon (red) at DIV9/10. Bar, 4 μ m. (C) Quantification of the dendritic number of Bassoon puncta revealed a significant reduction of the formation of presynaptic terminals upon knockdown of S-SCAM. The data shown are mean $\pm$ SEM (N = 2 independent culture experiments). *: $p < 0.05$, two-tailed unpaired t test. (E) Images of hippocampal neurons transfected with S-SCAM RNAi, control RNAi and EGFP vectors. Cells were immunostained for Bassoon and PSD95. Bar, 10 μ m. (F) Quantification of PSD95 and Bassoon positive puncta, categorized as synapses/ μ m. Cells transfected with EGFP (n=25), control RNAi (n=20), or S-SCAM RNAi (n=17). Mean $\pm$ SEM (N = 3 independent culture experiments unpaired), **: $p < 0.01$, ***: $p < 0.001$, two-tailed unpaired t test. (G) Images of hippocampal neurons transfected with S-SCAM RNAi and control RNAi vectors. Cells were immunostained for VAMP2 and PSD95. Bar, 4 μ m. (H) Quantification of VAMP2 puncta positive for PSD95. 10 – 15 cells were quantified. Mean $\pm$ SEM (N = 2 independent culture experiments). **: $p < 0.01$, two-tailed unpaired t test.

# Supplementary material for: S-SCAM is essential for synapse formation
**Source:** Front Cell Neurosci. 2023 Nov 16;17:1182493. doi: 10.3389/fncel.2023.1182493
**Supplement:** Supplementary file 1

S2_Fig: In situ detection of DNA fragmentation in S-SCAM knockdown hippocampal cultures. (A, D) Schematic diagram of the experimental timeline. (B, C) Neurons were transfected with S-SCAM RNAi and Control RNAi vectors. At DIV10, apoptotic cells were detected by the TdT-mediated dUTP nick end labeling method using TACS2 TdT-DAB *in situ* Apoptosis Detection Kit (Trevigen, Gaithersburg, MD, USA). Transfected neurons were identified by GFP signal. For TACS control untransfected cells treated with TACS nuclease and TdT enzyme were used. Control RNAi, n = 102; S-SCAM RNAi, n = 130; Bar, 10 μ m. (E) Images of neuronal cultures treated with S-SCAM shRNA or control EGFP shRNA, non-transduced neurons treated with TACS nuclease and TdT enzyme and non-transduced neurons without TdT enzyme are shown. Only non-transduced neurons treated with TACS nuclease and TdT enzyme displayed apoptotic cells.

# Supplementary material for: S-SCAM is essential for synapse formation
**Source:** Front Cell Neurosci. 2023 Nov 16;17:1182493. doi: 10.3389/fncel.2023.1182493
**Supplement:** Supplementary file 1

ensembl_gene_id	rgd_symbol	description	entrezgene	chrom	start_position	end_position	length	baseMean	log2Fold	padj
ENSRNOG00000008697	**Nov**	nephroblastoma overexpressed (Nov)	81526	7	95015159	95022176	7018	984,46	-1,35	4,82E-13
ENSRNOG00000012442	**RGD13052**	Protein RGD1305254 [Source:UniPro	308797	1	147000790	147067480	66691	255,79	-1,75	4,17E-12
ENSRNOG00000019711	**Isoc1**	isochorismatase domain containing 1	364879	18	53008862	53028768	19907	1982,08	-1,83	1,81E-11
ENSRNOG00000014046	**Sertm1**	serine-rich and transmembrane domain	690333	2	163721932	163741483	19552	506,42	-1,40	2,01E-09
ENSRNOG00000020644	**Nsg2**	neuron specific gene family member 2	497878	10	15762454	15822361	59908	28137,06	-1,13	2,01E-09
ENSRNOG00000047088	**Rab10**	RAB10, member RAS oncogene family	50993	6	37479074	37531801	52728	7832,81	-1,08	2,55E-09
ENSRNOG00000008203	**Synpr**	synaptoporin (Synpr), mRNA [Source:	66030	15	18562899	18741366	178468	613,50	-1,63	3,31E-09
ENSRNOG00000013962	**Magi2**	membrane associated guanylate kinase	113970	4	10987824	11595537	607714	1204,91	-1,39	3,31E-09
ENSRNOG00000010803	**Gabra5**	gamma-aminobutyric acid (GABA) A re	29707	1	113844283	113955085	110803	2368,02	-1,64	5,85E-09
ENSRNOG00000003280	**Grin2c**	glutamate receptor, ionotropic, N-meth	24411	10	104480212	104497817	17606	143,81	-1,95	1,09E-08
ENSRNOG00000005007	**Scn3a**	sodium channel, voltage-gated, type II	497770	3	58167493	58277870	110378	1121,47	-1,05	2,75E-08
ENSRNOG00000018445	**Agt**	angiotensinogen (serpin peptidase inh	24179	19	68026228	68038550	12323	367,38	-1,89	4,13E-08
ENSRNOG00000020684	**Vat1**	vesicle amine transport protein 1 home	287721	10	89164915	89172532	7618	4291,53	1,12	4,91E-08
ENSRNOG00000001187	**Oasl**	2'-5'-oligoadenylate synthetase-like (O	304545	12	49237542	49249899	12358	24,75	2,53	1,57E-07
ENSRNOG00000014290	**Grm1**	glutamate receptor, metabotropic 1 (G	24414	1	6413420	6818380	404961	213,91	-1,60	1,77E-07
ENSRNOG00000014856	**Etnk1**	ethanolamine kinase 1 (Etnk1), mRNA	312828	4	241606529	241650653	44125	4840,02	-1,12	2,22E-07
ENSRNOG00000020773	**Map3k11**	mitogen-activated protein kinase kinase	309168	1	227978441	227991739	13299	720,80	1,04	2,70E-07
ENSRNOG00000013948	**Zc3hav1**	zinc finger CCCH type, antiviral 1 (Zc3	252832	4	65836588	65876491	39904	299,23	2,07	4,65E-07
ENSRNOG00000018851		protein phosphatase 2 (formerly 2A), regulatory		18	36647303	36757305	110003	2599,32	-1,47	2,15E-06
ENSRNOG00000008934	**Tmem65**	transmembrane protein 65 (Tmem65),	500874	7	99270342	99310255	39914	1632,78	-0,98	2,66E-06
ENSRNOG00000013024	**Csgalnact**	chondroitin sulfate N-acetylgalactosan	306375	16	22868157	22963258	95102	344,76	-1,42	3,38E-06
ENSRNOG00000013781	**Kcnq5**	potassium voltage-gated channel, KQ	259273	9	26413937	26561055	147119	584,81	-0,97	5,56E-06
ENSRNOG00000019662	**Tm6sf1**	transmembrane 6 superfamily membe	361600	1	144605597	144647529	41933	365,25	-1,20	1,04E-05
ENSRNOG00000013140	**Pdzd2**	PDZ domain containing 2 (Pdzd2), mF	65034	2	82185700	82288609	102910	758,15	-1,46	1,16E-05
ENSRNOG00000006060	**Matn2**	Protein Matn2 [Source:UniProtKB/TrE	299996	7	73174202	73376715	202514	181,50	-1,97	1,55E-05
ENSRNOG00000006729		sodium/potassium/calcium exchanger	314396	6	135252727	135364932	112206	148,42	-1,81	1,55E-05
ENSRNOG00000011589	**Camk2d**	calcium/calmodulin-dependent protein	24246	2	250252085	250485218	233134	1796,04	-0,96	1,55E-05
ENSRNOG00000008758	**Tspan18**	tetraspanin 18 (Tspan18), mRNA [Sou	311210	3	88799485	88939055	139571	269,09	-1,45	1,79E-05
ENSRNOG00000024322	**Shroom2**	shroom family member 2 (Shroom2), r	317435	X	23895809	24065973	170165	2026,35	-1,38	1,79E-05
ENSRNOG00000013023	**Gltscr2**	glioma tumor suppressor candidate re	292624	1	79100888	79108702	7815	2648,53	0,82	1,79E-05
ENSRNOG00000009263	**Ifi27**	interferon, alpha-inducible protein 27 (	170512	6	136548421	136554959	6539	4703,02	2,17	1,79E-05
ENSRNOG00000034200		Protein Atp8a1 [Source:UniProtKB/TrE	289615	14	41770499	42002866	232368	1747,77	-1,20	1,85E-05
ENSRNOG000000034025		protein tyrosine phosphatase, receptor type, J [S		3	85950332	86099287	148956	710,58	-0,99	1,92E-05
ENSRNOG00000026053		Gremlin-1 [Source:UniProtKB/Swiss-P	50566	3	111781603	111791645	10043	49,92	-1,60	2,41E-05
ENSRNOG00000002336	**Gabra4**	gamma-aminobutyric acid (GABA) A re	140675	14	38966016	39040596	74581	334,56	-0,97	2,67E-05
ENSRNOG000000050924	**Kcnc4**	potassium voltage gated channel, Sha	684516	2	229694932	229715013	20082	311,49	-1,29	3,26E-05
ENSRNOG000000042753	**Fgf13**	fibroblast growth factor 13 (Fgf13), mF	84488	X	142078585	142189620	111036	3363,63	-1,19	3,26E-05

ENSRNOG00000007410	**Dab1**	Dab, reelin signal transducer, homolog	266729	5	127881438	128125734	244297	892,86	-1,27	3,48E-05
ENSRNOG000000037198	**Usp18**	ubiquitin specific peptidase 18 (Usp18)	312688	4	220895597	220922138	26542	339,26	2,21	3,48E-05
ENSRNOG000000028624	**Kif26b**	kinesin family member 26B (Kif26b), n	305012	13	101800843	102194975	394133	344,29	-1,20	3,67E-05
ENSRNOG000000003686	**Tbl1x**	transducin (beta)-like 1 X-linked (Tbl1x)	302711	X	45257868	45286546	28679	2386,25	-0,94	3,67E-05
ENSRNOG000000008431	**Gabbr2**	gamma-aminobutyric acid (GABA) B r	83633	5	66802348	67142203	339856	3518,57	-1,13	3,89E-05
ENSRNOG000000000435	**Ppt2**	palmitoyl-protein thioesterase 2 (Ppt2)	54398	20	6460813	6469830	9018	654,26	0,81	3,90E-05
ENSRNOG000000003756	**Lancl3**	LanC lantibiotic synthetase componen	302540	X	15139374	15271030	131657	54,35	-1,83	3,90E-05
ENSRNOG000000000170	**Slc30a4**	solute carrier family 30 (zinc transport	64469	3	121344030	121366262	22233	1286,39	-1,13	3,90E-05
ENSRNOG000000009523	**Rab11fip2**	RAB11 family interacting protein 2 (cla	308003	1	288422015	288457832	35818	294,41	-1,09	3,94E-05
ENSRNOG000000000129	**Phf24**	Protein RGD1559864 [Source:UniPro	500446	5	62902399	62910270	7872	1434,10	-1,05	3,98E-05
ENSRNOG000000018111	**Slc12a5**	solute carrier family 12 member 5 [So	171373	3	167610336	167647352	37017	1726,52	-0,96	3,98E-05
ENSRNOG000000009001	**Mtss1**	metastasis suppressor 1 (Mtss1), mRN	362918	7	99419337	99557952	138616	5025,65	-0,96	3,98E-05
ENSRNOG000000023370	**Bst2**	bone marrow stromal cell antigen 2 (B	378947	16	19800348	19803919	3572	509,54	2,17	3,98E-05
ENSRNOG000000002714	**Mettl22**	Protein Mettl22 [Source:UniProtKB/Tr	287054	10	6026812	6043628	16817	932,01	0,89	4,44E-05
ENSRNOG000000021266	**Prokr2**	prokineticin receptor 2 (Prokr2), mRN	192649	3	131503826	131511943	8118	121,45	-1,71	5,49E-05
ENSRNOG000000007377	**Slit3**	slit homolog 3 (Drosophila) (Slit3), mR	83467	10	20195980	20392415	196436	335,97	-1,15	5,49E-05
ENSRNOG000000005840	**Cacfd1**	calcium channel flower domain contain	296599	3	10920444	10928043	7600	554,49	0,94	5,49E-05
ENSRNOG000000015071	**Zim1**	zinc finger, imprinted 1 (Zim1), mRNA	308322	1	71646069	71659128	13060	90,31	-1,42	6,14E-05
ENSRNOG000000006631	**Sema3e**	sema domain, immunoglobulin domain	296789	4	17288508	17563239	274732	91,73	-1,43	7,56E-05
ENSRNOG000000012690	**Nipa2**	non imprinted in Prader-Willi/Angelma	308667	1	115354415	115378274	23860	880,14	-0,95	7,68E-05
ENSRNOG000000046864	**Acot4**	acyl-CoA thioesterase 4 (Acot4), mRN	681337	6	118021372	118026536	5165	78,03	-1,45	7,78E-05
ENSRNOG000000001372	**Oas1b**	2-5 oligoadenylate synthetase 1B (Oa	246268	12	43116714	43127900	11187	388,78	2,10	8,63E-05
ENSRNOG000000001374	**Rasa1**	RAS protein activator like 1 (GAP1 like	360814	12	43274639	43307089	32451	512,15	-1,33	8,92E-05
ENSRNOG000000016704	**Pcyox1**	prenylcysteine oxidase 1 (Pcyox1), m	246302	4	182758202	182769261	11060	3962,53	-0,87	8,92E-05
ENSRNOG000000010960	**Ankh**	ANKH inorganic pyrophosphate transp	114506	2	99796579	99921970	125392	1816,30	-0,86	8,92E-05
ENSRNOG000000023720	**Ntm**	neurotrimin (Ntm), mRNA [Source:Ref	50864	8	30074875	30510958	436084	1134,30	-1,08	9,51E-05
ENSRNOG000000008022		apoptotic peptidase activating factor 1 [Source:M		7	31792818	31872984	80167	1202,88	-0,95	9,60E-05
ENSRNOG000000031890	**Ncam1**	neural cell adhesion molecule 1 (Ncan	24586	8	52458775	52522326	63552	14499,97	-1,06	1,24E-04
ENSRNOG000000012681		lectin, galactoside-binding, soluble, 9 (	25476	10	66863439	66886611	23173	304,53	2,03	1,24E-04
ENSRNOG000000025494	**Nsun7**	NOP2/Sun domain family, member 7 (	305339	14	43346771	43374401	27631	25,09	-1,73	1,67E-04
ENSRNOG000000007079	**Met**	met proto-oncogene (Met), mRNA [So	24553	4	45382347	45459517	77171	961,69	-1,47	1,70E-04
ENSRNOG000000011123	**Fam81a**	family with sequence similarity 81, me	315789	8	76497582	76554483	56902	1284,39	-0,99	1,98E-04
ENSRNOG000000017679	**Cckbr**	cholecystokinin B receptor (Cckbr), m	25706	1	177269044	177279480	10437	46,95	-1,70	2,08E-04
ENSRNOG000000012181	**Lpl**	lipoprotein lipase (Lpl), mRNA [Source	24539	16	22431494	22455871	24378	546,74	-0,99	2,31E-04
ENSRNOG0000000001229	**Col18a1**	collagen, type XVIII, alpha 1 (Col18a1	85251	20	14388743	14495241	106499	208,60	-1,35	2,79E-04
ENSRNOG0000000032002	**Hapln1**	hyaluronan and proteoglycan link prote	29331	2	18229924	18291848	61925	224,34	-1,81	2,80E-04
ENSRNOG000000014284	**Elof1**	elongation factor 1 homolog (S. cerevi	691193	8	23180772	23185661	4890	1509,59	0,84	2,80E-04
ENSRNOG000000019532	**Emc10**	ER membrane protein complex subun	292878	1	101560506	101566824	6319	7016,74	1,01	2,80E-04

ENSRNOG00000015380	**Jup**	junction plakoglobin (Jup), mRNA [Sou	81679	10	88073766	88100379	26614	1545,62	-1,04	2,95E-04
ENSRNOG00000002129	**Lrrc8b**	leucine rich repeat containing 8 family,	305135	14	5409635	5471379	61745	795,89	-1,46	3,12E-04
ENSRNOG00000013515	**Ptpu**	protein tyrosine phosphatase, recepto	116680	5	153601583	153675513	73931	561,63	-1,53	3,63E-04
ENSRNOG00000016677	**Csnk1g3**	casein kinase 1, gamma 3 (Csnk1g3),	64823	18	48065995	48126390	60396	912,43	-1,19	3,67E-04
ENSRNOG00000005723	**Grin3a**	glutamate receptor, ionotropic, N-meth	191573	5	69420058	69564696	144639	661,58	-1,43	3,68E-04
ENSRNOG00000006393	**Sirt6**	sirtuin 6 (Sirt6), mRNA [Source:RefSe	299638	7	11106748	11112173	5426	1818,80	0,76	3,68E-04
ENSRNOG00000002341	**Trim25**	tripartite motif-containing 25 (Trim25),	494338	10	73754576	73769423	14848	132,88	1,74	3,68E-04
ENSRNOG00000003875	**Ocl**	oculocerebrorenal syndrome of Lowe	317576	X	134814622	134865807	51186	807,15	-0,97	3,81E-04
ENSRNOG00000016366	**Colec12**	collectin sub-family member 12 (Colec	361289	18	910945	1096503	185559	44,06	-1,95	3,95E-04
ENSRNOG00000018881	**Rnasek**	ribonuclease, RNase K (Rnasek), mRN	287453	10	56592533	56594249	1717	2710,09	0,69	3,95E-04
ENSRNOG00000006783		Protein Neb [Source:UniProtKB/TrEM	311029	3	42756012	42835971	79960	66,25	1,29	3,95E-04
ENSRNOG000000027540	**Fam102b**	family with sequence similarity 102, m	365903	2	231243585	231302559	58975	275,97	-1,20	3,98E-04
ENSRNOG00000007845	**Supt4h1**	suppressor of Ty 4 homolog 1 (S. cere	287608	10	75063840	75070031	6192	1146,60	0,84	4,25E-04
ENSRNOG00000007646	**Sipa111**	signal-induced proliferation-associated	246212	6	114214346	114304630	90285	1234,73	-1,01	4,38E-04
ENSRNOG00000013202	**Akap7**	A kinase (PRKA) anchor protein 7 (Aka	361458	1	22621734	22744656	122923	1417,99	-0,99	4,46E-04
ENSRNOG00000026577	**Cpne4**	copine IV (Cpne4), mRNA [Source:Re	367160	8	112491426	112972591	481166	1029,34	-0,93	4,51E-04
ENSRNOG00000017140		Protein Zfp185 [Source:UniProtKB/Tr	689949	1	148728594	148761025	32432	106,25	-1,66	5,52E-04
ENSRNOG00000008908	**Slc35a1**	solute carrier family 35 (CMP-sialic ac	313139	5	54688835	54707429	18595	349,72	-1,14	5,52E-04
ENSRNOG00000021262	**Slc23a2**	solute carrier family 23 (ascorbic acid	50622	3	131132125	131224768	92644	2040,62	-0,94	5,52E-04
ENSRNOG00000011655	**Dcaf10**	DDB1 and CUL4 associated factor 10	313242	5	65409106	65446189	37084	772,19	-0,77	5,87E-04
ENSRNOG00000007968	**RGD13053**	similar to RIKEN cDNA 2510039O18 (	313699	5	168409903	168416143	6241	1888,51	0,81	6,27E-04
ENSRNOG00000026310	**March1**	membrane-associated ring finger (C3H	361135	16	24885332	25407999	522668	141,02	-1,11	6,39E-04
ENSRNOG00000008911	**Draxin**	Protein Draxin [Source:UniProtKB/TrE	691317	5	168572013	168585976	13964	572,31	-1,13	6,91E-04
ENSRNOG00000014104	**Myo5b**	myosin Vb (Myo5b), mRNA [Source:R	25132	18	69568405	69866976	298572	451,06	-1,39	6,99E-04
ENSRNOG00000004084	**Fam84a**	family with sequence similarity 84, me	313969	6	48123855	48128328	4474	1001,43	-1,05	7,08E-04
ENSRNOG00000002595	**Dpp10**	dipeptidylpeptidase 10 (Dpp10), mRN	363972	13	44555442	44766710	211269	375,38	-1,22	7,56E-04
ENSRNOG00000003905	**Nsf**	N-ethylmaleimide-sensitive factor (Nsf	60355	10	91645027	91751625	106599	5879,27	-1,07	7,62E-04
ENSRNOG00000025383	**Pdha111**	pyruvate dehydrogenase (lipoamide) a	29554	X	37640725	37654356	13632	1152,15	-1,26	7,81E-04
ENSRNOG00000008451	**Fut8**	fucosyltransferase 8 (alpha (1,6) fucos	432392	6	109693324	109922266	228943	1066,26	-0,68	8,46E-04
ENSRNOG00000009892	**Adamts15**	ADAM metalloproteinase with thrombo	300474	8	32003564	32026941	23378	166,92	-1,40	1,10E-03
ENSRNOG00000011142	**Cyb5b**	cytochrome b5 type B (outer mitochon	80773	19	50221836	50255693	33858	2201,59	-0,73	1,15E-03
ENSRNOG00000001369		2'-5' oligoadenylate synthetase 1A (Oa	192281	12	43064584	43106931	42348	204,05	1,85	1,17E-03
ENSRNOG00000008157	**Syn2**	synapsin II (Syn2), transcript variant 1	29179	4	210326340	210483842	157503	1590,36	-1,12	1,19E-03
ENSRNOG00000002895	**Nagpa**	N-acetylglucosamine-1-phosphodiester	360476	10	9342962	9351287	8326	266,09	0,88	1,23E-03
ENSRNOG00000020887	**Tmem101**	transmembrane protein 101 (Tmem10	303564	10	89879760	89883460	3701	866,81	0,69	1,24E-03
ENSRNOG00000014761	**Rasd2**	RASD family, member 2 (Rasd2), mRN	171099	19	25770392	25781108	10717	444,82	-1,26	1,33E-03
ENSRNOG00000027309		contactin associated protein-like 3 [Source:MGI		17	2188225	2271053	82829	258,57	-1,24	1,34E-03
ENSRNOG00000010183	**Fam198b**	family with sequence similarity 198, m	310540	2	198087637	198158770	71134	44,17	-1,41	1,37E-03

ENSRNOG00000004641	**Sstr4**	somatostatin receptor 4 (Sstr4), mRNA	25555	3	149151003	149152866	1864	109,89	-1,08	1,39E-03
ENSRNOG00000004281	**Cobl**	cordon-bleu WH2 repeat protein (Cobl)	305497	14	92142188	92292689	150502	554,18	-1,25	1,43E-03
ENSRNOG00000003031		plasma membrane calcium-transporter	29600	13	55157902	55204057	46156	1134,92	-1,46	1,43E-03
ENSRNOG00000020369	**Igf2**	insulin-like growth factor 2 (Igf2), trans	24483	1	222722922	222730430	7509	29,84	-1,77	1,44E-03
ENSRNOG00000006636	**Otud6b**	OTU domain containing 6B (Otud6b),	297911	5	33018928	33034090	15163	447,47	-1,43	1,44E-03
ENSRNOG00000018500		FERM domain containing 4A [Source:MGI Symb		17	79297096	79342250	45155	1017,09	-0,78	1,44E-03
ENSRNOG00000015134	**Map3k12**	mitogen activated protein kinase kinase	25579	7	141894814	141901161	6348	2117,15	-0,68	1,47E-03
ENSRNOG00000024730	**Ppm1e**	protein phosphatase, Mg2+/Mn2+ dep	360593	10	75421043	75552393	131351	2015,94	-0,87	1,52E-03
ENSRNOG000000048929		Protein Stk19 [Source:UniProtKB/TrEMBL	361800	20	6589829	6596880	7052	293,51	0,84	1,52E-03
ENSRNOG00000017077	**LOC100911**	sorting nexin 7 (Snx7), mRNA [Source:En	310815	2	239065719	239150147	84429	212,50	-1,26	1,52E-03
ENSRNOG00000017707		abl interactor 2 [Source:RefSeq peptide	286928	9	67013845	67098832	84988	5399,92	-1,00	1,58E-03
ENSRNOG000000029012	**Shisa6**	shisa family member 6 (Shisa6), mRNA	497926	10	52504105	52791629	287525	195,04	-0,98	1,66E-03
ENSRNOG000000021032	**Sphk2**	sphingosine kinase 2 (Sphk2), mRNA	308589	1	102771805	102776109	4305	1486,49	0,99	1,74E-03
ENSRNOG000000028992	**Acan**	aggreCAN (Acan), mRNA [Source:RefSeq	58968	1	141732130	141793202	61073	133,90	-0,90	1,85E-03
ENSRNOG000000027233	**Trpc5**	transient receptor potential cation chan	140933	X	114081723	114216237	134515	466,43	-1,15	1,92E-03
ENSRNOG000000003741	**Nptx1**	neuronal pentraxin I (Nptx1), mRNA [S	266777	10	108290473	108295779	5307	174,23	-1,32	1,92E-03
ENSRNOG000000030714	**Bsn**	bassoon (presynaptic cytomatrix prote	29138	8	116227802	116319071	91270	4792,19	-0,89	2,04E-03
ENSRNOG000000009079	**Prkar2b**	protein kinase, cAMP dependent regul	24679	6	59936129	59968013	31885	4754,76	-0,85	2,09E-03
ENSRNOG000000023548	**Sned1**	sushi, nidogen and EGF-like domains	316638	9	100037560	100093411	55852	80,99	-1,62	2,09E-03
ENSRNOG000000007970		plexin C1 [Source:MGI Symbol;Acc:MGI:189012		7	35914416	36063727	149312	3179,12	-1,27	2,09E-03
ENSRNOG000000009403	**Dcaf17**	DDB1 and CUL4 associated factor 17	499807	3	64142533	64167836	25304	189,07	-1,03	2,09E-03
ENSRNOG000000033824		Glycerol-3-phosphate dehydrogenase, mitochon		3	48327068	48426568	99501	400,98	-0,83	2,09E-03
ENSRNOG000000027230	**Fhod3**	formin homology 2 domain containing	1E+08	18	16916474	17086632	170159	841,87	-1,20	2,29E-03
ENSRNOG00000010213	**Fgd5**	Protein Fgd5 [Source:UniProtKB/TrEMBL	362402	4	189299931	189387281	87351	88,76	-1,47	2,30E-03
ENSRNOG00000011132	**LOC100361**	RIKEN cDNA D430041D05 gene [Sou	1E+08	3	100703018	100819225	116208	1674,06	-0,83	2,39E-03
ENSRNOG000000005971	**Gpr176**	G protein-coupled receptor 176 (Gpr1	117257	3	116588548	116686280	97733	168,33	-1,04	2,49E-03
ENSRNOG000000004992		RAB1, member RAS oncogene family [Source:M		14	104208410	104236221	27812	3443,27	-0,64	2,50E-03
ENSRNOG000000006503	**Frmd3**	FERM domain containing 3 (Frmd3), r	298141	5	94097585	94202350	104766	175,64	-1,01	2,52E-03
ENSRNOG000000010320	**Efnb3**	ephrin B3 (Efnb3), mRNA [Source:Ref	360546	10	55906787	55912782	5996	5811,47	-1,05	2,61E-03
ENSRNOG000000005634	**Lingo2**	leucine rich repeat and Ig domain cont	313156	5	56027971	56030029	2059	128,82	-1,13	2,67E-03
ENSRNOG000000019885	**Magi3**	membrane associated guanylate kinas	245903	2	225923270	226123408	200139	1185,13	-0,68	2,71E-03
ENSRNOG000000007091	**Ly6e**	lymphocyte antigen 6 complex, locus I	362934	7	116253795	116257488	3694	1576,08	0,72	2,71E-03
ENSRNOG000000039587	**Wdr13**	WD repeat domain 13 (Wdr13), mRNA	317370	X	15897039	15904909	7871	1451,21	-0,76	2,73E-03
ENSRNOG000000008337	**Gjd2**	gap junction protein, delta 2 (Gjd2), m	50564	3	112040926	112043925	3000	206,51	-1,07	2,85E-03
ENSRNOG0000000037146	**Ctxn2**	cortexin 2 (Ctxn2), mRNA [Source:Ref	1E+08	3	123940156	123940597	442	122,73	1,15	2,91E-03
ENSRNOG000000009355	**Ogfr**	opioid growth factor receptor (Ogfr), m	83525	3	179794351	179800638	6288	3574,72	0,63	3,02E-03
ENSRNOG000000011211	**Pex5l**	peroxisomal biogenesis factor 5-like (P	286937	2	138979958	139185885	205928	216,60	-1,11	3,03E-03
ENSRNOG000000005392	**Ngfr**	nerve growth factor receptor (Ngfr), m	24596	10	83198415	83216629	18215	33,49	-1,55	3,15E-03

ENSRNOG00000003148	**Timp2**	TIMP metalloproteinase inhibitor 2 (Timp2), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	29543	10	106973463	107021070	47608	6683,81	-0,94	3,15E-03
ENSRNOG00000008787	**Foxj3**	forkhead box J3 (Foxj3), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	313554	5	142408836	142478023	69188	1555,16	-0,75	3,15E-03
ENSRNOG00000006911	**Sptb**	spectrin, beta, erythrocytic (Sptb), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	314251	6	109073106	109181206	108101	577,45	-1,06	3,26E-03
ENSRNOG00000011000	**Rims1**	regulating synaptic membrane exocytosis 1 (Rims1), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	84556	9	27284840	27813498	528659	1527,91	-0,76	3,34E-03
ENSRNOG00000022919	**Chst8**	carbohydrate (N-acetyl)galactosamine 6S transferase 8 (Chst8), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	308511	1	91681357	91822788	141432	269,86	-0,82	3,61E-03
ENSRNOG00000026846		RALBP1 associated Eps domain containing protein 1 (Ralbp1), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	363466	X	34228233	34401250	173018	203,97	-0,81	3,74E-03
ENSRNOG00000017619	**Aldh1a1**	aldehyde dehydrogenase 1 family, member 1 (Aldh1a1), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	24188	1	245521322	245562969	41648	368,96	1,58	3,94E-03
ENSRNOG00000008526	**Pdzd3**	PDZ domain containing 3 (Pdzd3), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	500986	8	47196475	47200923	4449	67,94	-1,46	4,00E-03
ENSRNOG00000009652	**Prkci**	protein kinase C, iota (Prkci), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	84006	2	135636956	135697732	60777	1866,08	-0,70	4,00E-03
ENSRNOG00000019358	**Esr1**	estrogen receptor 1 (Esr1), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	24890	1	42667185	42931332	264148	21,54	-1,59	4,06E-03
ENSRNOG00000016245	**Neto2**	neuropilin (NRP) and tolloid (TLL)-like domain containing 2 (Neto2), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	307757	19	33456905	33493500	36596	1291,99	-0,78	4,21E-03
ENSRNOG00000029814	**Prtn3**	proteinase 3 (Prtn3), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	314615	7	12813434	12816673	3240	86,59	1,06	4,21E-03
ENSRNOG00000046254	**Emr1**	EGF-like module containing, mucin-like domain 1 (Emr1), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	316137	9	8434335	8593090	158756	28,12	-1,68	4,30E-03
ENSRNOG00000019254	**Dyrk1b**	dual-specificity tyrosine-(Y)-phosphorylation kinase 1B (Dyrk1b), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	308468	1	86329130	86336571	7442	659,58	0,87	4,30E-03
ENSRNOG00000000379	**Dnajc12**	DnaJ (Hsp40) homolog, subfamily C, member 12 (Dnajc12), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	619393	20	8200164	8222140	21977	279,70	0,96	4,30E-03
ENSRNOG00000001469	**Eln**	elastin (Eln), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	25043	12	26978753	27022484	43732	1012,11	-1,08	4,37E-03
ENSRNOG00000022428	**Flrt1**	fibronectin leucine rich transmembrane protein 1 (Flrt1), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	499308	1	229338914	229340938	2025	193,56	-0,88	4,37E-03
ENSRNOG00000028366		gephyrin [Source:RefSeq; peptide; Accession:U01450]	64845	6	110978550	111237656	259107	1770,61	-0,78	4,37E-03
ENSRNOG00000001225	**Fam207a**	family with sequence similarity 207, member A (Fam207a), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	294333	20	14030705	14064390	33686	1550,17	0,71	4,39E-03
ENSRNOG00000003183	**Fmod**	fibromodulin (Fmod), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	64507	13	55928423	55939039	10617	541,58	-1,12	4,40E-03
ENSRNOG00000016999	**Grp**	gastrin releasing peptide (Grp), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	171101	18	60759080	60772845	13766	205,25	-1,51	4,90E-03
ENSRNOG00000030418	**Tmem47**	transmembrane protein 47 (Tmem47), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	501569	X	48984317	49010851	26535	1930,31	-1,08	4,90E-03
ENSRNOG00000033942	**Grin2a**	glutamate receptor, ionotropic, N-methyl D-aspartate type 2A (Grin2a), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	24409	10	4527220	4936773	409554	154,90	-1,07	4,90E-03
ENSRNOG00000018712		Uncharacterized protein [Source:UniProtKB/TrEMBL; accession:Q99686]		18	55428528	55529045	100518	2302,84	-1,29	4,93E-03
ENSRNOG00000002763	**Ulk2**	unc-51 like autophagy activating kinase 2 (Ulk2), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	303206	10	47845649	47922223	76575	1961,93	-0,81	4,93E-03
ENSRNOG00000011016		solute carrier family 7 (cationic amino acid transporters), member 7 (Slc7a7), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	64554	16	54171102	54224384	53283	156,37	-1,34	5,03E-03
ENSRNOG00000012037	**Galnt7**	UDP-N-acetyl-alpha-D-galactosamine 4-epimerase 7 (Galnt7), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	29750	16	35751116	35876429	125314	252,06	-0,84	5,04E-03
ENSRNOG00000018095	**Nkiras2**	NF-kappa-B inhibitor interacting Ras-like 2 (Nkiras2), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	287707	10	88331030	88335057	4028	1183,71	0,70	5,12E-03
ENSRNOG00000046515	**St6gal2**	ST6 beta-galactosamidase alpha-2,6-sialyltransferase 2 (St6gal2), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	301155	9	6048734	6101607	52874	461,43	-1,06	5,58E-03
ENSRNOG00000012759		collagen, type XIX, alpha 1 [Source:UniProtKB/Swiss-Prot; accession:P15551]	367236	9	29339207	29668271	329065	87,79	-0,94	5,58E-03
ENSRNOG00000026884	**Snx17**	sorting nexin 17 (Snx17), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	298836	6	36359401	36361303	1903	1717,84	0,60	5,58E-03
ENSRNOG00000025806	**Prr3**	proline rich 3 (Prr3), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	361788	20	5398413	5404790	6378	2109,81	0,65	5,62E-03
ENSRNOG00000007329		FERM domain containing 6 (Frmf6), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	257646	6	102768949	102802463	33515	108,59	-0,99	5,66E-03
ENSRNOG00000004524	**Desi2**	desumoylating isopeptidase 2 (Desi2), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	289277	13	100554069	100597418	43350	768,23	-0,77	5,77E-03
ENSRNOG00000013875	**Fbxl17**	F-box and leucine-rich repeat protein 17 (Fbxl17), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	316663	9	110083540	110508540	425001	1076,04	-0,75	5,88E-03
ENSRNOG00000009525	**Rnf114**	ring finger protein 114 (Rnf114), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	362277	3	170399735	170411498	11764	3745,31	0,80	5,88E-03
ENSRNOG00000003121	**Rtn4rl1**	reticulon 4 receptor-like 1 (Rtn4rl1), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	303311	10	61748820	61822593	73774	790,66	-0,97	6,01E-03
ENSRNOG00000012108	**Thsd1**	thrombospondin, type I, domain containing 1 (Thsd1), mRNA [Source:RefSeq; transcript ID:ENST00000269111]	364630	16	74316449	74346243	29795	161,95	0,86	6,01E-03

ENSRNOG00000050137	**Ajap1**	adherens junction associated protein	687031	5	174137054	174194344	57291	463,36	-0,91	6,01E-03
ENSRNOG00000014443	**Pde5a**	phosphodiesterase 5A, cGMP-specific	171115	2	246262030	246402956	140927	199,40	-1,05	6,04E-03
ENSRNOG00000001915	**Chodl**	chondrolectin (Chodl), mRNA [Source:	288289	11	21183908	21206141	22234	179,40	-0,93	6,04E-03
ENSRNOG00000000411	**Nus1**	nuclear undecaprenyl pyrophosphate	294400	20	35336831	35363789	26959	1536,44	-0,77	6,04E-03
ENSRNOG00000033894	**Nrg3**	Protein Nrg3 [Source:UniProtKB/TrEMBL	498596	16	15663031	15697361	34331	332,56	-0,72	6,04E-03
ENSRNOG00000046045				14	80370225	80370277	53	61,39	-1,12	6,12E-03
ENSRNOG00000007581	**Slc17a8**	solute carrier family 17 (vesicular glutamate	266767	7	30314802	30371888	57087	17,90	-1,49	6,16E-03
ENSRNOG00000013301		Protein Bean1 [Source:UniProtKB/TrEMBL	361358	19	950519	983660	33142	65,51	-1,28	6,16E-03
ENSRNOG00000002214	**Klhl8**	kelch-like family member 8 (Klhl8), mF	289457	14	7159371	7204942	45572	782,68	-0,83	6,16E-03
ENSRNOG00000046581	**LOC10091**	Protein LOC100911595 [Source:UniProt	1E+08	5	72166934	72169087	2154	84,33	-1,24	6,20E-03
ENSRNOG00000022704	**Esyt3**	Protein Esyt3 [Source:UniProtKB/TrEMBL	363120	8	106981123	107027925	46803	26,45	-1,42	6,24E-03
ENSRNOG00000046829	**Kdr**	kinase insert domain receptor (Kdr), m	25589	14	34557361	34618109	60749	85,91	-1,60	6,41E-03
ENSRNOG00000001712		ALG3, alpha-1,3- mannosyltransferase	287983	11	87058552	87064028	5477	662,24	0,68	6,41E-03
ENSRNOG00000003005	**Rasgef1c**	RasGEF domain family, member 1C (F	360519	10	35164536	35230687	66152	169,73	-1,25	6,64E-03
ENSRNOG00000005345	**Vsnl1**	visinin-like 1 (Vsnl1), mRNA [Source:F	24877	6	46751474	46872211	120738	1017,49	-0,80	6,64E-03
ENSRNOG00000010185	**RGD13069**	similar to CG31122-PA (RGD1306941)	316406	9	63871338	63881044	9707	581,33	-0,79	6,76E-03
ENSRNOG00000011157	**Jak1**	Janus kinase 1 (Jak1), mRNA [Source:	84598	5	123865518	123966233	100716	3394,81	-1,05	6,81E-03
ENSRNOG00000003869	**Sod3**	superoxide dismutase 3, extracellular	25352	14	61071313	61077045	5733	152,32	-0,86	6,81E-03
ENSRNOG00000019582	**Mthfd1l**	methylenetetrahydrofolate dehydrogenase	361472	1	41876363	42065388	189026	732,85	-0,66	6,96E-03
ENSRNOG00000001249	**Col6a1**	Protein Col6a1 [Source:UniProtKB/TrEMBL	294337	20	14817563	14835866	18304	109,01	-1,48	6,97E-03
ENSRNOG00000001247	**Clip1**	CAP-GLY domain containing linker pro	65201	12	40226383	40332760	106378	1409,40	-0,73	6,97E-03
ENSRNOG00000007125	**Vps54**	vacuolar protein sorting 54 homolog (S	286932	14	106220349	106274484	54136	595,28	-0,81	7,12E-03
ENSRNOG00000007887	**Elk4**	ELK4, ETS-domain protein (SRF acce	304786	13	53860253	53883004	22752	1288,93	-0,75	7,15E-03
ENSRNOG00000024568	**Ndufs7**	NADH dehydrogenase (ubiquinone) F	362837	7	12488477	12495748	7272	1883,96	0,54	7,15E-03
ENSRNOG00000015970	**Tbc1d13**	Protein Tbc1d13 [Source:UniProtKB/TrEMBL	499768	3	14054961	14068345	13385	1063,11	0,68	7,15E-03
ENSRNOG00000007575	**Lppr1**	lipid phosphate phosphatase-related p	298062	5	72309081	72594906	285826	992,02	-1,00	7,27E-03
ENSRNOG00000005278	**Trhde**	thyrotropin-releasing hormone degrad	366894	7	57265684	57693174	427491	133,18	-0,92	7,29E-03
ENSRNOG00000032798	**Slco3a1**	solute carrier organic anion transporte	140915	1	136802247	137070858	268612	481,74	-0,86	7,46E-03
ENSRNOG00000046112	**Dedd2**	Protein LOC687118; RCG54082, isofc	687118	1	83342209	83356711	14503	497,25	0,81	7,60E-03
ENSRNOG00000004693	**Pbx1**	pre-B-cell leukemia homeobox 1 (Pbx	304947	13	91029200	91306878	277679	1910,33	-0,67	7,88E-03
ENSRNOG00000008615	**Mal2**	mal, T-cell differentiation protein 2 (Ma	362911	7	94768727	94801520	32794	949,64	-0,99	7,97E-03
ENSRNOG00000047080	**Gng4**	Guanine nucleotide-binding protein su	114118	17	91930878	91950536	19659	78,34	-1,23	8,02E-03
ENSRNOG00000010124		tripartite motif-containing protein 2 [S	361970	2	202561569	202624484	62916	2029,04	-1,04	8,02E-03
ENSRNOG00000023403	**Gtpbp3**	GTP binding protein 3 (Gtpbp3), mRN	290633	16	19758699	19763790	5092	377,62	0,90	8,24E-03
ENSRNOG00000006649	**Thrb**	thyroid hormone receptor beta (Thrb),	24831	15	12953151	13147289	194139	492,22	-0,84	8,71E-03
ENSRNOG00000012638	**Ciao1**	cytosolic iron-sulfur protein assembly	29231	3	126196997	126202542	5546	1436,34	0,69	8,71E-03
ENSRNOG00000009640	**Psmf1**	proteasome (prosome, macropain) inh	689852	3	153590719	153615931	25213	1539,92	0,91	8,71E-03
ENSRNOG00000004873	**Prkch**	protein kinase C, eta (Prkch), mRNA [S	81749	6	105972486	106109232	136747	91,08	-1,05	8,78E-03

ENSRNOG00000018366	**RGD13108**	Protein RGD1310819 [Source:UniPro	301351	9	43896224	43935094	38871	162,81	-0,88	8,78E-03
ENSRNOG00000017621	**Spns1**	spinster homolog 1 (Drosophila) (Spns	361648	1	204753275	204760552	7278	2557,71	0,65	8,78E-03
ENSRNOG00000036688	**Arhgdia**	Rho GDP dissociation inhibitor (GDI) a	360678	10	109347156	109350645	3490	16116,51	0,69	8,78E-03
ENSRNOG00000018116	**Kcna3**	potassium voltage-gated channel, sha	29731	2	229233084	229234661	1578	144,56	-1,09	8,88E-03
ENSRNOG00000003699		endonuclease V [Source:MGI Symbol;Acc:MGI.2		10	108235192	108251018	15827	364,36	0,68	8,98E-03
ENSRNOG00000029914	**Cacna1i**	calcium channel, voltage-dependent, T	56827	7	121545990	121604663	58674	707,40	-1,06	9,07E-03
ENSRNOG00000004900	**Crhr1**	corticotropin releasing hormone recep	58959	10	91953470	91994397	40928	126,64	-1,07	9,27E-03
ENSRNOG00000015288	**Dip2c**	DIP2 disco-interacting protein 2 homo	307067	17	65192742	65571872	379131	2089,09	-0,66	9,28E-03
ENSRNOG00000012933	**Prcc**	papillary renal cell carcinoma (transloc	310687	2	206636545	206661988	25444	2513,04	0,58	9,28E-03
ENSRNOG00000049665		Uncharacterized protein [Source:UniProtKB/TrE		1	154731975	154737611	5637	1265,40	0,72	9,28E-03
ENSRNOG00000047219		ubiquitin protein ligase E3B [Source:MGI Symbo		12	49737720	49780944	43225	1950,79	0,74	9,28E-03
ENSRNOG00000008053	**LOC69188**	ATPase, aminophospholipid transport	691889	15	43903107	44204457	301351	491,07	-0,72	9,28E-03
ENSRNOG00000011116	**Snx25**	Protein Snx25 [Source:UniProtKB/TrE	306471	16	49076062	49159354	83293	805,65	-0,77	9,56E-03
ENSRNOG000000005711	**Ptprd**	Protein Ptprd [Source:UniProtKB/TrE	313278	5	96910961	97206174	295214	2245,76	-0,59	9,56E-03
ENSRNOG00000011508	**Zc3h12b**	Protein Zc3h12b; RCG36219 [Source	296864	X	65883054	65916508	33455	118,56	-0,83	9,67E-03
ENSRNOG00000013257	**Hecw2**	HECT, C2 and WW domain containing	316395	9	60142808	60357086	214279	618,47	-0,86	9,76E-03
ENSRNOG00000010957	**Braf**	Protein Braf [Source:UniProtKB/TrEM	114486	4	67206868	67327589	120722	371,70	-0,64	9,76E-03
ENSRNOG00000013844	**Fam172a**	family with sequence similarity 172, m	294606	2	5174044	5531001	356958	1163,95	-0,75	9,81E-03
ENSRNOG00000016538	**Itga8**	integrin, alpha 8 (Itga8), mRNA [Sourc	364786	17	80956113	81304978	348866	132,27	-1,12	9,84E-03
ENSRNOG00000005404	**Rasgrp1**	RAS guanyl releasing protein 1 (calciu	29434	3	115539782	115600270	60489	144,11	-1,09	9,87E-03
ENSRNOG00000014686	**Kcnd3**	potassium voltage-gated channel, Sha	65195	2	227345046	227557341	212296	412,42	-0,83	9,87E-03
ENSRNOG00000019050	**Ifit1**	interferon-induced protein with tetratric	56824	1	260165588	260166976	1389	23,79	1,55	9,88E-03
ENSRNOG00000008428	**Drd2**	D(2) dopamine receptor [Source:UniProtKB/Swi		8	52298097	52363812	65716	118,68	-1,32	9,90E-03
ENSRNOG00000015615	**Tnfrsf11a**	tumor necrosis factor receptor superfa	498206	13	30966261	30996894	30634	63,34	-1,14	1,01E-02
ENSRNOG00000022975		Nfat activating molecule with ITAM mo	362966	7	123842487	123861991	19505	29,55	-1,33	1,02E-02
ENSRNOG00000045535	**LOC67888**	similar to mammalian retrotransposon	679038	X	74428118	74429328	1211	1339,91	0,54	1,02E-02
ENSRNOG00000020518	**Fam189b**	family with sequence similarity 189, m	310640	2	207911887	207917765	5879	875,28	0,78	1,03E-02
ENSRNOG00000002981		voltage-dependent T-type calcium cha	29717	10	81951133	82017400	66268	1174,01	-0,86	1,05E-02
ENSRNOG00000004614	**Lypd6b**	LY6/PLAUR domain containing 6B (Ly	362133	3	40398135	40555551	157417	114,58	-0,93	1,08E-02
ENSRNOG00000048217	**Bbc3**	Bcl-2 binding component 3 (Bbc3), mF	317673	1	79520747	79521829	1083	699,53	0,58	1,08E-02
ENSRNOG00000015007	**Ski**	Protein RGD1565591 [Source:UniPro	313757	5	176018126	176083961	65836	1713,90	-0,86	1,08E-02
ENSRNOG00000016167	**Spata2L**	spermatogenesis associated 2-like (Sp	498963	19	66737483	66741950	4468	324,00	-0,69	1,08E-02
ENSRNOG00000027773		SMEK homolog 1, suppressor of mek	314388	6	134261555	134302289	40735	924,13	-0,62	1,14E-02
ENSRNOG00000026447	**Ptchd2**	Protein Ptchd2 [Source:UniProtKB/Tr	313705	5	168710726	168741342	30617	425,50	-0,63	1,14E-02
ENSRNOG00000001211	**RGD13030**	homolog of zebrafish ES1 (RGD13030	294326	20	13414047	13422143	8097	3047,74	0,55	1,17E-02
ENSRNOG00000005148	**Scrt2**	scratch homolog 2, zinc finger protein	366229	3	153934774	153946487	11714	205,85	1,20	1,17E-02
ENSRNOG00000008873	**Ino80b**	INO80 complex subunit B (Ino80b), m	500225	4	178639684	178643232	3549	688,75	0,66	1,17E-02
ENSRNOG00000019648	**Col6a3**	Protein Col6a3 [Source:UniProtKB/Tr	367313	9	97620136	97670009	49874	66,37	-1,16	1,17E-02

ENSRNOG00000016737	**Tcerg1l**	transcription elongation regulator 1-like	361669	1	217478056	217666989	188934	338,44	-0,82	1,19E-02
ENSRNOG00000045764	**Cxxc4**	CXXC finger protein 4 (Cxxc4), mRNA	83824	2	257941014	257965727	24714	1022,17	-0,72	1,19E-02
ENSRNOG00000049067	**Igip**	Protein Igip [Source:UniProtKB/TrEMBL]	1E+08	18	28831401	28832489	1089	119,29	-0,99	1,20E-02
ENSRNOG00000020061	**Tmem198**	Protein Tmem198; RCG23725, isoform	1E+08	9	82444082	82448691	4610	1159,63	0,68	1,20E-02
ENSRNOG00000016207	**Galnt1**	UDP-N-acetyl-alpha-D-galactosamine	79214	18	15906881	15947004	40124	1891,85	-0,78	1,22E-02
ENSRNOG00000028895	**Rtp4**	receptor (chemosensory) transporter p	360733	11	80084427	80096284	11858	134,94	1,50	1,22E-02
ENSRNOG00000005479		excitatory amino acid transporter 2 iso	29482	3	99282853	99309441	26589	1815,35	-1,01	1,23E-02
ENSRNOG00000016388	**Sphkap**	SPHK1 interactor, AKAP domain conta	316561	9	88793220	88894918	101699	1115,48	-0,74	1,23E-02
ENSRNOG00000000701	**Iscu**	iron-sulfur cluster scaffold homolog (E	288740	12	50403338	50409181	5844	1814,97	0,71	1,23E-02
ENSRNOG00000023473	**RGD15612**	Protein RGD1561238 [Source:UniPro	502091	16	64425173	64429157	3985	111,33	0,86	1,23E-02
ENSRNOG00000003841	**Kcnh1**	potassium voltage-gated channel, sub	65198	13	115478550	115789683	311134	264,01	-1,12	1,25E-02
ENSRNOG00000000831	**Gtf2h4**	general transcription factor II H, polype	294236	20	5679700	5685350	5651	548,40	0,59	1,25E-02
ENSRNOG00000018644	**Slc6a7**	solute carrier family 6 (neurotransmitte	117100	18	55539473	55557598	18126	196,71	-0,93	1,34E-02
ENSRNOG00000016456		interleukin-33 precursor [Source:RefS	361749	1	255386570	255397660	11091	242,60	-1,16	1,34E-02
ENSRNOG00000014745		Protein LOC685778 [Source:UniProtK	685778	16	87742772	87744028	1257	73,63	-1,17	1,38E-02
ENSRNOG00000009571		WAS/WASL interacting protein family,	259242	4	149287016	149335996	48981	313,85	-1,06	1,40E-02
ENSRNOG00000000851		BCL2-associated athanogene 6 (Bag6	94342	20	7198938	7211343	12406	8311,65	0,56	1,41E-02
ENSRNOG00000008218	**Atp6v0e2**	ATPase, H+ transporting V0 subunit e	436582	4	142831842	142835730	3889	11447,74	0,66	1,41E-02
ENSRNOG00000019902	**Folr1**	folate receptor 1 (adult) (Folr1), mRNA	171049	1	173124247	173133377	9131	96,01	-1,51	1,43E-02
ENSRNOG00000024264	**Amz1**	archaelysin family metalloproteinase 1	304317	12	17975719	17994561	18843	277,63	-1,18	1,43E-02
ENSRNOG00000007804	**C1galt1**	core 1 synthase, glycoprotein-N-acety	65044	4	33766334	33796913	30580	124,90	-1,11	1,43E-02
ENSRNOG00000020233	**Rabac1**	Rab acceptor 1 (prenylated) (Rabac1)	83583	1	83095962	83099071	3110	5923,83	0,63	1,43E-02
ENSRNOG00000025424	**Yrdc**	yrdC domain containing (E.coli) (Yrdc)	319113	5	146615909	146620749	4841	1177,89	0,71	1,43E-02
ENSRNOG00000002190	**RGD15630**	Protein RGD1563065 [Source:UniPro	289633	14	45938969	46347907	408939	868,53	-1,15	1,45E-02
ENSRNOG00000030910	**Grik4**	glutamate receptor, ionotropic, kainate	24406	8	45279686	45568161	288476	474,97	-0,78	1,45E-02
ENSRNOG00000005504		Protein Pkp4 [Source:UniProtKB/TrEM	295625	3	50393961	50530402	136442	1916,16	-0,67	1,45E-02
ENSRNOG00000018674		neurotrophic tyrosine kinase, receptor,	29613	1	140868286	141239954	371669	706,05	-0,82	1,48E-02
ENSRNOG00000020588	**Efna4**	ephrin A4 (Efna4), mRNA [Source:Ref	310643	2	208065969	208070220	4252	319,99	0,64	1,48E-02
ENSRNOG00000004709	**Foxn3**	forkhead box N3 (Foxn3), mRNA [Sou	314374	6	132416694	132806362	389669	789,32	-0,85	1,49E-02
ENSRNOG00000016196	**Dlgap1**	discs, large (Drosophila) homolog-ass	65040	9	118045333	118613312	567980	1966,63	-0,78	1,49E-02
ENSRNOG00000002915	**Trim11**	tripartite motif-containing 11 (Trim11),	360534	10	45078796	45091444	12649	680,93	0,66	1,49E-02
ENSRNOG00000025463	**LOC10012**	expressed sequence AI593442 [Sourc	1E+08	8	55822041	55828684	6644	1944,17	-0,67	1,54E-02
ENSRNOG00000004473	**Ppargc1a**	peroxisome proliferator-activated rece	83516	14	63195104	63286096	90993	256,99	-0,96	1,57E-02
ENSRNOG00000015567		solute carrier family 9, subfamily A (NH	24783	9	47069438	47174866	105429	47,31	-1,38	1,59E-02
ENSRNOG000000004763	**Sirpa**	signal-regulatory protein alpha (Sirpa)	25528	3	127864146	127901869	37724	3152,86	-1,15	1,59E-02
ENSRNOG00000005024	**Cdkn2aipn**	CDKN2A interacting protein N-termina	287278	10	37195757	37205191	9435	1677,74	0,54	1,60E-02
ENSRNOG00000003878	**Thsd7b**	thrombospondin, type I, domain conta	289007	13	51235509	51990395	754887	277,36	-0,91	1,60E-02
ENSRNOG00000005109	**Rprm**	reprimin, TP53 dependent G2 arrest m	680110	3	44691990	44692319	330	998,06	0,77	1,61E-02

ENSRNOG00000043103	**Frrs1l**	DOMON domain-containing protein FF	366376	5	78154766	78183558	28793	132,34	-0,84	1,62E-02
ENSRNOG00000032576	**Nlgn1**	neuroligin 1 (Nlgn1), mRNA [Source:R	116647	2	130772394	131486085	713692	399,42	-1,07	1,64E-02
ENSRNOG00000004147		ATP-binding cassette, subfamily A (AB	303638	10	98033537	98099024	65488	310,34	-1,02	1,64E-02
ENSRNOG00000033162		acidic mammalian chitinase precursor	113901	2	228174327	228221354	47028	28,08	-1,45	1,70E-02
ENSRNOG00000020480	**Fads1**	fatty acid desaturase 1 (Fads1), mRN	84575	1	233178776	233193796	15021	7874,46	-1,01	1,70E-02
ENSRNOG00000014132	**Mypop**	Myb-related transcription factor, partne	499090	1	81159192	81169783	10592	284,65	0,72	1,75E-02
ENSRNOG00000011931	**Smarca2**	SWI/SNF related, matrix associated, a	361745	1	251867337	252034211	166875	3808,20	-0,57	1,76E-02
ENSRNOG00000010363		28S ribosomal protein S23, mitochond	360594	10	74570150	74577912	7763	1060,57	0,74	1,80E-02
ENSRNOG00000012671	**Gan**	gigaxonin (Gan), mRNA [Source:RefS	307893	19	60482638	60528944	46307	387,78	-0,62	1,81E-02
ENSRNOG00000013920	**Arhgap26**	Rho GTPase activating protein 26 (Ar	307459	18	31493583	31887220	393638	243,18	-0,80	1,81E-02
ENSRNOG00000015616	**Rgs14**	regulator of G-protein signaling 14 (R	114705	17	11887270	11901352	14083	218,10	-1,37	1,82E-02
ENSRNOG00000016322	**Camk2n1**	calcium/calmodulin-dependent protein	287005	5	160625616	160627396	1781	944,45	-1,06	1,82E-02
ENSRNOG00000007666	**Cacnb4**	calcium channel, voltage-dependent, t	58942	3	43054753	43191213	136461	243,80	-0,87	1,82E-02
ENSRNOG000000005159	**Fam135b**	Protein Fam135b [Source:UniProtKB/	315069	7	112609758	112768320	158563	232,08	-0,79	1,82E-02
ENSRNOG000000022802	**Tmem184k**	transmembrane protein 184B (Tmem1	362959	7	120586166	120629422	43257	1641,30	0,57	1,82E-02
ENSRNOG000000033646		G protein-coupled receptor 123 [Source:MG		1	219095294	219133257	37964	311,14	-0,93	1,82E-02
ENSRNOG00000006831	**Pgr**	progesterone receptor (Pgr), mRNA [S	25154	8	7113895	7172761	58867	57,57	-1,18	1,82E-02
ENSRNOG000000030712	**RT1-A**	RT1 class Ia, locus A2 (RT1-A2), mRN	24974	20	7433433	7436985	3553	713,53	1,37	1,83E-02
ENSRNOG000000000723	**RT1-CE5**	RT1 class I, locus CE5 (RT1-CE5), tra	309607	20	6968850	6973135	4286	171,29	1,15	1,84E-02
ENSRNOG000000023109	**Icoslg**	Protein Icoslg [Source:UniProtKB/TrE	499415	20	13502479	13510230	7752	63,90	-1,21	1,85E-02
ENSRNOG000000003572	**LOC10090**	ADAM metallopeptidase with thrombo	287899	10	35868734	36072447	203714	90,56	-1,32	1,85E-02
ENSRNOG00000010084	**Ythdf3**	YTH domain family, member 3 (Ythdf3	361920	2	120415579	120448585	33007	1215,50	-0,90	1,85E-02
ENSRNOG000000048405	**Scamp3**	secretory carrier membrane protein 3	65169	2	207905687	207911470	5784	3117,45	0,62	1,85E-02
ENSRNOG00000011338	**Cecr5**	cat eye syndrome chromosome region	312680	4	220134732	220167528	32797	671,31	0,56	1,86E-02
ENSRNOG000000020646	**Sdhaf2**	succinate dehydrogenase complex as	361726	1	233493738	233518545	24808	730,52	-0,85	1,88E-02
ENSRNOG000000023809		opioid binding protein/cell adhesion molecule-like		8	29724777	29974284	249508	2621,21	-0,69	1,88E-02
ENSRNOG000000042821	**Cd59**	CD59 molecule, complement regulato	25407	3	100650405	100667801	17397	790,64	-0,69	1,88E-02
ENSRNOG000000002793	**Sstr2**	somatostatin receptor 2 (Sstr2), mRN	54305	10	101816029	101823322	7294	316,67	-0,83	1,89E-02
ENSRNOG000000025151		Protein Ildr2 [Source:UniProtKB/TrEM	685277	13	89364845	89404282	39438	163,40	-0,73	1,90E-02
ENSRNOG00000017833	**Actn2**	actinin alpha 2 (Actn2), mRNA [Source	291245	17	68050946	68143522	92577	102,69	-0,90	1,92E-02
ENSRNOG000000000283	**Dgcr14**	DiGeorge syndrome critical region ge	360741	11	90315984	90324889	8906	770,85	0,62	1,92E-02
ENSRNOG000000004461	**Flywch2**	Protein LOC100910745; RCG33321, i	1E+08	10	12931766	12934651	2886	232,02	0,65	1,92E-02
ENSRNOG00000010267	**Klhdc10**	kelch domain containing 10 (Klhdc10),	312199	4	57477673	57531126	53454	1322,41	-0,67	1,94E-02
ENSRNOG00000016070	**Trpc3**	transient receptor potential cation cha	60395	2	142945396	143011755	66360	139,69	-1,14	2,00E-02
ENSRNOG000000023496		family with sequence similarity 189, m	680344	1	126661515	127069249	407735	223,92	-1,16	2,01E-02
ENSRNOG000000019201		NAD(P)H-hydrate epimerase [Source	295229	2	206827344	206829392	2049	1440,54	0,53	2,01E-02
ENSRNOG000000002215	**Mylk**	myosin light chain kinase (Mylk), mRN	288057	11	72103710	72313911	210202	107,46	-1,32	2,02E-02
ENSRNOG00000017439	**Cgnl1**	cingulin-like 1 (Cgnl1), mRNA [Source	315795	8	74802444	74948694	146251	88,23	-1,31	2,03E-02

ENSRNOG00000017197	**Pdgfb**	platelet-derived growth factor beta pol	24628	7	121205506	121223140	17635	111,79	-0,81	2,03E-02
ENSRNOG00000050933	**LOC68009**	Histone H4 Osteogenic growth peptide	64627	17	45677621	45677932	312	54,24	1,32	2,05E-02
ENSRNOG00000018316		GRB2-related adaptor protein 2 [Source:MGI Sy		7	121831634	121854018	22385	18,80	-1,34	2,08E-02
ENSRNOG00000020748		Microtubule-associated protein 4 [Source:UniPr		8	117366079	117515387	149309	7572,60	-0,69	2,08E-02
ENSRNOG00000031090	**LOC10036**	RT1 class I, locus CE7 (RT1-CE7), m	368153	20	6718907	6779286	60380	199,79	1,32	2,08E-02
ENSRNOG00000017444	**Nrsn1**	neurensin 1 (Nrsn1), mRNA [Source:R	291129	17	43671713	43689288	17576	375,12	-0,98	2,15E-02
ENSRNOG00000017189	**Kcng2**	potassium voltage-gated channel, sub	307234	18	71933314	71999524	66211	71,12	-1,41	2,15E-02
ENSRNOG00000005592	**Brinp2**	bone morphogenetic protein/retinoic a	286895	13	80864668	80964493	99826	1532,42	-0,71	2,15E-02
ENSRNOG00000046330		ring finger protein 130 [Source:MGI Symbol;Acc		10	35306180	35372337	66158	629,11	-0,72	2,21E-02
ENSRNOG00000020107	**Stk11ip**	serine/threonine kinase 11 interacting	301535	9	82487970	82503147	15178	1359,62	0,85	2,21E-02
ENSRNOG00000018570	**C1qtnf3**	C1q and tumor necrosis factor related	294806	2	83741942	83764184	22243	31,76	-1,43	2,22E-02
ENSRNOG00000024796	**Lrrc47**	leucine rich repeat containing 47 (Lrrc	362672	5	174789385	174799217	9833	2499,50	0,63	2,22E-02
ENSRNOG00000039744		RT1 class I, locus CE4 (RT1-CE4), m	414783	20	6994667	6997483	2817	64,99	1,31	2,22E-02
ENSRNOG00000020078	**Vstm4**	V-set and transmembrane domain con	361112	16	11056305	11135814	79510	79,03	-1,31	2,25E-02
ENSRNOG00000002347	**Rgl1**	ral guanine nucleotide dissociation stir	289080	13	74881865	75145652	263788	1243,00	-0,66	2,25E-02
ENSRNOG00000004755	**Commd9**	COMM domain containing 9 (Commd9	295956	3	98121989	98136421	14433	1805,35	0,53	2,25E-02
ENSRNOG00000016315	**Cnpy3**	canopy FGF signaling regulator 3 (Cn	685174	9	15450330	15465055	14726	2212,56	0,54	2,27E-02
ENSRNOG00000002626	**Ca10**	Protein Ca10 [Source:UniProtKB/TrE	1E+08	10	80633889	81150503	516615	53,13	-1,01	2,30E-02
ENSRNOG00000014010	**Gfra2**	GDNF family receptor alpha 2 (Gfra2),	25136	15	56280942	56372307	91366	226,86	-0,75	2,30E-02
ENSRNOG00000042523	**Ube2d2**	ubiquitin-conjugating enzyme E2D 2 (Ube2d2), r		18	28306950	28315393	8444	2047,43	-0,64	2,30E-02
ENSRNOG00000014751		proto-oncogene tyrosine-protein kinas	24716	4	216130625	216172348	41724	166,37	-1,26	2,30E-02
ENSRNOG00000010083	**Prpsap1**	phosphoribosyl pyrophosphate synthe	64390	10	105092064	105113772	21709	1661,50	0,54	2,30E-02
ENSRNOG00000007118	**Eva1a**	eva-1 homolog A (Eva1a), mRNA [Sou	500221	4	177462081	177511382	49302	44,72	-1,40	2,33E-02
ENSRNOG00000003704	**Fam184b**	Protein Fam184b [Source:UniProtKB/	289671	14	70013085	70127477	114393	284,28	-0,73	2,34E-02
ENSRNOG00000020663	**Pygo2**	pygopus 2 (Pygo2), mRNA [Source:R	295251	2	208171771	208176564	4794	2406,79	0,54	2,36E-02
ENSRNOG00000001465		iduronate 2-sulfatase [Source:MGI Symbol;Acc:J		8	69158390	69174456	16067	4336,51	-0,60	2,38E-02
ENSRNOG00000016161	**Lman2**	lectin, mannose-binding 2 (Lman2), m	290994	17	11907302	11925365	18064	2171,86	0,52	2,38E-02
ENSRNOG00000050638		Uncharacterized protein [Source:UniProtKB/TrE		6	114195301	114196932	1632	492,06	-0,92	2,38E-02
ENSRNOG00000007467	**Ace**	angiotensin I converting enzyme (pept	24310	10	93922062	93957568	35507	70,67	-1,13	2,39E-02
ENSRNOG00000002783	**Serpinc1**	serpin peptidase inhibitor, clade C (an	304917	13	83700732	83727844	27113	48,08	-1,03	2,39E-02
ENSRNOG00000022804	**Foxp4**	forkhead box P4 (Foxp4), mRNA [Sou	363185	9	13993012	14049324	56313	963,59	0,74	2,39E-02
ENSRNOG00000030597	**Ankrd52**	ankyrin repeat domain 52 (Ankrd52), r	362811	7	2774352	2788002	13651	2920,62	0,79	2,39E-02
ENSRNOG00000023410	**Apol9a**	apolipoprotein L 9a (Apol9a), mRNA [S	503164	7	118924874	118931634	6761	84,02	1,41	2,39E-02
ENSRNOG00000003260	**Nr1i3**	nuclear receptor subfamily 1, group I,	65035	13	94213148	94218142	4995	119,01	-0,76	2,40E-02
ENSRNOG00000008976		cadherin 4 [Source:MGI Symbol;Acc:MGI:99218		3	181834313	181967627	133315	976,91	-1,08	2,46E-02
ENSRNOG00000007871	**Cabp7**	calcium binding protein 7 (Cabp7), m	360970	14	85644750	85655064	10315	171,78	-1,30	2,47E-02
ENSRNOG00000014096	**Nr3c1**	nuclear receptor subfamily 3, group C, member		18	31408742	31430004	21263	701,61	-0,84	2,47E-02
ENSRNOG00000026055	**Neurod6**	neuronal differentiation 6 (Neurod6), n	500137	4	150564266	150567512	3247	2983,80	-0,72	2,48E-02

ENSRNOG00000020117	**LOC10091**	breast cancer metastasis-suppressor	293668	1	227256375	227265638	9264	44,28	0,98	2,48E-02
ENSRNOG00000013305		ATPase, Ca++ transporting, type 2C, r	170699	8	113331596	113398299	66704	3739,61	-0,70	2,50E-02
ENSRNOG00000001449	**Pom121**	POM121 transmembrane nucleoporin	113975	12	26321893	26339241	17349	2747,79	0,59	2,50E-02
ENSRNOG00000016368	**Ppp1r14c**	protein phosphatase 1, regulatory (inh	171010	1	41159898	41272168	112271	1833,90	-0,76	2,50E-02
ENSRNOG00000003398	**Tomm40l**	translocase of outer mitochondrial me	304971	13	94218782	94221471	2690	256,29	-0,62	2,50E-02
ENSRNOG00000048025	**Cstf2**	cleavage stimulation factor, 3' pre-RN	683927	X	104716668	104742710	26043	1429,73	-0,57	2,52E-02
ENSRNOG00000013578	**Trem2**	triggering receptor expressed on myel	301227	9	13532920	13539372	6453	18,67	-1,41	2,53E-02
ENSRNOG00000033169	**Cpeb4**	cytoplasmic polyadenylation element t	303010	10	15882113	15940027	57915	2033,20	-0,69	2,54E-02
ENSRNOG00000009323	**Fam214b**	family with sequence similarity 214, m	298201	5	63002711	63010762	8052	1596,43	0,53	2,54E-02
ENSRNOG00000049497	**Eif6**	eukaryotic translation initiation factor 6	305506	3	157722079	157728326	6248	2308,06	0,56	2,54E-02
ENSRNOG00000025061	**RGD13081**	LOC361719 (RGD1308106), mRNA [S	361719	1	229594278	229616177	21900	1298,23	0,67	2,54E-02
ENSRNOG00000005932	**Megf9**	multiple EGF-like-domains 9 (Megf9),	313270	5	90674194	90783779	109586	1376,10	-0,68	2,57E-02
ENSRNOG00000012549	**Hs2st1**	heparan sulfate 2-O-sulfotransferase	292155	2	268996211	269129114	132904	2723,08	-0,58	2,61E-02
ENSRNOG00000011680	**Il16**	interleukin 16 (Il16), mRNA [Source:R	116996	1	146710947	146799931	88985	39,11	-1,35	2,63E-02
ENSRNOG00000038980	**Lypd6**	Protein Lypd6; RCG37726, isoform CF	679564	3	40794415	40818938	24524	84,66	-1,01	2,63E-02
ENSRNOG00000003217	**Lgals3bp**	lectin, galactoside-binding, soluble, 3	245955	10	107050332	107059670	9339	642,23	1,22	2,63E-02
ENSRNOG00000006513	**LOC49793**	RIKEN cDNA 2310047M10 gene [Sou	497934	10	55385181	55387034	1854	574,13	0,67	2,67E-02
ENSRNOG00000037957	**Aifm3**	apoptosis-inducing factor, mitochondri	303786	11	90417093	90431999	14907	35,05	-1,19	2,71E-02
ENSRNOG00000003149	**Farsa**	phenylalanyl-tRNA synthetase, alpha s	288917	19	36944878	36954400	9523	1952,43	0,49	2,71E-02
ENSRNOG00000007636	**Cadps2**	Protein Cadps2 [Source:UniProtKB/T	312166	4	50109970	50640382	530413	415,61	-0,71	2,73E-02
ENSRNOG00000029866	**Dennd6b**	DENN/MADD domain containing 6B (t	362983	7	129850713	129862537	11825	557,62	0,65	2,74E-02
ENSRNOG00000026271	**Tmem245**	Transmembrane protein 245 [Source:	298020	5	78073998	78141161	67164	482,16	-0,70	2,76E-02
ENSRNOG00000008683	**Alk**	anaplastic lymphoma receptor tyrosine	266802	6	32580734	33082961	502228	116,58	-0,77	2,80E-02
ENSRNOG00000005124	**Plekhh2**	pleckstrin homology domain containin	313866	6	7731647	7830438	98792	110,88	-0,79	2,83E-02
ENSRNOG00000016088	**Cdk10**	cyclin-dependent kinase 10 (Cdk10), t	361434	19	66729784	66737478	7695	1070,86	0,52	2,83E-02
ENSRNOG00000015583	**Dnal4**	dynein, axonemal, light chain 4 (Dnal4	294376	7	120978397	120991231	12835	1142,44	0,61	2,85E-02
ENSRNOG00000018247	**Dhx58**	DEXH (Asp-Glu-X-His) box polypeptid	303538	10	88393941	88405108	11168	160,42	1,34	2,91E-02
ENSRNOG00000033627	**Panx2**	pannexin 2 (Panx2), mRNA [Source:R	362979	7	129728892	129738977	10086	969,28	-0,85	2,97E-02
ENSRNOG00000013042	**Htr1b**	5-hydroxytryptamine (serotonin) recep	25075	8	88666819	88667979	1161	62,44	-0,90	2,98E-02
ENSRNOG00000000489	**Nudt3**	nudix (nucleoside diphosphate linked	294292	20	9358099	9410646	52548	7739,81	0,45	2,98E-02
ENSRNOG00000018498	**Hectd2**	HECT domain containing E3 ubiquitin	309514	1	262443066	262510127	67062	278,59	-0,85	2,98E-02
ENSRNOG00000033528	**Tll1**	tolloid-like 1 (Tll1), mRNA [Source:Ref	678743	16	27269834	27466134	196301	50,42	-1,00	3,00E-02
ENSRNOG00000008196	**Parp12**	Poly (ADP-ribose) polymerase family,	362343	4	66654422	66704543	50122	293,52	1,06	3,00E-02
ENSRNOG00000008276	**Adcy1**	adenylate cyclase 1 (brain) (Adcy1), m	305509	14	80947153	81055801	108649	4273,64	-0,83	3,00E-02
ENSRNOG00000007328	**Mrpl50**	mitochondrial ribosomal protein L50 (M	362517	5	69275963	69280730	4768	312,57	-0,78	3,01E-02
ENSRNOG00000010067	**Lypla2**	lysophospholipase II (Lypla2), mRNA [	83510	5	158079858	158084485	4628	2707,02	0,65	3,05E-02
ENSRNOG00000011323	**Lgi3**	leucine-rich repeat LGI family, membe	306013	15	55944095	55951223	7129	124,22	-1,16	3,07E-02
ENSRNOG00000023538	**Aldh5a1**	aldehyde dehydrogenase 5 family, me	291133	17	44000891	44023629	22739	791,84	-0,82	3,07E-02

ENSRNOG00000000705		uncharacterized protein LOC360824	360824	12	50604426	50644721	40296	189,41	-0,83	3,08E-02
ENSRNOG00000029292	**LOC50087**	Ab1-152 (LOC500877), mRNA [Source:R	500877	7	101676672	101706856	30185	32,72	-1,12	3,08E-02
ENSRNOG00000022216	**Abr**	active BCR-related (Abr), mRNA [Source:R	287537	10	63306286	63449250	142965	7098,19	-0,67	3,19E-02
ENSRNOG00000005978		double C2-like domain-containing prot	81820	10	64054072	64078438	24367	349,86	-0,82	3,19E-02
ENSRNOG00000020675	**Ccdc97**	coiled-coil domain containing 97 (Ccdc	292724	1	83764847	83772603	7757	1814,18	0,46	3,26E-02
ENSRNOG00000013642	**Lrrc41**	leucine rich repeat containing 41 (Lrrc	362566	5	138711342	138732260	20919	2941,20	0,46	3,26E-02
ENSRNOG00000007582	**Zswim4**	zinc finger, SWIM-type containing 4 (Z	304655	19	36296871	36321978	25108	1270,54	0,64	3,29E-02
ENSRNOG000000046276	**Myh3**	myosin, heavy chain 3, skeletal muscle	24583	10	53372408	53396227	23820	18,94	-1,37	3,31E-02
ENSRNOG000000042905	**RT1-T24-4**	RT1 class I, locus T24, gene 4 (RT1-T	414784	20	5287623	5295621	7999	58,19	1,26	3,34E-02
ENSRNOG00000000886	**Caln1**	calneuron 1 (Caln1), mRNA [Source:R	363909	12	31252691	31680890	428200	362,76	-0,88	3,41E-02
ENSRNOG000000003357	**Col3a1**	collagen, type III, alpha 1 (Col3a1), m	84032	9	51689492	51725414	35923	210,27	-1,20	3,44E-02
ENSRNOG000000004317	**Vipr2**	vasoactive intestinal peptide receptor	29555	6	152876207	152945274	69068	41,00	-1,09	3,44E-02
ENSRNOG000000033099	**Dcc**	deleted in colorectal carcinoma (Dcc),	25311	18	65693812	66392627	698816	483,69	-0,81	3,44E-02
ENSRNOG000000019560	**Pde2a**	phosphodiesterase 2A, cGMP-stimula	81743	1	172724783	172816712	91930	3520,32	-0,76	3,44E-02
ENSRNOG000000014971	**Mas1**	MAS1 oncogene (Mas1), mRNA [Source:R	25153	1	51644722	51675365	30644	55,48	-1,21	3,45E-02
ENSRNOG000000001368	**Rph3a**	rabphilin 3A (Rph3a), mRNA [Source:R	171039	12	42939357	43014054	74698	1660,43	-0,94	3,52E-02
ENSRNOG000000012302	**Gucy1a3**	guanylate cyclase 1, soluble, alpha 3 (	497757	2	200453505	200514967	61463	3211,12	-0,73	3,53E-02
ENSRNOG000000042603	**Ttc39b**	tetratricopeptide repeat domain 39B (T	298186	5	105326437	105422721	96285	117,71	-0,84	3,56E-02
ENSRNOG000000003611	**Dynlt3**	dynein light chain Tctex-type 3 (Dynlt3	363448	X	15414615	15423884	9270	454,27	-0,94	3,58E-02
ENSRNOG000000018285	**Kcna2**	potassium voltage-gated channel, sha	25468	2	229304210	229308358	4149	253,39	-0,66	3,58E-02
ENSRNOG000000005985	**Kcnma1**	potassium large conductance calcium-	83731	15	339099	1012524	673426	445,44	-0,89	3,61E-02
ENSRNOG000000021478	**Tpd52l1**	tumor protein D52-like 1 (Tpd52l1), m	689256	1	29910327	30031363	121037	86,19	-0,78	3,61E-02
ENSRNOG000000017766	**Car12**	carbonic anhydrase 12 (Car12), mRNA	363085	8	72072135	72125119	52985	22,75	-1,24	3,61E-02
ENSRNOG000000016385	**Gabrd**	gamma-aminobutyric acid (GABA) A re	29689	5	176255724	176267624	11901	68,89	-1,03	3,61E-02
ENSRNOG000000014479	**Cttnbp2nl**	CTTNBP2 N-terminal like (Cttnbp2nl),	310760	2	226917956	226964542	46587	1508,78	-0,69	3,61E-02
ENSRNOG000000046947	**Ak5**	similar to adenylate kinase 5 isoform 1	365985	2	276349770	276531713	181944	863,99	-0,85	3,66E-02
ENSRNOG000000046527		PHD finger protein 20-like protein 1 [S	314964	7	108561906	108700209	138304	842,18	-0,68	3,66E-02
ENSRNOG000000004516	**Itgbl1**	integrin, beta-like 1 (Itgbl1), mRNA [Sc	498564	15	113495871	113759207	263337	41,32	-1,22	3,69E-02
ENSRNOG000000033026	**Dclk3**	doublecortin-like kinase 3 (Dclk3), mR	316023	8	119040830	119093605	52776	107,90	-1,19	3,69E-02
ENSRNOG000000003729	**Drg2**	Protein Drg2; RCG32787 [Source:Uni	497915	10	46573720	46587107	13388	1399,59	0,51	3,69E-02
ENSRNOG000000050646	**Fem1a**	fem-1 homolog a (C. elegans) (Fem1a	316131	9	9790762	9792726	1965	1441,07	0,60	3,69E-02
ENSRNOG000000050795				2	58069136	58069479	344	142,80	-0,78	3,77E-02
ENSRNOG000000032922	**Dclk1**	doublecortin-like kinase 1 (Dclk1), tran	83825	2	164277278	164355201	77924	17412,81	-0,51	3,77E-02
ENSRNOG000000036829	**Nckap1l**	NCK associated protein 1 like (Nckap	315348	7	142849494	142894585	45092	20,23	-1,33	3,77E-02
ENSRNOG000000006876	**Msx1**	msh homeobox 1 (Msx1), mRNA [Sou	81710	14	77690990	77694787	3798	137,82	-1,01	3,77E-02
ENSRNOG000000010349	**Ghrl**	ghrelin/obestatin prepropeptide (Ghrl),	59301	4	208970556	208974465	3910	68,06	-0,87	3,77E-02
ENSRNOG000000017265	**Tmem131**	Protein Tmem131 [Source:UniProtKB	316335	9	43006795	43103045	96251	2587,69	-0,61	3,79E-02
ENSRNOG000000016576	**Lrrc16a**	leucine rich repeat containing 16A (Lrr	306941	17	44916816	45196987	280172	1545,35	-0,80	3,80E-02

How the deposited data were processed for this re-analysis (not part of the article)

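RNA was measured in 6 cultures of rat hippocampal neurons, 3 transduced with the S-SCAM knockdown virus and 3 with the control virus at DIV2, with RNA isolated at DIV9. Samples were grouped by the condition in their labels. The labels and the methods give an empty shRNA vector as the control, while a figure legend names a control shRNA.

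The authors prepared libraries with the TruSeq RNA Sample Prep Kit v2, sequenced single-end reads on a HiSeq2000, demultiplexed them with CASAVA 1.8.2, checked them with FastQC 0.10.0, aligned them with STAR 2.3.0 to the rat genome rn5, sorted them with SAMtools 1.2 and counted reads per Ensembl gene with HTSeq 0.6. The deposited values are these raw counts per gene, without normalization. The table also holds the start, end and length of each gene, where length runs from start to end with introns. The paper's text does not name the Ensembl release or the strand and overlap settings of HTSeq. The authors' own test was DESeq2 1.8.1 at a false discovery rate under 0.05.

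The table holds 26405 genes, of which 6675 had no count in any library. Genes were named by the symbol in the table (16407), by its description (1061, and 15 from a description of another species) or by a gene identifier matched to a RefSeq list (2693), and 6229 had no name. Total counts were 23357757, 13061705 and 24874466 in control replicates 1 to 3 and 18350062, 29654651 and 21949362 in knockdown replicates 1 to 3. The read number the paper states for each sample is above all of these totals, and reads need not all fall on genes. Between 4.94% and 9.81% of counts fell on 37 mitochondrial genes. No per-sample column was left out, and no pair of libraries held copies of one another (chi-square per degree of freedom from 67.4 to 255).

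Counts were compared in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16, after TMM normalization and filterByExpr with its minimum of 10 counts, which kept 13917 genes. P-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The model held the condition alone. DESeq2 1.42.0 (Wald test with independent filtering, 14456 genes) was the second test. Its log2 fold changes were kept to 4 significant digits. Levels are CPM on TMM-scaled library sizes, and log2 fold changes are knockdown over control. Magi2 was also compared by an exact permutation test. Gene lists were tested with camera from limma 3.58.1 on voom log2 CPM with a preset correlation of 0.01, adjusted over 32 lists, and with fry. Enrichment of channels was tested with Fisher's exact test among the genes tested. Correlations with gene length are Spearman's, across genes. Length correction used offsets from a loess fit with a span of 0.5 on log gene length.

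Gene lists were fixed before the counts were examined, but with the paper and its supplement at hand. Lists from the paper were housekeeping genes, synaptic markers and their family members, interaction partners, partners named as unaffected, adhesion molecules of the discussion, the glutamate and GABA receptor clusters, the network of Figure 8B and the genes measured by qPCR. The others were ionotropic and metabotropic glutamate receptors, GABA receptors, presynaptic release machinery, postsynaptic density, synaptic adhesion molecules, cation and potassium channels, neurite outgrowth, activity-regulated, interferon-stimulated, cell cycle, ribosomal, oxidative phosphorylation, p53, unfolded protein and cholesterol genes, and markers of astrocytes, oligodendrocytes, microglia, endothelial cells, fibroblasts, interneurons, hippocampal principal neurons and neurons in general. Of genes in these lists, Camk2a and Kif1b were among those not matched to the table. The text names the genes the paper names for the sequencing, the 10 highest and the 10 lowest log2 fold changes among called genes with a symbol, a mean of at least 1 CPM and separated groups, and up to 4 members of a described list with small p-values. Not every gene that meets these rules is named. Since edgeR called 0 genes, the calls of DESeq2 were used for the 10 highest and lowest, and some list members were named because DESeq2 called them or the paper discusses their kind, a choice made after their values were seen. Values of many genes in the paper's Supplementary Data S1 had been seen when the rule was written.

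The steps were tested on simulated data, counts of 13917 genes with changes planted in some. A list with a planted shift had a camera adjusted p of 1.69e-09, and 0 of 200 lists without a shift passed. Simulated genes were drawn independently of each other, so this does not show how camera behaves on correlated genes. In the real lists the estimated correlation ran from -0.048 (endothelial and mural markers) to 0.88 (cholesterol synthesis). A planted length trend of -0.592 was -0.0136 after correction. Alternatives were DESeq2 with and without a fold change prior, RLE and upper-quartile normalization, no filter and a strict filter of at least 10 counts in every sample, a block on replicate number, length correction, other thresholds, an estimated correlation, and leaving out each library in turn. Further alternatives, chosen after the data had been seen, were the edgeR likelihood ratio test, limma-voom, and DESeq2 with a local dispersion fit, a replicate block, a strict filter or without single libraries. Correction for GC content and a test of shRNA seed sites were not done, since no genome or transcript sequence was used. Gene Ontology terms were not tested.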

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

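The tests of explanations and of other splits of the samples in this part were chosen after the results they concern had been seen.

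The median log2 fold change of the 40 interferon-stimulated genes tested was 1.65. It stands out because the text of the study does not discuss these genes as a group. The study's network in Figure 8B holds several of them. Its supplement also lists Usp18 among genes measured by qPCR in cultures with other time windows, where the paper reports similar results. The controls of that qPCR carried EGFP, so it does not separate the hairpin from the loss of S-SCAM. The mean level of the 40 genes lay above every control culture by far in knockdown replicates 1 and 3 but not in knockdown replicate 2. More microglia in the knockdown libraries would raise microglia markers, but the median log2 fold change of the 11 markers was -3.31 (standard error over markers 0.19), which argues against this source. A single library carrying the difference is argued against by the lowest DESeq2 count without 1 library, 8 genes without control replicate 3 or knockdown replicate 1. The control cultures were also transduced with a virus, so transduction as such was shared by both groups. What stays open is that the interferon response may follow the hairpin, or a difference between the knockdown and control viruses, and not the loss of S-SCAM. The control is described as an empty vector and 1 hairpin was sequenced, so both explanations cannot be told apart; the mean level of the genes in the culture with the lowest Magi2, knockdown replicate 2, was 0.50, as high as in control replicate 1 (0.50).

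The 19 tested genes of the glutamate and GABA receptor clusters had a mean log2 fold change of -1.18 (standard error over genes 0.091). A gene length trend as the whole cause is argued against by a mean of -0.99 (standard error 0.10) after the trend was removed. A lower share of all neurons would move general neuron markers by about as much, but their median was -0.030 (standard error 0.13). Of 30 receptor genes outside the study's network, 23 had a lower mean, with a mean of -0.44 (standard error over genes 0.10). Lower levels were thus not confined to the genes the study chose from these libraries. Presynaptic and postsynaptic genes had similar means, -0.37 and -0.39. These standard errors run over genes of the same 6 cultures and do not measure variation between cultures. They therefore cannot tell a receptor effect from a difference between these cultures. Open are a loss of particular neurons, an effect of the hairpin on other transcripts and a response of neurons to the loss of S-SCAM. Each of them may contribute, and the hairpin effect and the response were not tested here. For synapses, the paper reports that hairpin-resistant S-SCAM isoforms restored Bassoon and PSD95 puncta. A second hairpin also reduced these puncta there. Those experiments counted puncta, so they do not settle an effect of the hairpin on RNA levels. Of 14 markers of hippocampal principal neurons, 11 were lower at a median of -0.36, and Grik4 is both such a marker and a cluster gene. The paper reports no apoptotic cells in transduced cultures, a result not split by type of neuron.

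The 6 samples allow 10 splits into 3 and 3, so no result can reach a share of splits under 0.05. With the real grouping first and the highest other split second, edgeR called 0 and 13 genes, DESeq2 196 and 145 genes, and camera 21 and 20 gene lists. The absolute rank correlation with gene length was 0.229 and 0.268. DESeq2 called 0 and 0 housekeeping genes, 2 and 0 synaptic markers, 2 and 0 interaction partners, 5 and 0 genes of the glutamate cluster, 4 and 0 of the GABA cluster, and 16 and 17 interferon-stimulated genes. Counting the real split, 10 splits were as large for edgeR and for housekeeping genes, 2 for gene length and for interferon-stimulated genes, and 1 for the others. The study chose the cluster genes on the real grouping, so their higher count there was favored in advance. Figure 7B, from which the partners were taken, also shows selected results. The split of control replicate 1 and knockdown replicates 1 and 2 against the rest, which gave the 13 edgeR calls and the 145 DESeq2 calls, points to a structure of the samples. In that split DESeq2 called 10 of 13 oligodendrocyte lineage markers, against 0 in each of the other splits. The 17 interferon-stimulated genes came from control replicate 1 and knockdown replicates 1 and 3 against the rest.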

How the results depend on the processing

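The edgeR likelihood ratio test, limma-voom, DESeq2 with a local dispersion fit, DESeq2 with the replicate block or the strict filter, the DESeq2 runs without single libraries and camera after length correction were added after the data had been seen. The other settings were fixed before.

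The edgeR count of 0 differentially expressed genes was the same with RLE and upper-quartile normalization, the strict filter, length correction, thresholds of 0.01 and 0.1, and limma-voom. Without a filter edgeR gave 8 genes. DESeq2 gave 196 differentially expressed genes, 2 synaptic markers, 2 interaction partners, 5 glutamate cluster genes, 4 GABA cluster genes, a Magi2 log2 fold change of -1.44 past the threshold, and a channel enrichment of p = 2.15e-05 (Fisher exact test). DESeq2 with the fold change prior gave 184 differentially expressed genes, 2 synaptic markers, 2 interaction partners, 5 glutamate cluster genes, 4 GABA cluster genes, a Magi2 log2 fold change of -1.19 past the threshold, and a channel enrichment of p = 6.72e-05 (Fisher exact test). DESeq2 with the strict filter gave 194 genes. Its counts of microglia and fibroblast markers were 0 and 0, against 4 and 2 without that filter. The filter removes genes near 0 in the knockdown cultures, such as Tyrobp (0.182 CPM) and Igf2 (0.307 CPM), so these were not tested. The edgeR likelihood ratio test gave 144 differentially expressed genes, 1 synaptic marker, 1 interaction partner, 5 glutamate cluster genes, 4 GABA cluster genes, a Magi2 log2 fold change of -1.46 past the threshold, and a channel enrichment of p = 0.000316 (Fisher exact test). DESeq2 with a local dispersion fit gave 517 differentially expressed genes, 4 synaptic markers, 6 interaction partners, 9 glutamate cluster genes, 7 GABA cluster genes, a Magi2 log2 fold change of -1.44 past the threshold, and a channel enrichment of p = 2.23e-09 (Fisher exact test). Of 32 gene lists, camera called 21, and 0 with an estimated correlation. Fry called 0 with the replicate block and 8 without it, each lower at an adjusted p of 0.0390. These were interaction partners, both receptor clusters, ionotropic glutamate receptors, GABA receptors, cation and potassium channels, and markers of hippocampal principal neurons. Among the lists called by camera but not by fry were interferon-stimulated genes (fry adjusted p = 0.196), microglia markers (0.175) and the presynaptic (0.102), postsynaptic (0.0551) and adhesion (0.0770) groups. The correlation of fold change with gene length, -0.229, was -0.138 with DESeq2, -0.176 with the prior, -0.140 with no filter, -0.138 with the local dispersion fit, 0.00514 after length correction and -0.147 for DESeq2 with the replicate block. Length correction is built to remove this trend. For the other results that moved the cause was not tested.

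The count columns carry the same 3 numbers in both groups, and whether these mark shared preparations is not settled. The samples were treated as unpaired, and the values below show no pairing shared by all 3 numbers. Deviations of same-numbered cultures from their group means correlated at 0.607, 0.101 and -0.0908 across genes, and 2 of 6 samples correlated best with their own number. With the replicate number as a block edgeR called 0 genes, and it changed no other call of edgeR or camera. DESeq2 with the replicate block gave 288 differentially expressed genes, 2 synaptic markers, 3 interaction partners, 7 glutamate cluster genes, 4 GABA cluster genes, a Magi2 log2 fold change of -1.48 past the threshold, and a channel enrichment of p = 0.000634 (Fisher exact test). Its count went from 0 to 3 for neurite genes, 0 to 2 for interneuron, 0 to 1 for endothelial, 0 to 1 for general neuron, 1 to 3 for astrocyte, 2 to 5 for fibroblast and 4 to 7 for microglia markers, and from 1 to 3 for adhesion molecules of the discussion. With the replicate block and length correction edgeR called 0 genes, the correlation with gene length was -0.00695, and the log2 fold change turned for Map2 0.029, B2m -0.052, Magi1 0.22, Ctnnd1 0.034, Ctnnd2 0.13 and Cacng2 0.061.

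Among 68 named genes, 1169 values under other settings kept direction and side of the threshold, 82 passed it and 41 turned. Among gene lists, 258 values were the same, 12 passed the threshold, 35 lost it and 15 turned. Upper-quartile normalization turned Slc17a7 -0.0082, and length correction turned Slc17a7 -0.030, Magi1 0.21, Ctnnd1 0.025, Ctnnd2 0.13 and Cacng2 0.095, and the list of unfolded protein and heat shock response (adjusted p = 0.734 from camera). Leaving out single libraries turned log2 fold changes, which then ranged as follows: Actn1 -0.026 to 0.20, Tubb2a -0.36 to 0.12, Map2 -0.37 to 0.17, Ldha -0.041 to 0.39, Gusb -0.18 to 0.53, B2m -0.40 to 0.48, Ppia -0.83 to 0.19, Nefl -0.16 to 0.80, Slc17a7 -0.16 to 0.23, Dlg4 -0.18 to 0.053, Magi1 -0.22 to 0.14, Nlgn2 -0.027 to 0.17, Ctnnb1 -0.30 to 0.10, Ctnnd1 -0.27 to 0.061, Cacng2 -0.35 to 0.087, Kcna4 -0.053 to 0.36 and Axin2 -0.035 to 0.38. It turned the camera direction of gene lists, with adjusted p ranging as follows: activity-regulated genes 0.0148 to 0.937, oligodendrocyte lineage markers 0.00201 to 0.942, interneuron markers 0.221 to 0.967, general neuron markers 0.0328 to 0.937, unfolded protein and heat shock response 0.0439 to 0.796 and cholesterol synthesis 0.00502 to 0.781. Counts without single libraries ranged from 0 to 1 for genes called by edgeR and from 43 to 742 for DESeq2. For DESeq2 they were 0 to 1 for housekeeping genes, 0 to 3 for synaptic markers, 0 to 6 for interaction partners, 2 to 8 for the glutamate cluster, 1 to 7 for the GABA cluster and 8 to 26 for interferon-stimulated genes. The correlation with gene length ranged from -0.280 to -0.161. Fewer samples enter these fits, and beyond that the cause was not tested.

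The GC correction and the test of seed sites of the shRNA were not run, since they need sequence that was not used here. At 13061705 to 29654651 counts per library, 13917 genes passed the filter, and genes with fewer counts were not compared by edgeR.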

Differences from the paper's values

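The paper reports 544 differentially expressed genes at a false discovery rate under 0.05 (DESeq2 1.8.1), and edgeR called 0 at the same threshold. None of the settings fixed before the data were examined came within 1.5 times the paper's count. DESeq2 gave 196, DESeq2 with the fold change prior 184, edgeR with no filter 8, edgeR without knockdown replicate 2 gave 1, and edgeR under RLE or upper-quartile normalization, the strict filter, the replicate block with and without length correction, length correction and without each of the other libraries gave 0. DESeq2 with a local dispersion fit, chosen after seeing the values, gave 517 and drops 163 of the paper's 544 calls. DESeq2 without knockdown replicate 3, also chosen after seeing the values, gave 742 and drops 244 of them. Planned DESeq2 passed 179 of the 544 and dropped 365. All 544 genes had the same direction in edgeR, which used counts of the same libraries, so this is not independent evidence. The copy of Supplementary Data S1 that was read ends after 10748 genes and holds 544 with an adjusted p under 0.05, so the paper's number is complete in it.

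The paper's supplementary table of all genes gives a log2 fold change of 2.21 for Usp18. In edgeR it was 4.54. Of the settings fixed before the data were examined, DESeq2 with the fold change prior gave 2.31, which differs from the paper's value by less than the SD over replicates (1.32). The DESeq2 version the paper names shrinks fold changes by default, so its value is likely a shrunken one and not on the scale of edgeR. The others differed, with values from 3.80 without knockdown replicate 1 to 5.02 without knockdown replicate 2.

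The paper states that Bassoon, gephyrin and neuroligin-1 were reduced, and the edgeR adjusted p was 0.291, 0.376 and 0.342. DESeq2 called Bsn (0.0296) and Nlgn1 (0.0392), and so did DESeq2 with the fold change prior. Gphn, at 0.206 in DESeq2, was called with local dispersion fit (adjusted p = 0.0469) in settings chosen after seeing the values. The paper names Magi3, Dlgap1, GluN2A and GluN2C as reduced partners, and edgeR called 0 of them while DESeq2 called Grin2c. In settings of DESeq2 chosen after seeing the values, Magi3 was called with local dispersion fit (adjusted p = 0.00455) and without knockdown replicate 3 (0.0285). Dlgap1 was called by DESeq2 with local dispersion fit (adjusted p = 0.0252), and Grin2a with local dispersion fit (adjusted p = 0.0155) and without knockdown replicate 3 (0.0238). The paper gives neurexin-3 and cadherin-4 as downregulated, and both were lower but not called by edgeR or DESeq2. DESeq2 in settings chosen after seeing the values called Nrxn3 with local dispersion fit (adjusted p = 0.0420), with replicate block (0.0477) and without control replicate 2 (0.0435) and Cdh4 with replicate block (adjusted p = 0.00438). The local dispersion fit drops 163 of the paper's calls, as given above. The paper also reports qPCR of selected mRNAs, with trends like those of its sequencing. Its supplement lists gephyrin, neuroligin-1 and GluN2a-c among genes measured by qPCR in cultures with other time windows. The adjusted p-values given here concern the sequencing alone.

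The paper lists γ-catenin among partners whose expression was unaffected, and DESeq2 called its gene Jup lower (log2 fold change -1.16 in edgeR, DESeq2 adjusted p = 0.00249). The paper's own supplementary table has a log2 fold change of -1.04 and an adjusted p of 0.000295 for Jup, so it is among the paper's 544 calls. The other 9 partners on that list were not called by edgeR or DESeq2.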

Other observations

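Of 9 tested markers of fibroblasts and meningeal cells, 8 had a lower mean in the knockdown cultures, with a median log2 fold change of -1.34, among them the collagen Col3a1, at 15.0 ± 1.31 CPM in control and 5.12 ± 4.16 CPM in knockdown cultures, and the proteoglycan Dcn, at 2.44 ± 1.15 and 0.567 ± 0.417 CPM. DESeq2 called 1 of the 9 (2 among all 13 listed, 1 with the fold change prior). With the strict filter it called 0, but that filter removes genes near 0 in the knockdown cultures, such as Igf2 (0.307 CPM). For these markers edgeR called 0 (0 higher and 6 lower at an unadjusted p under 0.05, 4 when adjusted over the list alone). Camera gave the group an adjusted p of 1.15e-05 (adjusted p = 0.228 with an estimated correlation). Of 16 astrocyte markers, 15 had a lower mean, with a median of -0.56, and the precursor of angiotensin, Agt, was called by DESeq2. For astrocyte markers edgeR called 0 (0 higher and 3 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone), and camera gave an adjusted p of 0.000998 (adjusted p = 0.547 with an estimated correlation), which was 0.368 without knockdown replicate 2. The mean log2 level of astrocyte markers was -0.19 in knockdown replicate 1 and -0.23 in knockdown replicate 3, within the range of -0.29 to 0.51 of the controls, and knockdown replicate 2 alone lay below it. The DESeq2 count for the 13 fibroblast markers was 0 without control replicate 3 or knockdown replicate 2, 1 without control replicate 1 or knockdown replicate 1, and 6 without knockdown replicate 3, and for astrocyte markers 0 without control replicate 1, control replicate 3, knockdown replicate 1 or knockdown replicate 2.

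Markers of hippocampal principal neurons had a lower mean in 11 of 14 cases. Nov, a secreted protein of CA1 neurons, was at 68.8 ± 13.8 CPM in control and 25.4 ± 4.65 CPM in knockdown cultures (log2 fold change -1.44, standard error 0.24, DESeq2 adjusted p = 0.000266), and the transcription factor Neurod6 was at 180.5 ± 15.0 and 104 ± 18.1 CPM. For these markers DESeq2 called 1 (2 without knockdown replicate 2 or with the strict filter) and edgeR called 0 (0 higher and 5 lower at an unadjusted p under 0.05, 5 when adjusted over the list alone). Camera gave an adjusted p of 0.00778 (adjusted p = 0.208 with an estimated correlation), which was lost without control replicate 3 (adjusted p = 0.0674) and without knockdown replicate 3 (0.0855). General neuron markers went both ways, with 8 higher and 8 lower and a median of -0.030 (camera, adjusted p = 0.656). For these, DESeq2 called 0 (2 without knockdown replicate 3) and edgeR called 0 (1 higher and 2 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone), and camera changed call or direction without control replicate 1 (adjusted p = 0.0328), without control replicate 2 (0.820, direction reversed), without control replicate 3 (0.704, direction reversed), without knockdown replicate 1 (0.776, direction reversed) and without knockdown replicate 3 (0.937, direction reversed). Of 17 interneuron markers DESeq2 called 0 (1 without control replicate 2, knockdown replicate 1 or knockdown replicate 3, and 2 with the replicate block or the local dispersion fit) and edgeR called 0 (2 higher and 1 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone), with a camera adjusted p of 0.777 that changed direction without control replicate 3 (adjusted p = 0.704) and without knockdown replicate 1 (0.221).

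The level of oligodendrocyte lineage markers varied between single cultures and not by group. Their mean log2 level relative to the control mean was -1.40, 0.57 and 0.83 in control replicates 1 to 3 and -1.67, -1.30 and 1.52 in knockdown replicates 1 to 3. For these 13 markers DESeq2 called 0 (2 without knockdown replicate 3) and edgeR called 0 (0 higher and 0 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone). Camera gave an adjusted p of 0.496 and changed call or direction without control replicate 1 (adjusted p = 0.00201), without control replicate 3 (0.704, direction reversed), without knockdown replicate 1 (0.717, direction reversed), without knockdown replicate 2 (0.796, direction reversed) and without knockdown replicate 3 (0.00589). For 6 endothelial and mural markers DESeq2 called 0 and edgeR called 0 (0 higher and 0 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone), with a camera adjusted p of 0.160, past the threshold without control replicate 2 (adjusted p = 0.0337).

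Cell cycle genes had a higher mean in 13 of 17 cases. Their mean log2 level was 0.90 in knockdown replicate 3, but -0.12 and 0.046 in knockdown replicates 1 and 2. The controls lay between -0.065 and 0.11. DESeq2 called 0 and edgeR called 0 (2 higher and 0 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone), and camera gave an adjusted p of 0.0104 (adjusted p = 0.547 with an estimated correlation), lost without control replicate 2 (adjusted p = 0.0613) and without knockdown replicate 3 (0.808) and after length correction (0.0549). Of 83 cytosolic ribosomal protein genes, 60 had a higher mean, but control replicate 2 lay above every knockdown culture, with a mean log2 level of 0.64 against 0.11, 0.35 and 0.16 in knockdown replicates 1 to 3. DESeq2 called 0 (12 without control replicate 2) and edgeR called 0 (2 higher and 0 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone), with camera at 1.23e-05 (adjusted p = 0.560 with an estimated correlation). Of 79 genes of oxidative phosphorylation, 54 had a higher mean, and control replicate 2 again lay highest, at 0.54 against -0.030, 0.34 and 0.20. DESeq2 called 0 (6 without control replicate 2) and edgeR called 0 (3 higher and 1 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone), with camera at 0.000126 (adjusted p = 0.586 with an estimated correlation), lost without control replicate 3 (adjusted p = 0.0521). Control replicate 2 had the highest share of counts on mitochondrial genes, 9.81%, against 4.94% to 6.79% in the other cultures.

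Activity-regulated genes had a lower mean in 22 of 29 cases, and DESeq2 called 0 and edgeR called 0 (0 higher and 1 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone). Camera gave an adjusted p of 0.237 and changed call or direction without control replicate 1 (adjusted p = 0.753, direction reversed), without control replicate 3 (0.0148) and without knockdown replicate 1 (0.0303), and it passed the threshold after length correction (0.0417). For genes of p53 and apoptosis DESeq2 called 0 (2 without control replicate 2) and edgeR called 0 (0 higher and 0 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone), with camera at an adjusted p of 0.125, past the threshold without control replicate 2 (adjusted p = 0.00410). For the unfolded protein and heat shock response DESeq2 called 0 and edgeR called 0 (0 higher and 0 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone), with camera at an adjusted p of 0.724, which changed call or direction without control replicate 3 (adjusted p = 0.0439, direction reversed) and without knockdown replicate 1 (0.738, direction reversed). For cholesterol synthesis DESeq2 called 0 and edgeR called 0 (0 higher and 1 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone), with camera at an adjusted p of 0.275, which changed call or direction without control replicate 1 (adjusted p = 0.00502, direction reversed), without control replicate 2 (0.00971), without control replicate 3 (0.0138), without knockdown replicate 1 (0.0162) and without knockdown replicate 2 (0.781, direction reversed).

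Of the 60 tested genes of the network in Figure 8B, 12 were higher and 48 lower, and DESeq2 called 32 (10 without control replicate 3, and 16 without knockdown replicate 1) while edgeR called 0 (12 higher and 47 lower at an unadjusted p under 0.05, 59 when adjusted over the list alone). Camera placed them at an adjusted p of 1.97e-14 (adjusted p = 0.252 with an estimated correlation). Of 8 genes listed from the paper's qPCR, in which Grin2a and Grin2c stand for its GluN2a-c assay and Grin2b was not listed, DESeq2 called 5 (1 without control replicate 3, 2 without control replicate 1 or knockdown replicate 1, and 3 without knockdown replicate 2) while edgeR called 0 (1 higher and 6 lower at an unadjusted p under 0.05, 7 when adjusted over the list alone). Both sets were chosen by the study on these samples, so their directions are not independent evidence.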
